# TEADs, Yap, Taz, Vgll4s transcription factors control the establishment of Left-Right asymmetry in zebrafish

**DOI:** 10.7554/eLife.45241

**Published:** 2019-09-12

**Authors:** Jonathan Fillatre, Jean-Daniel Fauny, Jasmine Alexandra Fels, Cheng Li, Mary Goll, Christine Thisse, Bernard Thisse

**Keywords:** Hippo pathway, Left-Right Organizer, Left-Right asymmetry, Vgll4, Yap, Taz, Zebrafish

## Abstract

In many vertebrates, establishment of Left-Right (LR) asymmetry results from the activity of a ciliated organ functioning as the LR Organizer (LRO). While regulation of the formation of this structure by major signaling pathways has been described, the transcriptional control of LRO formation is poorly understood. Using the zebrafish model, we show that the transcription factors and cofactors mediating or regulating the transcriptional outcome of the Hippo signaling pathway play a pivotal role in controlling the expression of genes essential to the formation of the LRO including ligands and receptors of signaling pathways involved in this process and most genes required for motile ciliogenesis. Moreover, the transcription cofactor, Vgll4l regulates epigenetic programming in LRO progenitors by controlling the expression of writers and readers of DNA methylation marks. Altogether, our study uncovers a novel and essential role for the transcriptional effectors and regulators of the Hippo pathway in establishing LR asymmetry.

## Introduction

Formation of organs during embryonic development requires a progressive restriction of lineage potential. This process, controlled by major signaling pathways, is achieved through changes in chromatin and in transcription factor (TF) networks: genes associated with pluripotency are progressively silenced by DNA methylation, histone modifications and chromatin compaction while key TFs selectively activate the expression of tissue specific genes (Boland et al., 2014; Reik, 2007). Therefore, knowing how the activity of TFs and epigenetic modification of the chromatin control organogenesis in vivo is essential to our understanding of both normal development and diseases. As a model system for organogenesis, we use the formation of the Kupffer’s vesicle (KV), the first organ formed in the zebrafish embryo and that functions as the Left-Right Organizer (LRO). The KV is the fish homolog of the ventral node of the mouse, the *Xenopus* gastrocoel roof plate and the notochordal plate in rabbit. This organ is composed of ~50 monociliated cells organized as a hollow sphere with motile cilia facing its lumen. Rotation of these cilia generates a transient counterclockwise fluid flow that directs asymmetric activation of a conserved Nodal signaling pathway that guides asymmetric morphogenesis of developing organs (Dasgupta and Amack, 2016). This vesicle derives from a small population of ~20 precursor cells called the dorsal forerunner cells (DFCs), which are specified at the dorsal margin of the embryo at the onset of gastrulation in response to Nodal signaling (Essner et al., 2005; Oteiza et al., 2008). During gastrulation, DFCs arrange into a cluster that undergoes progressive compaction, followed by a mesenchymal to epithelial transition and organization of a single rosette. Following rosette formation, the center of this rosette opens to progressively give rise to the lumen of the differentiated KV. Finally, ciliogenesis takes place during the last phases of differentiation of DFCs into the KV. Altogether, the epithelial organization of KV progenitors associated with both luminogenesis and ciliogenesis leads to the formation of a functional LRO (Matsui and Bessho, 2012).

The regulation of the organogenesis of the LRO, from the specification of its progenitors to a fully functional KV, is well described and involves the activity of Nodal, FGF, non-canonical Wnt, Notch and Hedgehog signaling pathways (Matsui and Bessho, 2012). Conversely, a very limited number of TFs expressed in DFCs has been implicated in this process. Six genes have been identified so far, two Sox TFs: Sox32 and Sox17; two T-box TFs: Tbxta (also known as *notail*) and Tbx16 (also known as *spadetail*) and two TFs required for ciliogenesis: Foxj1a and Rfx2 (Aamar and Dawid, 2010; Amack and Yost, 2004; Bisgrove et al., 2012; Kikuchi et al., 2001; Yu et al., 2008). It is highly unlikely that these six TFs are the only transcriptional regulators of the developmental program leading to the formation of the LRO. Indeed, in this study, we identified six additional transcription factors (TFs) and/or cofactors (TcoFs) crucial for the formation and function of the KV. Strikingly, although the Hippo signaling pathway was previously identified as a major regulator of tissue growth and organ size (Johnson and Halder, 2014; Zhao et al., 2011), we discovered that the DNA binding TFs (Tead1a and Tead3a), the TcoFs mediators of the Hippo signaling pathway (Yap and Taz) as well as the TcoFs Vgll4b and Vgll4l (two factors homologous to the mammalian Vgll4 that negatively regulates the activity of Yap and Taz) are upstream regulators of the formation and function of the LRO. These TFs and TcoFs (collectively named Hippo TFs/TcoFs thereafter in the text) control the function of signaling pathways involved in this process as well as the expression of genes essential to the formation and function of a ciliated epithelium with motile cilia. Finally, we identified that Vgll4l controls the expression in LRO progenitors of epigenetic factors, writers (the de novo DNA methyltransferases) and readers (Methyl-CpG binding domain proteins) of DNA methylation marks that we found essential for DFCs proliferation and survival as well as for the formation of motile cilia.

## Results

### Hippo TFs/TcoFs are required for the establishment of LR asymmetry

To identify novel factors involved in the transcriptional regulation of the formation of the LRO we screened the zebrafish gene expression patterns database (http://zfin.org/) for TFs or TcoFs specifically expressed in the KV and/or in its progenitors. By this approach, we identified Vgll4l, a TcoF member of the Vestigial like four family, which is strongly expressed at gastrula stage in LRO progenitors (Figure 1A).

**Figure 1.**
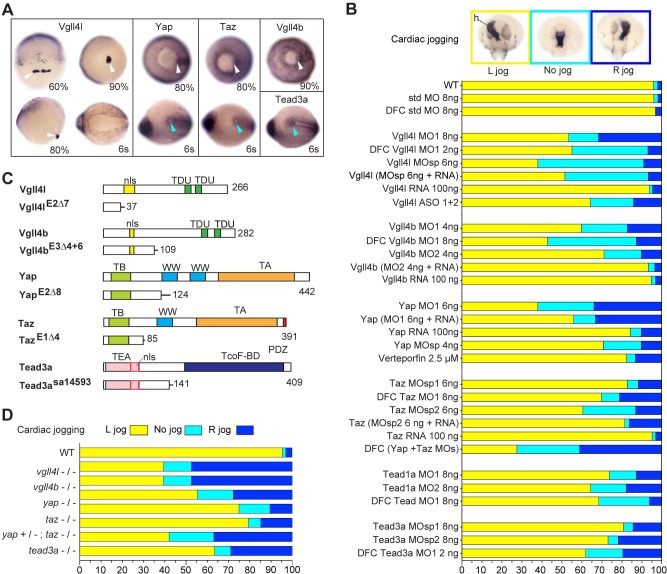
Hippo TFs/TcoFs are essential for establishing the left-right asymmetry. (**A**) Whole-mount in situ hybridization for *vgll4l*, *yap*, *taz*, *vgll4b* and *tead3a* at gastrula and at the 6-somite stage. Vgll4l is expressed in DFCs at 60% (dorsal view), 80% (lateral view) and 90% epiboly (vegetal pole view) but is not expressed in the KV at the 6-somite stage (vegetal pole view). Yap and Taz are shown at 80% epiboly and at the 6-somite stage in vegetal pole view, Vgll4b at gastrula stage and Tead3a at the 6-somite stage in vegetal pole views. Tead1a that is constitutively expressed is not presented. White arrowheads point to DFCs, blue arrowheads point to the KV. (**B**) Cardiac jogging analyzed at 25 hr post fertilization (hpf). Graphs indicate the percentage of embryos with normal Left jog (L jog - yellow), Right jog (R jog – dark blue) or no jog (light blue), visualized by in situ hybridization (top, h: heart) with *a myosin light chain 7 (myl7)* probed at 25 hpf in: wild-type (WT) embryos; embryos injected with standard (std) MO or with Vgll4l, Vgll4b, Yap, Taz, Yap and Taz, Tead1a or Tead3a MOs; embryos injected with ASO; rescue experiments of morphant phenotypes by injection of MO insensitive RNA; incubation with 2.5 µM of Verteporfin, a Yap inhibitor. For each experiment the name of gene, name and amount of MO and/or RNA injected are indicated on the left. For double Yap/Taz MO-KD, 4 ng Yap MOsp and 4 ng Taz MOsp2 have been injected. DFC ‘name of the gene’ MO indicates DFC-targeted knockdown experiment (Wang et al., 2013). (MO + RNA) stands for rescue experiment of the indicated MO together with 100 ng of the corresponding, MO insensitive, mRNA. (**C**) Schematic of functional domains present in WT and in Vgll4l, Vgll4b, Yap, Taz and Tead3a mutants. nls: nuclear localization signal, PDZ: PDZ-binding motif, TA: transcription activation domain, TB: TEAD binding domain, TcoF-BD: transcription cofactor binding domain, TEA: DNA-binding TEA/ATTS domain, TDU: TONDU domain, WW: WW domain. Numbers indicate the position of the last amino-acid of each peptide. (**D**) Laterality defects of homozygous mutant embryos and of embryos homozygous mutant for Taz, heterozygous for Yap, analyzed as described in (**B**) for their cardiac jogging at 25 hpf. Numerical data for (**B**) and (**D**) are provided in Figure 1—source data 1. 10.7554/eLife.45241.007Figure 1—source data 1.Numerical data for Figure 1B, C, and D.

**Figure 1—figure supplement 1.**
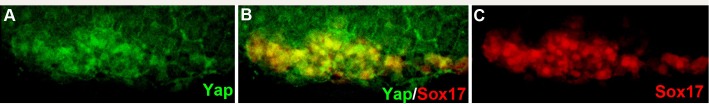
Immunodetection of Yap protein in nuclei of DFCs. (**A**) Yap protein is present in nuclei of dorsal marginal cells at 75% epiboly. (**B**) Double labeling for Yap and Sox17 identifying these cells to be DFCs. (**C**) Sox17 immunolabeling revealing the DFCs.

**Figure 1—figure supplement 2.**
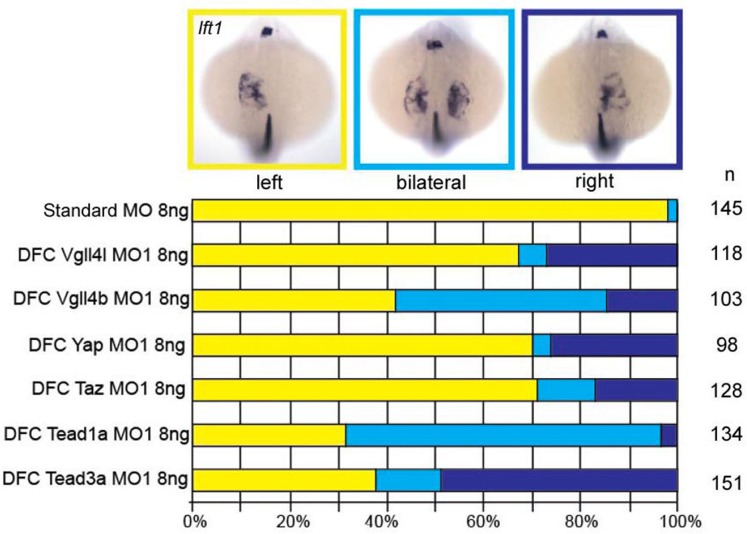
Expression of *lefty1* (*lft1*) at 20 hpf in embryos depleted in their DFCs (DFC specific loss-of-function) in Vgll4l, Vgll4b, Yap, Taz, Tead1a and Tead3a morphants. Graphs indicate the percentage of embryos with normal expression of *lft1* in the left heart primordium and the left dorsal diencephalon (yellow), with abnormal bilateral *lft1* expression in the two heart primordia and in left and right dorsal diencephalon (light blue) and with *situs inversus* with *lft1* expression in the right heart primordium and in the right dorsal diencephalon (dark blue). n: number of embryos analyzed. Numerical data for (**B**) and (**D**) are provided in Figure 1—figure supplement 2—source data 1. 10.7554/eLife.45241.005Figure 1—figure supplement 2—source data 1.Numerical data for Figure 1—figure supplement 2.

**Figure 1—figure supplement 3.**
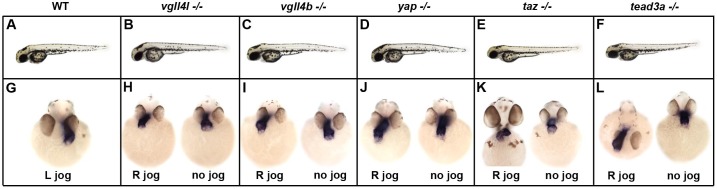
Phenotype of *vgll4l*, *vgll4b*, *yap*,*taz* and *tead3a* homozygous mutant embryos. (**A–F**) Side view of live WT embryo (**A**) and of embryos homozygous (-/-) mutant for *vgll4l* (**B**), *vgll4b* (**C**), *yap* (**D**), *taz* (**E**) and *tead3a* (**F**) at 2 days of development showing that the global morphology of the embryo is not affected by loss of function of these TFs/TcoFs. (**G–L**) Cardiac jogging at 25 hr post fertilization (hpf) in (**G**) WT (L jog: left jog) and in homozygous mutants visualized by in situ hybridization with *myosin light chain 7 (myl7)* probed at 25 hpf for *vgll4l* (**H**), *vgll4b* (**I**), *yap* (**J**), *taz* (**K**) and *tead3a* (**L**) mutants. Embryos with abnormal laterality (R jog - right jog or no jog) are presented. Embryos are in front view except in (**L**), R jog) presented in dorsal view.

Vestigial like family members are TcoFs known to function mainly through the interaction with TEA domain DNA-binding family of transcription factors (TEAD) (Deng and Fang, 2018). TEADs are the DNA binding TFs to which the TcoFs that mediate the transcriptional outcome of the Hippo signaling pathway, Yap and Taz (also known as Wwtr1), bind to, to activate expression of their target genes. Interestingly, in various human cancer cell lines, Vgll4 was shown to negatively regulate the transcriptional outcome of Hippo signaling by competing with Yap and Taz for TEADs, therefore inhibiting their function (Zhang et al., 2014).

In addition to Yap and Taz, the zebrafish genome codes for three members of the Vgll4 family (Vgll4a, Vgll4b, Vgll4l) and four TEADs (Tead1a, Tead1b, Tead3a, Tead3b). However, only Vgll4l, Vgll4b, Yap, Taz, Tead1a and Tead3a are expressed in KV and/or KV progenitors (Figure 1A, Figure 1—figure supplement 1). To investigate the function of these TFs and TcoFs in the formation of the LRO we performed general and/or DFC specific (Amack and Yost, 2004) knockdown experiments using translation interfering and/or splice interfering morpholinos (MOs) and analyzed the effect of these loss of functions on the establishment of the LR asymmetry of the embryo. Looking at the direction of the heart jog at one day of development (Figure 1B) and at the expression of *lefty1* in dorsal diencephalon (Thisse and Thisse, 1999) at 20 hr post fertilization (Figure 1—figure supplement 2) we found that loss of function of each of these TFs or TcoFs strongly disrupts embryo laterality. Specificity of knockdown phenotypes was demonstrated by their reproducibility using different non overlapping MOs and in rescue experiments through injection of in vitro synthesized, MOs insensitive, mRNAs (Figure 1B). The implication of Yap in embryo laterality was further confirmed (Figure 1B) by incubating embryos in 2.5 µM of Verteporfin, a drug inducing Yap sequestration in the cytoplasm and promoting its degradation in the proteasome (Wang et al., 2016).

To validate our observations obtained with MO knockdowns or drug treatment, we generated CRISPR-Cas9 mutants for *vgll4l*, *vgll4b*, *yap* and *taz.* For each gene, we identified insertions/deletions (INDELs) leading to a premature stop resulting in truncated proteins lacking essential functional domains (Figure 1C). For *tead3a,* a mutant lacking an essential splice site leading to a premature end of translation was obtained from the Zebrafish Mutation Project (ZMP) (Kettleborough et al., 2013). Whereas individual homozygous mutants embryos for Tead3a, Yap, Taz, Vgll4b and Vgll4l display normal morphology at late developmental stages (Figure 1—figure supplement 3), analysis of their laterality fully confirmed the LR asymmetry defects observed in knockdown experiments (Figure 1D, Figure 1—figure supplement 3).

In the mouse embryo, partial redundancy of Yap and Taz has been proposed to explain the weak phenotype observed in Taz mutants (Miesfeld et al., 2015; Sun et al., 2017). In fish, whereas we observe mild laterality defects in *taz* morphants and mutants, these defects are much more severe in double Yap/Taz MO knockdowns (Figure 1B). In addition, lack of one copy of *yap* strongly increases the laterality defects observed in homozygous *taz* mutants (from 20% embryos with no heart jog or a right heart jog in single *taz* mutants to 55% for embryos homozygous for *taz* and heterozygous for *yap* - Figure 1D).

Altogether, the analysis of loss of function of Hippo TFs/TcoFs using a variety of approaches allowed us to uncover a novel and essential role for Hippo TFs/TcoFs in establishing LR asymmetry.

### Hippo TFs/TcoFs are required for the formation of the LRO

We then investigated whether the laterality phenotypes observed for the loss of function of these TFs/TcoFs resulted from defects in the formation and/or function of the LRO. Because Yap and Taz are partially redundant, we analyzed their function conjointly, using double Yap/Taz loss of function. First, using in situ hybridization for *sox17*, an early DFC marker, we found that DFC clusters are present at early gastrula stage for every Hippo TF/TcoF mutant/morphant tested (not shown), strongly supporting that these factors are not required for the specification of LRO progenitors. Conversely, lack of their activity has a dramatic effect on the formation of the KV (Figure 2A–D, Figure 2—figure supplement 1) with a strong decrease of its size (Figure 2E). In contrast, gain of Yap function through injection of its in vitro synthesized mRNA in a DFC specific manner (Esguerra et al., 2007; Matsui et al., 2011) results in an increase of the KV size associated with an increase in the number of KV cells (Figure 2—figure supplement 2).

**Figure 2.**
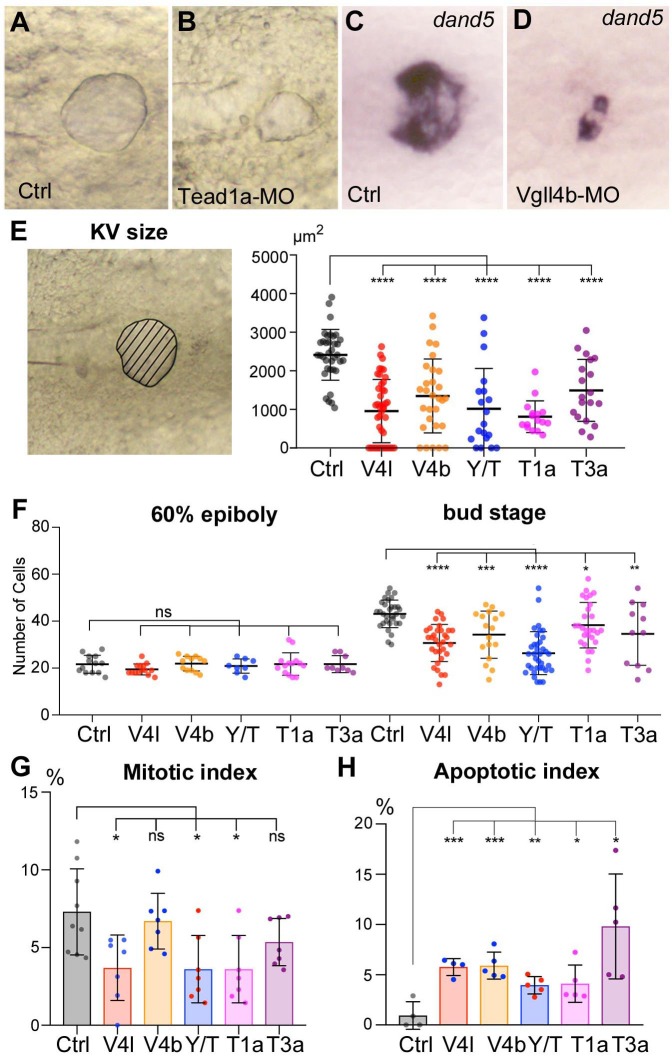
Loss of function of Hippo TFs/TcoFs affects the formation of the Left-Right Organizer. (**A–D**) Illustration of the strong decrease in the size of the KV at the 12-somite stage in loss-of-function conditions shown in brightfield for (**A**) a control embryo (Ctrl) and for (**B**) a TEAD1a morphant embryo (Tead1a-MO) and by in situ hybridization using a *dand5* probe in (**C**) Ctrl and in (**D**) Vgll4b morphant embryo (Vgll4b-MO). (**E–H**) Effect of Vgll4l (V4l), Vgll4b (V4b), Tead1a (T1a), Tead3a (T3a) loss of function and of Yap/Taz (Y/T) double loss of function on: (**E**) the size of the KV (expressed as the area of the planar projection of its lumen), (**F**) the number of DFCs present at early gastrula stage (60% epiboly) and at the end of gastrulation (bud stage), (**G**) the proliferation of the DFCs measured as their mitotic index at 75% of epiboly, (**H**) the survival of DFCs measured as their apoptotic index at 90% epiboly. In all cases control (Ctrl) embryos were injected with 8 ng of Standard MO. Graph indicates the mean of each experiment, error bars indicate standard deviation and dots indicate the individual measurement for DFC groups or individual KV in control and loss of function conditions. Statistical significance between controls and the different loss-of-function conditions: two-tailed unpaired t-test. *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001. ns: not significant. Numerical data for (**E–H**) and details of statistical analysis are provided in Figure 2—source data 1. 10.7554/eLife.45241.012Figure 2—source data 1.Numerical data for Figure 2E, F, G and H.

**Figure 2—figure supplement 1.**
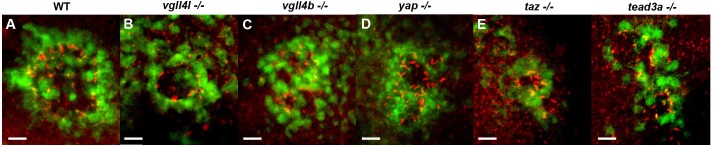
KV defects in homozygous *vgll4l*, *vgll4b*, *yap*, *taz* and *tead3a* mutants. (**A–F**) Dorsal view of the KV of the Tg(sox17:GFP)^s870^ line. KV cilia (red) are detected by immunolabelling using an anti-acetylated tubulin antibody in (**A**) WT embryo of the *Tg(sox17:GFP)^s870^* line and in homozyous mutant (-/-) embryos of (**B**) *vgll4l*^va1/va1^; *s870Tg*, (**C**) *vgll4b*^va2/va2^; *s870Tg*, (**D**) *yap*^va3/va3^; *s870Tg*, (**E**) *taz/wwtr1*^va4/va4^ and (**G**) *tead3a^sa14593/sa14593^; s870Tg* lines. Scale bars: 20 µm.

**Figure 2—figure supplement 2.**
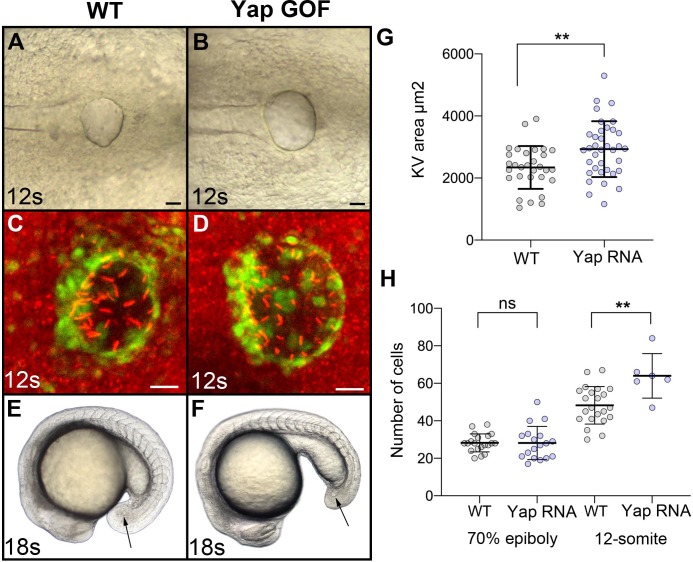
Gain of function of Yap results in the formation of a larger KV. (**A, B**) Brightfield view of the KV in (**A**) WT and (**B**) an embryo overexpressing Yap in DFCs at the 12-somite stage (12 s). (**C, D**) Visualization of the KV (green) and of KV cilia (red – immunolabeling using an anti-acetylated tubulin antibody) at the 12-somite stage in (**C**) WT embryos of the Tg(*sox17*:GFP)^s870^ line and (**D**) embryo of the same line overexpressing Yap in DFCs. Scale bars 20 µm. (**E–F**) lateral view of (**E**) a WT embryo and (**F**) an embryo overexpressing Yap in the DFCs at the 18-somite stage (18 s). Arrows point to the KV. (**G**) Quantification of the size of the KV (expressed as the area of the planar projection of its lumen) in WT and in Yap gain of function. (**H**) Quantification of the number of cells present in the DFCs at early gastrula stage and in the KV at the 12-somite stage. Numerical data for (**G–H**) and details of statistical analysis are provided in Figure 2—figure supplements 2—source data 1. 10.7554/eLife.45241.011Figure 2—figure supplement 2—source data 1.Numerical data for Figure 2—figure supplement 2G and H.

During gastrulation, inWT embryos, DFCs proliferate, their number increasing from ~20 at the onset of gastrulation to ~50 in the differentiated KV. While the initial number of DFCs at early gastrula (60% epiboly) in embryos lacking Hippo TFs/TcoFs function is similar to control, we found a significant reduction in the DFC number at the end of gastrulation for each loss of function analyzed (Figure 2F). We then investigated whether the decrease in DFC number resulted from defects in cell proliferation and/or in cell survival. Measurement of the mitotic index at late gastrula stage revealed a moderate effect in Vgll4l, Yap/Taz and Tead1a knockdowns, while the mitotic index of the DFCs was not significantly affected in Vgll4b and Tead3a (Figure 2G). We also observed that cell survival, analyzed by measuring the apoptotic index of DFCs at 80% epiboly, was affected in Hippo TFs/TcoFs loss-of-function embryos (Figure 2H).

Finally, because motile cilia are essential to the function of the LRO, we looked for their presence and measured their length in embryos lacking activity of any of Hippo TFs/TcoFs. In all cases, we found a significant shortening of cilia (Figure 3) supporting that Hippo TFs/TcoFs are required for motile ciliogenesis.

**Figure 3.**
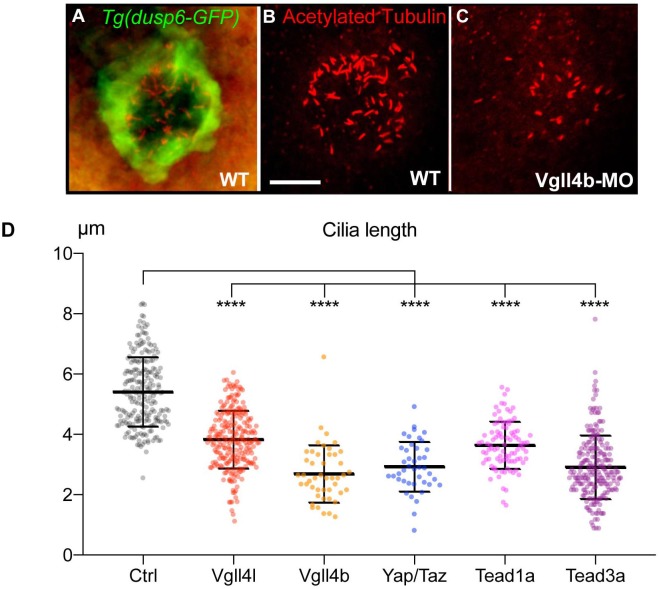
Loss of function of Hippo TFs/TcoFs leads to a reduction of the length of motile cilia of the KV. (**A–C**) Visualization of KV cilia at the 10-somite stage using an anti-acetylated tubulin antibody in (**A**) control embryos of the WT *Tg(dusp6:GFP)* line showing both KV cells (green) and cilia (red) or (**B**) only cilia. (**C**) cilia in Vgll4b morphant. Scale bar: 40 µm. (**D**) Length of KV cilia in Control (Ctrl) embryos and in Vgll4l, Vgll4b, Yap/Taz, Tead1a and Tead3a morphant embryos. Control (Ctrl) embryos were injected with 8 ng of Standard MO. Graph indicates the mean of cilia length, error bars the standard deviation. Statistical significance between controls and different loss-of-function conditions: two-tailed unpaired t-test. ****p≤0.0001. Numerical data and details of statistical analysis are provided in Figure 3—source data 1. 10.7554/eLife.45241.014Figure 3—source data 1.Numerical data for Figure 3D.

There are contradictory reports on the role of Hippo signaling on ciliogenesis. In one study, Yap was described not to be involved in that process (Kim et al., 2014), whereas another study linked Yap to the formation of non-motile cilia during zebrafish kidney development (He et al., 2015). Our observations support the latter conclusion, implicating Yap in ciliogenesis and demonstrating that the canonical Hippo pathway is required for proper organization of motile cilia.

### The TcoFs Yap/Taz and Vgll4l control the transcriptome of LRO progenitors

Because Vgll4l and Yap/Taz are TcoFs, they are expected to function by regulating gene expression. In a first experiment, we examined the consequences of their loss of function by MO knockdown on the expression of the 78 DFC specific genes we previously identified in high throughput in situ hybridization screens (http://zfin.org/, gene expression section). Expression of 30% of tested candidates (24/78) was either strongly decreased or completely absent in Vgll4l depleted DFCs (Figure 4).

**Figure 4.**
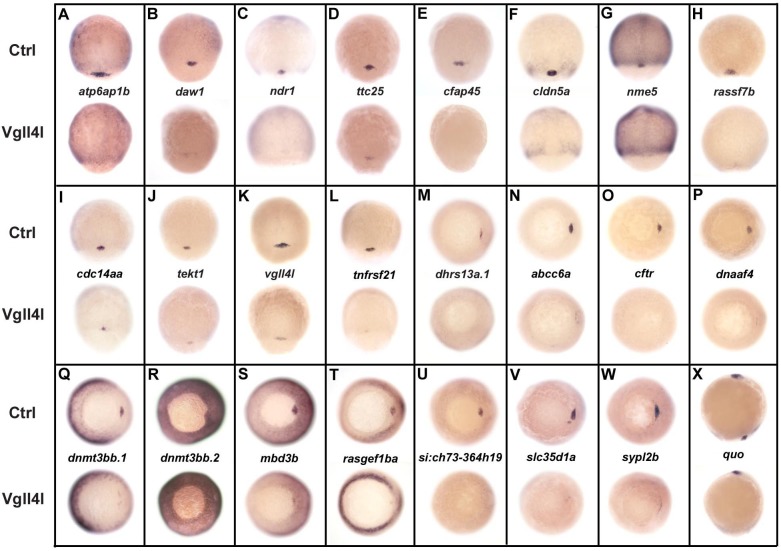
DFC specific genes downregulated in Vgll4l loss of function. Whole-mount in situ hybridization for genes that are expressed in DFCs at 70–90% epiboly in control (Ctrl) embryos and that are strongly downregulated in Vgll4l MO knockdown. Embryos are in dorsal view, animal pole to the top (**A–L**), in vegetal pole view dorsal to the right (**M–W**) and in lateral view anterior to the top dorsal to the right (**X**). Name of the genes probed is indicated in between control (top) and Vgll4l loss of function embryos (bottom).

**Figure 4—figure supplement 1.**
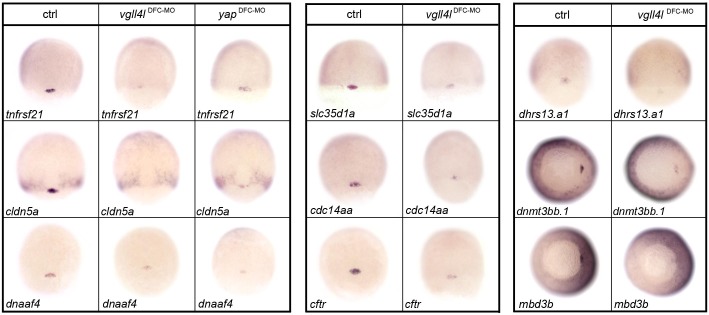
Effect of DFC specific MO knockdowns on the expression of a selection of DFC specific genes. DFC specific MO knockdown for Vgll4l (Vgll4l^DFC-MO^, 8 ng Vgll4l MOsp), Yap (Yap^DFC-MO^, 8 ng of Yap MOsp) and DFC targeted injection of control morpholino (ctrl, 8 ng std MO) analyzed by in situ hybridization for the expression of DFC specific genes. The name of the genes probed is indicated in the lower left corner of each panel. Embryos are in dorsal view animal pole to the top except *dnmt3bb.1* and *mbd3b* that are in a vegetal pole view dorsal to the right.

**Figure 4—figure supplement 2.**
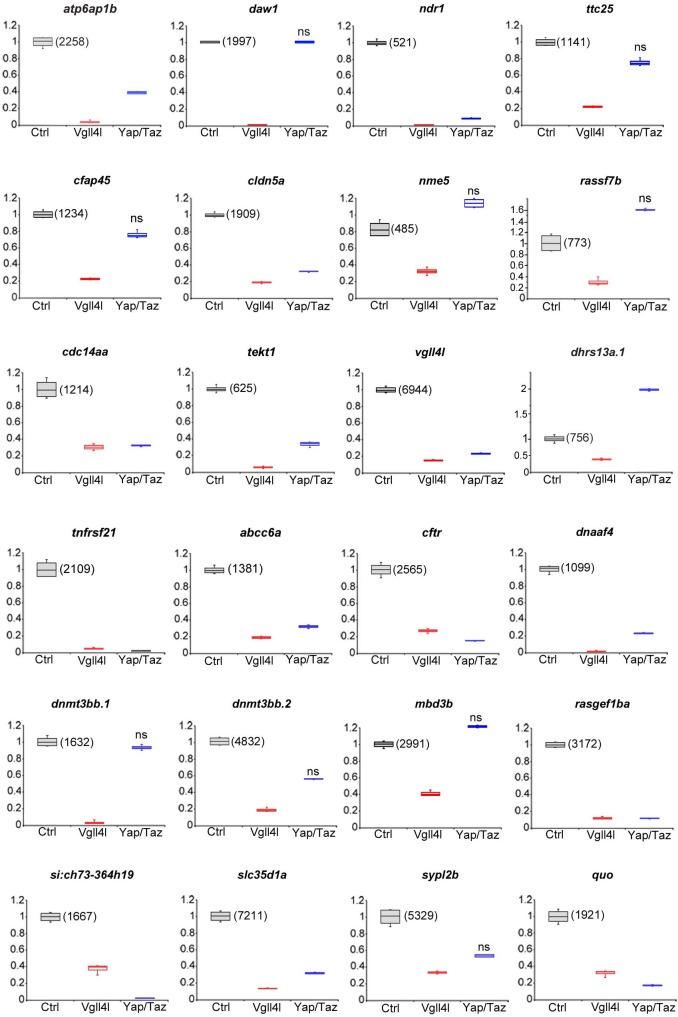
Differential expression at late gastrulation of the genes analyzed by in situ hybridization in Vgll4l depleted embryos. Box plots of the expression of the genes presented in Figure 4 in Control embryos (Ctrl - gray), in Vgll4 (red) and in Yap/Taz (blue) loss-of-function conditions. Gene expression in control samples was normalized to one and the amount of transcripts (expressed as normalized counts) is indicated for the control. For Vgll4l loss of function the 24 genes analyzed are differentially expressed (|log2FoldChange| > 1, adjusted p-value<0.05). This is also the case for Yap/Taz loss-of-function except when mentioned otherwise: ns (not significant). Numerical data and adjusted p-value for all conditions are available is Supplementary file 1. Adjusted p-value is <0.0001 for all differentially downregulated genes in Vgll4l or Yap/Taz loss-of-function conditions. The box in box-plots indicates the first and third quantile and the black horizontal bar within the box illustrates the median (or second quantile). The ends of the whiskers are set at 1.5*Interquartile range (IQR) above the third quartile (Q3) and 1.5*IQR below the first quartile (Q1).

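After Yap/Taz knockdown rasgef1ba (ENSDARG00000033614), which encodes an exchange factor of Ras-family GTPases, had 377 ± 8.78 (SD, n = 4) normalized counts against 3173 ± 109.8 in control clusters (log2 fold change -3.07, standard error 0.07, adjusted p = 1.5e-13). tnfrsf21 (ENSDARG00000001807), a death domain receptor gene, had 34.4 ± 6.20 against 2109 ± 218 and fell by 5.91 on the log2 scale (adjusted p = 2.7e-12). The clone-named gene si:ch73-364h19.1 (ENSDARG00000097523) had 41.3 ± 1.98 against 1667 ± 94.7 (log2 fold change -5.30, adjusted p = 2.7e-14). dhrs13a.1, the dehydrogenase gene, had 1863 ± 24.7 and rose by 1.31 on the log2 scale (adjusted p = 8.7e-10), and it differed between the knockdowns (adjusted p = 1.7e-12). sypl2b (ENSDARG00000000690), which encodes a synaptophysin-like membrane protein, had 2858 ± 90.8 against 5329.5 ± 539.7, a log2 fold change of -0.89 that stayed under the fold threshold. rassf7b (ENSDARG00000003193), of the Ras association domain family, had 1237 ± 15.4 against 774 ± 125, a log2 fold change of 0.69, and nme5 had 668 ± 33.6, a log2 fold change of 0.46. Neither passed. cfap45, the doublet microtubule gene, had 490.2 ± 8.31 and a log2 fold change of -1.33 (adjusted p = 0.10). It passed with a pseudocount of 10, with edgeR, in a fit of these groups alone and without Vgll4l replicate 2 (adjusted p = 0.0017) or replicate 1 (adjusted p = 0.044). Of the 24 genes, 14 fell, 1 rose and 9 did not pass (14 lower and 1 higher when adjusted over the list alone), with adjusted p = 0.0045 by camera, and adjusted p = 0.24 with an estimated correlation. The genes had been chosen by the study from their expression after Vgll4l knockdown. Meanwhile 13 of 16 yolk syncytial layer genes rose in the Yap/Taz clusters (median log2 fold change 3.52), and the 13 listed mitochondrially encoded genes held 9.30 to 9.48% of the counts per library, against 4.69 to 4.85% in control clusters. These shares are of the listed genes and not of all mitochondrial RNA. The most abundant gene of every library (ENSDARG00000080337) lies outside the list and held 6.05 to 6.14% per Yap/Taz library, against 8.69 to 9.23% per control library.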

Remarkably, 1/3 (8/24) of these genes are known to be required for the formation of the KV. They are involved in cilium assembly (*cdc14aa*, *daw1, dnaaf4*, *ttc25*), KV lumen expansion (*cftr*, *cldn5a*), proton transport (*atp6ap1b*) that has been shown to mediate DFC proliferation (Gokey et al., 2015), DNA methylation (*dnmt3bb.1*) or belong to the Nodal signaling pathway (*ndr1*). Similarly, we found that DFCs depleted for Yap/Taz display a clear decrease in expression for *cdc14aa*, *tnfrsf21, dnaaf4*, *cftr* or *ndr1* (not shown). Therefore, in addition to their known function in regulating cell proliferation and survival, Vgll4l and Yap/Taz regulate, directly or indirectly, the expression of genes that are essential for a variety of processes involved in the formation and function of the KV.

We investigated the tissue specificity of Vgll4l and Yap activity by performing DFC specific MO knockdowns for a subset of these 24 probes (Figure 4—figure supplement 1). In all cases we observed a strong decrease of the expression of these genes in the progenitors of the LRO. This shows that the regulation of the expression of DFC specific genes by Yap and Vgll4l we observed is not a secondary consequence of a global loss of function affecting the whole embryo from the beginning of development but results from the activity of these TcoFs in the DFCs.

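vgll4l (ENSDARG00000068409), which encodes the cofactor knocked down, had 6944 ± 266 (SD, n = 4) normalized counts in control clusters of dorsal forerunner cells (DFCs), 1062 ± 43.9 after Vgll4l knockdown and 1606 ± 53.6 after the joint knockdown of Yap and Taz. It fell by 2.71 on the log2 scale in the first (standard error 0.04, adjusted p = 4.5e-15) and fell by 2.11 on the log2 scale in the second (standard error 0.04, adjusted p = 5.0e-14). The cofactor gene yap1 (ENSDARG00000068401) had 2250.5 ± 116, 1442 ± 76.5 and 1784 ± 30.5 normalized counts in the same order, with a log2 fold change of -0.33 after Yap/Taz knockdown that did not reach the fold threshold. wwtr1 (ENSDARG00000067719), the gene of Taz, was at 0 in all 4 control libraries, at 2.37 ± 1.23 after Vgll4l knockdown (log2 fold change 1.67, adjusted p = 5.4e-05) and at 8.97 ± 2.05 after Yap/Taz knockdown, at least 8.98-fold higher when 3 reads over the control group are taken as the floor. With a pseudocount of 10 neither rise of these low counts passed. A morpholino interferes with the splicing or the translation of its target, so the target's RNA level does not measure how strong the knockdown was. The clusters came from embryos that carry GFP under sox17 regulatory sequence, which labels DFCs, at 90% epiboly by the methods and the sample labels, while the title of Supplementary file 1 gives 80%. Embryos were injected with 8 ng of a standard control morpholino, with 4 ng of the Vgll4l morpholino, or with 4 ng each of the Yap and Taz morpholinos, and 4 libraries per group were made from amplified cDNA of the few cells of a cluster. The deposited values are reads per gene that the authors divided by a size factor per library. The column headers name them TPM, but every value above 0 is a whole multiple of its column's step at a tolerance of 0.001, and the columns have sums from 6865541 to 8778954. The reads assigned to genes, recovered from these steps, numbered 4487894 to 6148871 per control library, 8698990 to 11235726 per Vgll4l library and 9071323 to 10774775 per Yap/Taz library. Of 31953 genes, 9964 were at 0 in every library and 17609 had a mean of at least 1 normalized count and were tested. Groups were compared with limma-trend on log2(normalized count + 1) of all 12 libraries, and a gene passed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. The standard error and adjusted p of a comparison therefore rest on the spread within every group, also within the group not compared. The reads carry no molecular identifiers, so bounds from a floor of 3 reads cover counting error only.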

We extended this study by establishing the transcriptome of LRO progenitors at late gastrula stage in Vgll4l or in Yap/Taz morphant embryos from the line *Tg(sox17:GFP)^S870^* (Sakaguchi et al., 2006), which fluorescently labels DFCs. For each condition (control, Vgll4l or Yap/Taz loss of function), four DFC clusters were isolated and their RNA sequenced. Principal Component Analysis (PCA) was performed on transcriptome data of the four replicates for each condition (Figure 5A) and reveals that experimental replicates were highly reproducible and strongly clustered. 

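The genes that set the libraries apart include daw1 (ENSDARG00000021462), which is needed for dynein assembly, with 1971 to 2043 normalized counts over the control libraries and 1984 ± 48.7 (SD, n = 4) in Yap/Taz knockdown clusters. In the Vgll4l libraries it had 82.1 normalized counts in replicate 2 and 2.29, 6.84 and 14.7 in replicates 1, 3 and 4. arl6 (ENSDARG00000032056), which encodes a small GTPase of the ciliary BBSome, had 22.7 in replicate 2 and at most 3.69 in the others, against 440.2 ± 16.8 in control clusters. ift140 (ENSDARG00000031886), a component of retrograde intraflagellar transport, had 35.9 in replicate 2 and 2.29 to 3.91 in the others, against 2010.5 ± 122 in control clusters. All 3 genes fell after Vgll4l knockdown (adjusted p = 1.6e-07 for daw1, adjusted p = 2.7e-07 for arl6 and adjusted p = 6.0e-09 for ift140), and all 4 Vgll4l libraries lay below every control library. Vgll4l and control libraries did not overlap in 79.2% of all genes tested. In the 500 genes with the largest variance of log2(normalized count + 1), the first principal component held 66.7% of the variance and parted control from knockdown clusters, and the second held 31.4% and parted the knockdowns from each other. Vgll4l replicate 2 was at -23.3 on the first component and the other Vgll4l libraries at -47.2 to -49.9. Over all genes tested, the root mean square difference in log2 values was 0.597 to 0.782 between control libraries, 0.535 to 0.991 between Vgll4l libraries and 0.445 to 0.467 between Yap/Taz libraries. Between groups it was at least 2.76. Control replicates 1 and 2 varied 1.82 times as much as counting noise alone gives, control replicates 3 and 4 1.68 times, and pairs across these 4.21 to 5.33 times. The Yap/Taz pairs varied 1.66 to 2.43 times as much, so adjusted p values rest on a spread between libraries that is close to counting noise for many pairs.

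**Figure D1:**
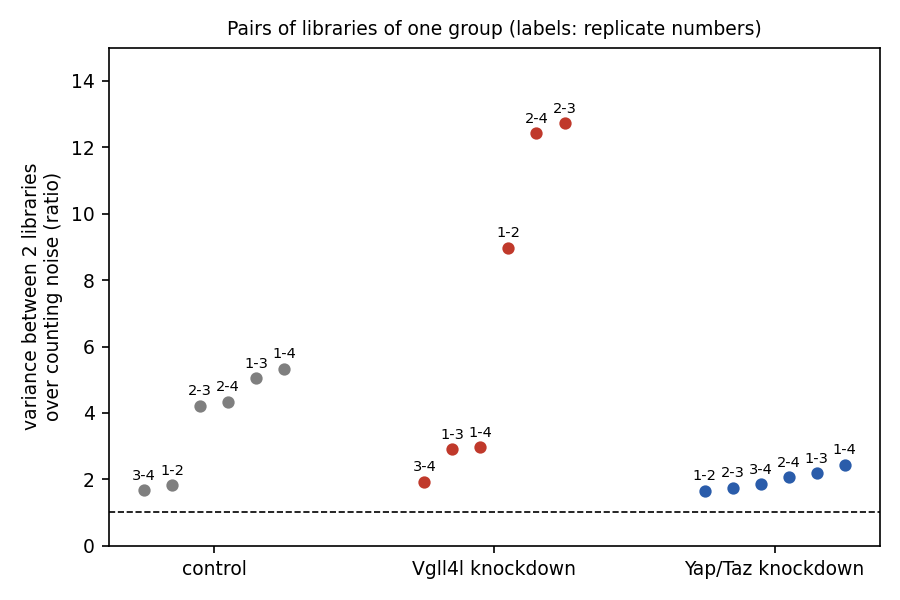
Variance between libraries of one group, divided by the variance that counting noise gives, for each pair of libraries of control, Vgll4l knockdown and Yap/Taz knockdown clusters. Each point is a pair, labelled with its replicate numbers, and the dashed line at 1 is counting noise alone. Pairs with Vgll4l replicate 2 lie at 8.97 to 12.7.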

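krt92 (ENSDARG00000036834), a keratin of the enveloping layer that covers the embryo, had 738 ± 60.4 (SD, n = 4) normalized counts in control clusters and 34179 ± 4402 after Vgll4l knockdown (log2 fold change 5.53, standard error 0.08, adjusted p = 4.5e-15), and 963 ± 36.1 after Yap/Taz knockdown. krt17 (ENSDARG00000094041), another keratin that may share reads with its paralogs, had 319.8 ± 39.1, 4099 ± 137 and 113 ± 2.81: it rose by 3.68 on the log2 scale in the first knockdown (adjusted p = 9.7e-14) and fell by 1.48 on the log2 scale in the second (adjusted p = 4.1e-10). Of 19 enveloping layer genes, 15 rose and 1 fell after Vgll4l knockdown (1 lower and 15 higher when adjusted over the list alone; adjusted p = 2.7e-06 by camera, and adjusted p = 0.07 with an estimated correlation). In the Yap/Taz clusters 5 rose and 2 fell (2 lower and 5 higher when adjusted over the list alone; adjusted p = 0.037 by camera, and adjusted p = 0.29 with an estimated correlation). These genes took 0.568 to 0.607% of the counts of a control library, 4.08 to 4.62% of a Vgll4l library and 0.916 to 0.925% of a Yap/Taz library. apobb.1 (ENSDARG00000022767), an apolipoprotein gene of the yolk syncytial layer, had 117 ± 5.97, 2079.6 ± 77.6 and 6385 ± 109.8 normalized counts, a rise of 4.14 and of 5.76 on the log2 scale (adjusted p = 2.5e-16 and adjusted p = 1.1e-17). Of 16 genes of this layer, 13 rose and 1 fell after Vgll4l knockdown (1 lower and 13 higher when adjusted over the list alone; adjusted p = 2.4e-05 by camera, and adjusted p = 0.15 with an estimated correlation), and 13 rose and 0 fell after Yap/Taz knockdown (0 lower and 13 higher when adjusted over the list alone; adjusted p = 1.2e-05 by camera, and adjusted p = 0.14 with an estimated correlation). tfap2c (ENSDARG00000040606), a transcription factor gene of the epidermal ectoderm, had 28.6 ± 6.65, 978 ± 101 and 17.8 ± 4.96 normalized counts and rose by 5.07 on the log2 scale after Vgll4l knockdown (adjusted p = 4.1e-11). Of 11 epidermal genes, 7 rose and 0 fell after Vgll4l knockdown (0 lower and 7 higher when adjusted over the list alone; adjusted p = 0.0026 by camera, and adjusted p = 0.07 with an estimated correlation), and 4 rose and 4 fell after Yap/Taz knockdown (4 lower and 4 higher when adjusted over the list alone; adjusted p = 0.92 by camera, and adjusted p = 0.94 with an estimated correlation). Among the largest changes, fance (ENSDARG00000068870), of the Fanconi anemia DNA repair pathway, had 0.959 ± 0.663 normalized counts in control clusters and 840.4 ± 113 after Vgll4l knockdown (adjusted p = 1.1e-11). nat8l (ENSDARG00000077256), which encodes an N-acetyltransferase, had 0.874 ± 1.13 in control clusters and 806 ± 23.7 after Yap/Taz knockdown (adjusted p = 1.3e-10). tmem79a (ENSDARG00000071250), which encodes a membrane protein, had 669.9 ± 112 in control clusters and was at 0 in all 4 Yap/Taz libraries, at least 1230.3-fold lower at a floor of 3 reads over the group.

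**Figure D2:**
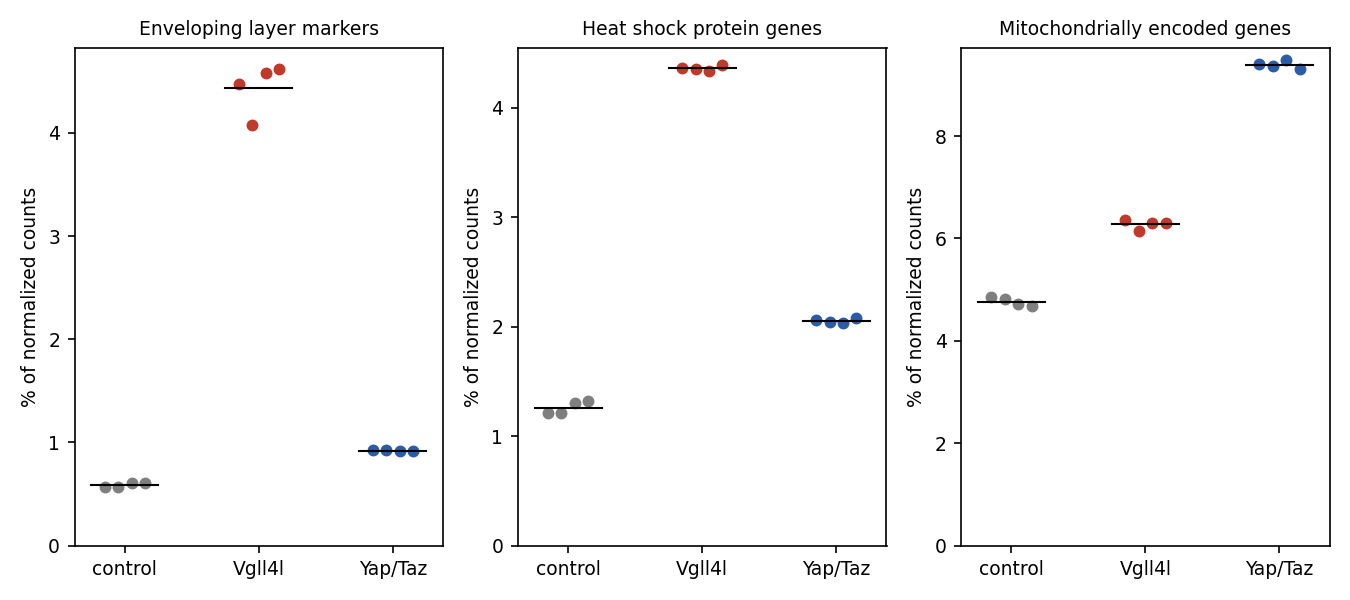
Share of normalized counts, in percent, taken by enveloping layer markers, by heat shock genes and by mitochondrially encoded genes in each library of control, Vgll4l knockdown and Yap/Taz knockdown clusters. Points are libraries and bars their mean. Heat shock genes took 1.21 to 1.32% in control, 4.34 to 4.39% in Vgll4l and 2.04 to 2.08% in Yap/Taz libraries, and mitochondrially encoded genes 4.69 to 4.85%, 6.15 to 6.37% and 9.30 to 9.48%. The latter are 13 listed genes and not all mitochondrial RNA. The most abundant gene (ENSDARG00000080337), outside the lists, took 8.69 to 9.23%, 4.54 to 4.94% and 6.05 to 6.14%.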

Each experimental condition segregated in distinct groups pointing out that DFCs of control embryos and of embryos lacking Vgll4l or Yap/Taz have clearly distinct transcriptomes.

**Figure 5.**
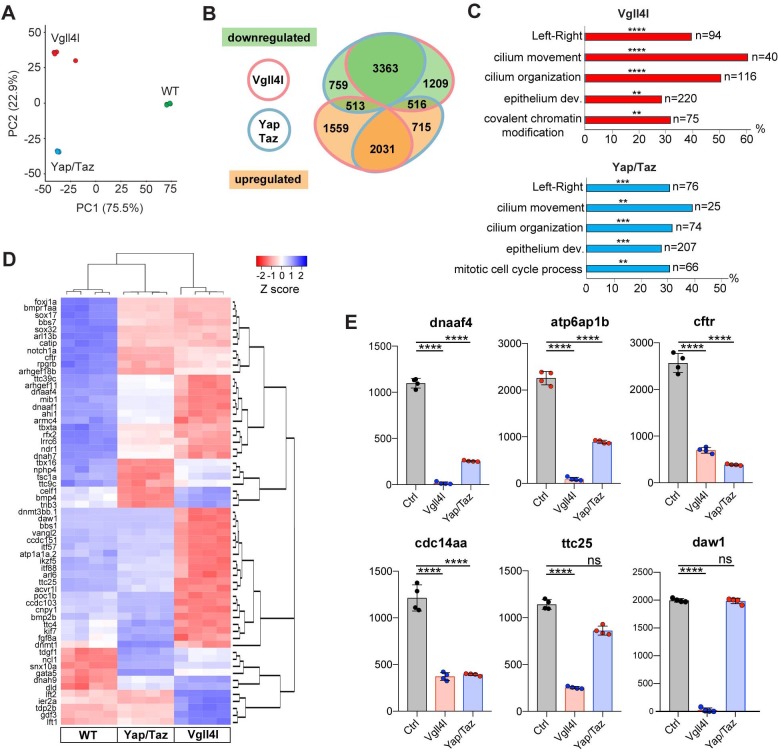
Transcriptome analysis of DFCs lacking Vgll4l or Yap/Taz function. (**A**) Principal component analysis (PCA) of DFC transcriptomes for Vgll4l morphants (red), Yap/Taz double morphants (blue) and control (green) showing that the four experimental replicates were highly reproducible and strongly clustered while each experimental condition segregated in distinct groups. (**B**) Venn diagram illustrating overlaps of differentially expressed genes (DEGs) between groups of DFCs lacking activity of Vgll4l (red line) or Yap/Taz (blue line). Downregulated genes (green), upregulated genes (orange). (**C**) Significant DEGs for Vgll4l (top, red) and for Yap/Taz (bottom, blue) were analyzed for selected biological processes. Bars represent the percentage of associated genes assigned to an unique GO term with the absolute number of associated genes located at the end of the bars (p-value corrected with Benjamini-Hochberg : **p≤0.01, ***p≤0.001, ****p≤0.0001). (**D**) Heatmap of DEGs whose loss of function is associated with DFCs and/or KV phenotypes. (**E**) Examples of genes downregulated in Vgll4l or in Yap/Taz depleted embryos: *dnaaf4* which is required for cilia movement (Tarkar et al., 2013), *atp6ap1b* known to mediate DFC proliferation (Gokey et al., 2015); *cftr* that controls KV lumen expansion (Navis et al., 2013); *cdc14aa* that contributes to ciliogenesis (Clément et al., 2011). *ttc25* that is critical for cilia formation and function (Xu et al., 2015) is downregulated in both Vgll4l and Yap/Taz loss of function but is not a DEG for Yap/Taz. Finally *daw1* that is essential for dynein assembly and ciliary motility (Gao et al., 2010) is downregulated only in Vgll4l loss of function. Graph bars indicate the mean expression expressed in normalized counts, the error bars the standard deviation and the dots, the value of each biological replicate. Statistical significance between controls and the different loss of function conditions: two-tailed unpaired t-test. ****p≤0.0001. ns: not significant (either p>0.05 and/or |log2FoldChange| < 1). Numerical data for (**E**) are available in Supplementary file 1.

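dnaaf4 (ENSDARG00000099161), listed in the table under the former name dyx1c1, had 1099.8 ± 52.2 (SD, n = 4) normalized counts in control clusters, 17.6 ± 13.6 after Vgll4l knockdown and 256 ± 7.21 after Yap/Taz knockdown. It fell by 6.13 on the log2 scale (standard error 0.31, adjusted p = 3.0e-10) and fell by 2.10 on the log2 scale (standard error 0.31, adjusted p = 2.5e-05), with 37.8 normalized counts in Vgll4l replicate 2 and at most 12.7 in the other Vgll4l libraries. Both standard errors come from the spread within every group of the fit, so the Vgll4l libraries enter the second one too. atp6ap1b (ENSDARG00000037153), an accessory gene of the vacuolar ATPase, had 2258 ± 144, 95.1 ± 36.7 and 890.1 ± 33.8 (log2 fold change -4.62, adjusted p = 2.1e-11 and log2 fold change -1.34, adjusted p = 7.9e-06). cftr (ENSDARG00000041107), which encodes the chloride channel, had 2566 ± 205, 696 ± 61.0 and 386 ± 15.2 (log2 fold change -1.88, adjusted p = 1.7e-11 and log2 fold change -2.73, adjusted p = 7.0e-13). cdc14aa (ENSDARG00000013858), a phosphatase gene, had 1215 ± 140.1, 373 ± 41.8 and 394 ± 12.1 (log2 fold change -1.70, adjusted p = 4.5e-10 and log2 fold change -1.61, adjusted p = 7.7e-10). ttc25 (ENSDARG00000058140), which encodes a docking factor of outer dynein arms, had 1142 ± 51.9 in control clusters and 255 ± 13.0 after Vgll4l knockdown (log2 fold change -2.16, adjusted p = 9.7e-13). Its 862 ± 47.6 normalized counts after Yap/Taz knockdown gave a log2 fold change of -0.40, under the fold threshold. The fold of daw1 in Yap/Taz clusters was -0.01 on the log2 scale (adjusted p = 1.00), and the knockdowns differed in this gene (adjusted p = 2.0e-07). The authors' table gives daw1 no adjusted p for Vgll4l knockdown. With near-identical libraries averaged, the log2 fold changes of dnaaf4 and atp6ap1b after Yap/Taz knockdown were -2.10 and -1.34. That setting leaves 1 value for the Yap/Taz group, so its own spread cannot be estimated there.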

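myf5 (ENSDARG00000007277), a myogenic transcription factor gene, had 5.15 ± 1.88 (SD, n = 4) normalized counts in control clusters and 1284 ± 83.5 after Vgll4l knockdown (log2 fold change 7.77, standard error 0.47, adjusted p = 1.5e-09). The apelin receptor gene aplnrb (ENSDARG00000036670), which acts in cell movements of the early mesoderm, had 473 ± 46.8, 54.0 ± 4.79 and 0.200 ± 0.399 normalized counts in control, Vgll4l and Yap/Taz clusters and fell in both knockdowns (adjusted p = 6.4e-09 and adjusted p = 4.5e-13). sox3 (ENSDARG00000053569), a transcription factor gene of the neural ectoderm, had 188 ± 29.6 in control clusters and 2571 ± 30.1 after Yap/Taz knockdown (log2 fold change 3.78, standard error 0.17, adjusted p = 7.2e-11). zic2b (ENSDARG00000037178), which encodes a zinc finger factor of the same tissue, had 465 ± 43.9 and 1.77 ± 0.822 in these groups and fell by 7.44 on the log2 scale (adjusted p = 5.1e-13). foxa2 (ENSDARG00000003411), a transcription factor gene of endoderm and notochord, had 28.1 ± 7.29, 1624 ± 199 and 1153 ± 32.5 and rose in both knockdowns (adjusted p = 5.7e-13 and adjusted p = 1.4e-12). Of 19 genes of the paraxial and ventrolateral mesoderm, 11 rose and 2 fell after Vgll4l knockdown (2 lower and 11 higher when adjusted over the list alone), with adjusted p = 0.015 by camera, and adjusted p = 0.24 with an estimated correlation. Of that list, 7 rose and 6 fell after Yap/Taz knockdown (6 lower and 7 higher when adjusted over the list alone), with adjusted p = 0.65 by camera, and adjusted p = 0.77 with an estimated correlation. Among 19 neural ectoderm genes, 10 rose and 3 fell after Vgll4l knockdown (3 lower and 10 higher when adjusted over the list alone), with adjusted p = 0.051 by camera, and adjusted p = 0.34 with an estimated correlation. Of that list, 5 rose and 8 fell after Yap/Taz knockdown (8 lower and 5 higher when adjusted over the list alone), with adjusted p = 0.65 by camera, and adjusted p = 0.77 with an estimated correlation. From the list of 13 endoderm genes, 6 rose and 4 fell after Vgll4l knockdown (4 lower and 6 higher when adjusted over the list alone), with adjusted p = 0.48 by camera, and adjusted p = 0.52 with an estimated correlation. Of that list, 7 rose and 2 fell after Yap/Taz knockdown (2 lower and 7 higher when adjusted over the list alone), with adjusted p = 0.16 by camera, and adjusted p = 0.29 with an estimated correlation. After Vgll4l knockdown 12570 of 17609 genes passed, 5368 higher and 7202 lower. After Yap/Taz knockdown 12100 passed, 5287 higher and 6813 lower. The knockdowns differed from each other in 11131 genes, 5285 of them higher after Vgll4l knockdown. In 79.2% of the genes tested the 4 Vgll4l libraries did not overlap the 4 control libraries, and in 80.9% the Yap/Taz libraries did not, where chance gives 2.86% if the libraries of a group are independent.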

We found 9215 differentially expressed genes (DEGs: genes with normalized counts ≥ 1; |log2FoldChange| ≥ 1; Benjamini-Hochberg - False Discovery Rate - adjusted p-value<0.05) in DFCs of embryos depleted in Vgll4l and 7,925 DEGs in DFCs of embryos lacking both Yap and Taz activities (Supplementary file 1). 

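slc35d1a (ENSDARG00000011973), which encodes a nucleotide sugar transporter, had 7211 ± 460.4 (SD, n = 4) normalized counts in control clusters and 1004 ± 38.7 after Vgll4l knockdown (log2 fold change -2.84, standard error 0.05, adjusted p = 8.3e-15). cldn5a (ENSDARG00000043716), a tight junction gene of the organizer's epithelium, had 1909.8 ± 54.2 and 359 ± 19.4 and fell by 2.41 on the log2 scale (adjusted p = 8.7e-14). tekt1 (ENSDARG00000101331), which encodes a filament protein of motile cilia, had 625 ± 26.4 and 37.5 ± 7.36 (log2 fold change -4.04, adjusted p = 3.2e-12). cfap45 (ENSDARG00000068103), a component of the inner wall of ciliary doublet microtubules, had 1234 ± 113 in control clusters and 8.98 ± 14.8 after Vgll4l knockdown, most of it from replicate 2 at 31.2 against at most 2.93 in the others (adjusted p = 8.9e-08). Smaller changes were those of nme5 (ENSDARG00000041617), a nucleoside diphosphate kinase gene, which fell by 1.36 on the log2 scale from 486 ± 55.9 normalized counts, and of dhrs13a.1 (ENSDARG00000026322), a dehydrogenase gene, which fell by 1.35 on the log2 scale from 756 ± 81.1. Of 24 genes with a loss of staining in Figure 4, 24 fell and none rose (24 lower and 0 higher when adjusted over the list alone), with adjusted p = 2.6e-07 by camera, and adjusted p = 0.10 with an estimated correlation. The study chose these genes for their loss of expression after the same knockdown, so their number is not independent of it. In the same clusters the keratin gene krt5 (ENSDARG00000058371), a marker of the enveloping layer, rose by 2.37 on the log2 scale to 27498 ± 307 normalized counts (adjusted p = 1.5e-15).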

As a quality control of RNA sequencing, we confirmed that the expression of all the 24 genes found strongly decreased in Vgll4l loss of function in our in situ hybridization analysis (Figure 4) was also significantly downregulated in the transcriptome of Vgll4l depleted DFCs (Figure 4—figure supplement 2).

Analysis of the overlapping sets of DEGs for Vgll4l and Yap/Taz loss of function (6423 genes - Figure 5B) revealed that 84% (5394/6423) of them are regulated similarly in DFCs (either downregulated or upregulated) by Vgll4l and by Yap/Taz while only 16% (1029/6423) are regulated in opposing ways (upregulated in loss of function of Vgll4l while downregulated in Yap/Taz or vice-versa). This is a surprising observation as Vgll4 in other model systems is thought to act antagonistically to Yap/Taz by competition for the binding to TEADs (Johnson and Halder, 2014). 

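gata5 (ENSDARG00000017821), a transcription factor gene of endoderm and heart, had 239 ± 36.5 (SD, n = 4) normalized counts in control clusters, 746 ± 49.4 after Vgll4l knockdown and 2050.5 ± 33.1 after Yap/Taz knockdown, a rise in both (adjusted p = 8.6e-10 and adjusted p = 2.4e-12). fosl1a (ENSDARG00000015355), which encodes a partner of Jun, had 185 ± 15.9, 4.39 ± 2.42 and 1.44 ± 0.533 and fell in both (adjusted p = 8.3e-09 and adjusted p = 1.3e-09). The stress-induced pseudokinase gene trib3 (ENSDARG00000016200) had 112 ± 17.3, 337 ± 49.9 and 9.01 ± 1.87: it rose by 1.58 on the log2 scale after Vgll4l knockdown and fell by 3.51 on the log2 scale after Yap/Taz knockdown (adjusted p = 1.1e-11 for the difference between them). stat1a (ENSDARG00000006266), a transducer of interferon signals, had 48.8 ± 1.28, 16.6 ± 7.71 and 207 ± 14.8 and went the other way: it fell by 1.62 on the log2 scale and then rose by 2.06 on the log2 scale (adjusted p = 2.2e-08). Of 8848 genes that passed in both knockdowns, 4994 were lower in both and 2583 higher in both, together 7577 or 85.6% (95% Wilson interval 84.9 to 86.4% for counting alone). Another 657 were lower after Vgll4l and higher after Yap/Taz knockdown, and 614 the reverse. Together these were 1271 genes, and 664 with near-identical libraries averaged, 693 with a pseudocount of 10, 2532 with no fold threshold and 352 at a log2 fold change of at least 2. Lists as long as those of both knockdowns, drawn independently, would share 8637 genes, 50.9% of them in the same direction. A further 3722 genes passed after Vgll4l knockdown alone, of which 3282 also differed between the knockdowns, and 3252 after Yap/Taz knockdown alone, of which 2903 differed. Both comparisons use the same control libraries, whose noise enters both fold changes with the same sign. In 20 simulated data sets in which neither knockdown changed any gene, 0.150 genes on average passed in both, the covariance of the log2 fold changes was 0.0502, and 71.9% of all genes had the same sign. The covariance measured over all genes was 6.68, a measure that grows with the size of the fold changes. Their correlation, which does not, was 0.597, against 0.584 to 0.614 in those data sets. Of all genes 69.2% had the same sign, against 71.1 to 72.6% in those data sets. With a different pair of control libraries for each knockdown, 84.9 to 85.5% of the genes passing in both went the same way. A state common to all control libraries stays in both pairs and was not part of the simulation. Neither check, nor the lists drawn independently, can therefore tell whether such a state gave the shared direction.

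**Figure D3:**
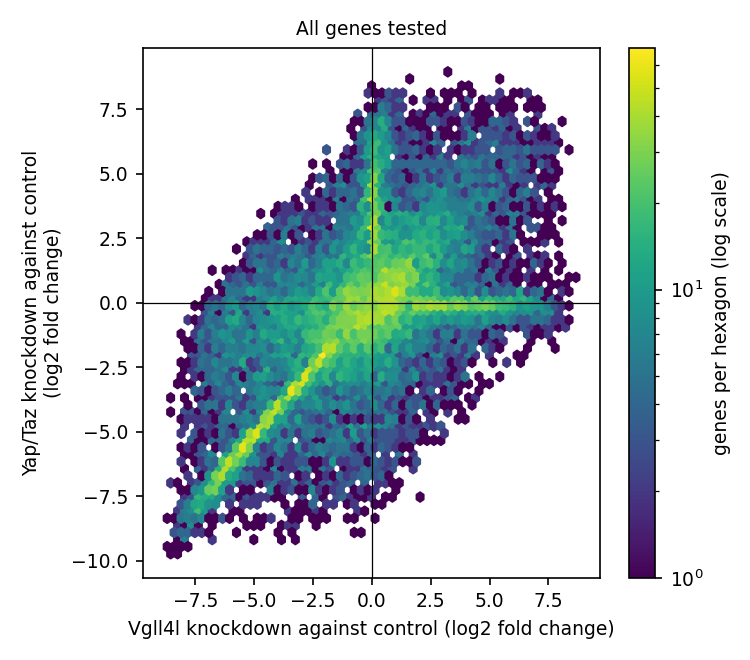
Log2 fold change after Vgll4l knockdown (horizontal axis) and after Yap/Taz knockdown (vertical axis), each against control, of the 17609 genes tested. The colour gives the number of genes per hexagon on a log scale. The covariance is 6.68 and the correlation 0.597.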

Because the DEGs identified in the transcriptome analysis include both direct and indirect target genes, we examined the effect of Vgll4l and of Yap/Taz loss of function on the expression of zebrafish homologues of direct target genes of Yap in mammals. We found 318 homologues for 380 Yap direct target genes described in mammals (Lin et al., 2015; Wang et al., 2018; Zanconato et al., 2015) present within the zebrafish genome (GRCz10). Amongst them 143 were DEGs for both Vgll4l and Yap/Taz. Analysis of the transcriptome data revealed (Supplementary file 2) that 82.5% of these genes (118/143) are regulated similarly by Vgll4l and Yap/Taz (61 downregulated and 57 upregulated in morphant DFCs) while only 17.5% (25/143) are regulated in opposite ways. It is very likely that most of the genes that are direct targets of Yap in mammals will also be direct targets of Yap in zebrafish. Therefore, the similar regulation of these genes by Vgll4l and by Yap/Taz is a strong evidence against a role of Vgll4l as a Yap antagonist during formation of the LRO in zebrafish.

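p3h2 (ENSDARG00000103026), which encodes a collagen prolyl hydroxylase, had 655 ± 83.1 (SD, n = 4) normalized counts in control clusters, 2.73 ± 3.31 after Vgll4l knockdown and 0.200 ± 0.399 after Yap/Taz knockdown and fell in both (adjusted p = 2.4e-09 and adjusted p = 5.3e-10). CTNNAL1 (ENSDARG00000018162), a catenin-like gene, had 2.73 ± 0.489, 690.3 ± 187 and 421 ± 15.4, a rise of 7.50 and of 6.83 on the log2 scale (adjusted p = 3.7e-13 and adjusted p = 9.5e-13). NEURL1B (ENSDARG00000099694), a ubiquitin ligase gene, had 2.35 ± 0.702, 21.4 ± 4.19 and 547 ± 39.8 and rose in both (adjusted p = 1.3e-08 and adjusted p = 1.1e-12). Of 142 homologs of mammalian Yap targets, 140 passed in both knockdowns, and 117 of these, or 83.6% (95% Wilson interval 76.6 to 88.8% for counting alone), went the same way, 60 lower and 57 higher. Among all 8848 genes that passed in both knockdowns the share was 85.6%, which lies within that interval. The share of the homologs is thus not set apart from that of all such genes. After Vgll4l knockdown 70 fell and 70 rose (70 lower and 70 higher when adjusted over the list alone; adjusted p = 0.34 by camera, and adjusted p = 0.51 with an estimated correlation), and after Yap/Taz knockdown 74 fell and 68 rose (74 lower and 68 higher when adjusted over the list alone; adjusted p = 0.48 by camera, and adjusted p = 0.60 with an estimated correlation). The list holds the homologs that the study found changed in both knockdowns in these libraries, so the number passing is not independent evidence. That choice did not use the direction of change, but both comparisons share the control libraries. In a list of targets in wide use, not chosen on these libraries, the kinase gene nuak2 (ENSDARG00000063661) had 251 ± 24.3, 767 ± 107 and 16.7 ± 2.04: it rose by 1.60 on the log2 scale after Vgll4l knockdown (adjusted p = 2.7e-08) and fell by 3.83 on the log2 scale after Yap/Taz knockdown (adjusted p = 5.0e-12), and adjusted p = 3.6e-13 for the difference. igfbp3 (ENSDARG00000099144), which encodes a binding protein of insulin-like growth factors, had 279 ± 42.0, 2.19 ± 2.12 and 0.180 ± 0.361 and fell in both (adjusted p = 5.0e-09 and adjusted p = 9.4e-10). ccn1 (ENSDARG00000023062), a matricellular gene that the table lists as cyr61, was at 0 in control clusters and had 81.2 ± 16.8 after Vgll4l knockdown, at least 81.3-fold higher at a floor of 3 reads over the group. Of 15 targets in wide use, 3 rose and 5 fell after Vgll4l knockdown (5 lower and 3 higher when adjusted over the list alone), with adjusted p = 0.85 by camera, and adjusted p = 0.84 with an estimated correlation. Of that list, 3 rose and 7 fell after Yap/Taz knockdown (7 lower and 3 higher when adjusted over the list alone), with adjusted p = 0.41 by camera, and adjusted p = 0.48 with an estimated correlation. In the pathway itself, stk3 (ENSDARG00000011312), the Hippo kinase gene, had 45.7 ± 3.59 and 630.2 ± 46.5 in control and Vgll4l clusters and 223 to 267 over the Yap/Taz libraries and rose in both (adjusted p = 3.6e-13 and adjusted p = 1.9e-11), and tead1a (ENSDARG00000028159), a DNA-binding partner of the cofactors that may share reads with its paralog tead1b, had 73.9 ± 13.5, 2.51 ± 2.75 and 123 ± 2.92 (adjusted p = 2.3e-08 and adjusted p = 0.074). Of 29 Hippo pathway genes, 4 rose and 18 fell after Vgll4l knockdown (18 lower and 4 higher when adjusted over the list alone), with adjusted p = 0.019 by camera, and adjusted p = 0.29 with an estimated correlation. Of that list, 3 rose and 12 fell after Yap/Taz knockdown (12 lower and 3 higher when adjusted over the list alone), with adjusted p = 0.14 by camera, and adjusted p = 0.48 with an estimated correlation. The same clusters had more RNA of 15 of 19 enveloping layer and 13 of 16 yolk syncytial layer genes after Vgll4l knockdown, and of 13 of the latter after Yap/Taz knockdown. The paper reasons that Vgll4 is thought elsewhere to compete with Yap and Taz for TEADs, and that most direct Yap targets of mammals are very likely direct targets in zebrafish too. From their change in the same direction in both knockdowns it argues against Vgll4l as a Yap antagonist in the forming LRO. Its Discussion also draws on phenotypes, since Vgll4b and Vgll4l affected DFC number and motile cilia in the way that Yap and Taz did.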

To identify the biological function of DEGs for Vgll4l and Yap/Taz, we determined the functional categories of each gene by querying the Gene Ontology (GO) database (Ashburner et al., 2000; The Gene Ontology Consortium, 2017). 

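dnah7 (ENSDARG00000060165), which encodes an inner arm dynein heavy chain, had 1204 ± 98.5 (SD, n = 4) normalized counts in control clusters, 8.49 ± 8.68 after Vgll4l knockdown, where replicate 2 held 19.8, and 125 ± 20.8 after Yap/Taz knockdown. It fell in both (adjusted p = 7.3e-09 and adjusted p = 5.0e-05). rsph14 (ENSDARG00000017983), a radial spoke gene, had 269 ± 23.0, 1.18 ± 2.36 and 0.167 ± 0.333 and also fell in both (adjusted p = 3.8e-09 and adjusted p = 2.1e-09). cfap161 (ENSDARG00000018281), of the inner wall of doublet microtubules, went up from 8.20 ± 4.77 to 59.4 ± 6.42 and 246 ± 14.8 (log2 fold change 2.94, adjusted p = 6.7e-06 and log2 fold change 4.98, adjusted p = 2.6e-08). dnah9 (ENSDARG00000103383), an outer arm dynein gene that may share reads with its paralog dnah9l (ENSDARG00000062630), had 26.7 ± 6.17, 446 ± 43.7 and 177 ± 16.3 and rose in both (adjusted p = 2.6e-11 and adjusted p = 1.4e-09), while dnah9l had 337 ± 21.7, 1.40 ± 1.80 and 0.361 ± 0.722 and fell in both (adjusted p = 3.3e-09 and adjusted p = 1.5e-09). Of 92 genes of the motile axoneme and of dynein assembly, 71 fell and 6 rose after Vgll4l knockdown (71 lower and 6 higher when adjusted over the list alone), with adjusted p = 3.5e-08 by camera, and adjusted p = 0.16 with an estimated correlation. Among the same genes in Yap/Taz clusters 39 fell, 7 rose and 46 did not pass (39 lower and 7 higher when adjusted over the list alone), with adjusted p = 0.032 by camera, and adjusted p = 0.51 with an estimated correlation. The 39 are 42.4% of the list, where 6813 of all 17609 genes tested fell after Yap/Taz knockdown. kifap3a (ENSDARG00000008639), which links the kinesin of anterograde intraflagellar transport to its cargo, had 1296 ± 178, 41.3 ± 6.67 and 5.63 ± 2.31 (log2 fold change -4.94, adjusted p = 4.4e-10 and log2 fold change -7.69, adjusted p = 7.0e-12). kif3cb (ENSDARG00000079500), a kinesin gene, had 0.578 ± 0.668 in control clusters and rose to 248 ± 24.6 and 36.3 ± 3.33 (adjusted p = 1.6e-11 and adjusted p = 1.4e-09). Of 66 genes of intraflagellar transport, the BBSome and the transition zone, 53 fell and 5 rose after Vgll4l knockdown (53 lower and 5 higher when adjusted over the list alone), with adjusted p = 5.1e-06 by camera, and adjusted p = 0.28 with an estimated correlation. In Yap/Taz clusters 33 of them fell and 9 rose (33 lower and 8 higher when adjusted over the list alone), with adjusted p = 0.067 by camera, and adjusted p = 0.64 with an estimated correlation. In the same clusters the enveloping layer gene anxa1b (ENSDARG00000100095) rose from 84.4 ± 23.5 to 2424 ± 172 after Vgll4l knockdown (adjusted p = 4.0e-12) and to 206 ± 2.43 after Yap/Taz knockdown (adjusted p = 2.2e-06).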

Functional grouping of the GO terms based on GO hierarchy revealed that amongst the most prominent groups are those associated with the formation and function of the LRO: determination of LR symmetry, cilium movement, cilium organization and epithelium development (Figure 5C). In addition, mitotic cell cycle process was a GO term found for Yap/Taz while Vgll4l was associated with the GO term covalent chromatin modification, uncovering a role for this TcoF in the regulation of the expression of epigenetic factors.

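aurkb (ENSDARG00000037640), the kinase gene of the chromosomal passenger complex, had 139 ± 17.0 (SD, n = 4) normalized counts in control clusters, 1709 ± 167 after Vgll4l knockdown and 1112 ± 11.2 after Yap/Taz knockdown and rose in both (adjusted p = 3.2e-13 and adjusted p = 1.8e-12). cenpn (ENSDARG00000043640), which encodes a centromere protein, had 344 ± 21.8, 45.8 ± 9.80 and 3.45 ± 1.59 and fell in both (log2 fold change -2.90, adjusted p = 1.0e-07 and log2 fold change -6.35, adjusted p = 3.4e-11). kif2c (ENSDARG00000076228), a kinesin gene of spindle attachment, had 81.9 ± 21.3, 184 ± 21.7 and 938 ± 54.1 (log2 fold change 1.19, adjusted p = 1.0e-05 and log2 fold change 3.54, adjusted p = 1.2e-10). mad1l1 (ENSDARG00000033852), of the spindle checkpoint, had 176 ± 24.6 in control clusters and was at 0 in all 4 Yap/Taz libraries, at least 323-fold lower at a floor of 3 reads over the group. After Yap/Taz knockdown 6813 of all 17609 genes tested fell. Of 66 mitosis genes, 28 fell and 11 rose in that comparison (28 lower and 11 higher when adjusted over the list alone), with adjusted p = 0.35 by camera, and adjusted p = 0.34 with an estimated correlation. After Vgll4l knockdown 15 fell and 26 rose (15 lower and 26 higher when adjusted over the list alone), with adjusted p = 0.083 by camera, and adjusted p = 0.16 with an estimated correlation, and between the knockdowns 33 of these genes were higher after Vgll4l and 11 higher after Yap/Taz knockdown. rfc4 (ENSDARG00000042458), which encodes a subunit of the clamp loader of DNA replication, had 182 ± 23.1, 133 ± 7.86 and 1.12 ± 0.753 and fell after Yap/Taz knockdown (adjusted p = 4.2e-11), with adjusted p = 1.0e-10 for the difference between the knockdowns. rfc5 (ENSDARG00000035634), another subunit, had 25.6 ± 4.33, 262 ± 35.1 and 278 ± 12.6 and rose in both (log2 fold change 3.30, adjusted p = 2.2e-11 and log2 fold change 3.40, adjusted p = 1.8e-11). tyms (ENSDARG00000042894), the gene of thymidylate synthase, rose from 0.786 ± 0.909 to 115 ± 8.22 after Vgll4l knockdown (adjusted p = 1.7e-09) and had 1.41 ± 0.899 after Yap/Taz knockdown. Of 50 DNA replication genes, 25 rose and 6 fell after Vgll4l knockdown (6 lower and 25 higher when adjusted over the list alone), with adjusted p = 0.0096 by camera, and adjusted p = 0.07 with an estimated correlation. Of that list, 5 rose in Yap/Taz clusters and 24 fell (24 lower and 5 higher when adjusted over the list alone), with adjusted p = 0.099 by camera, and adjusted p = 0.19 with an estimated correlation. Beside these, 15 of 19 enveloping layer and 13 of 16 yolk syncytial layer genes rose after Vgll4l knockdown, 13 of the latter rose after Yap/Taz knockdown, and heat shock protein genes of the stress list held 4.34 to 4.39% of the counts per Vgll4l library and 2.04 to 2.08% per Yap/Taz library, against 1.21 to 1.32% per control library. Gene Ontology terms were not analysed here, and these lists of known genes do not repeat the paper's analysis of such terms. The camera test asks for a shift of a list in one direction. It does not measure how many genes changed in either direction. After Yap/Taz knockdown 27 of the 66 mitosis genes did not pass, where 12100 of all 17609 genes tested passed.

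**Figure D4:**
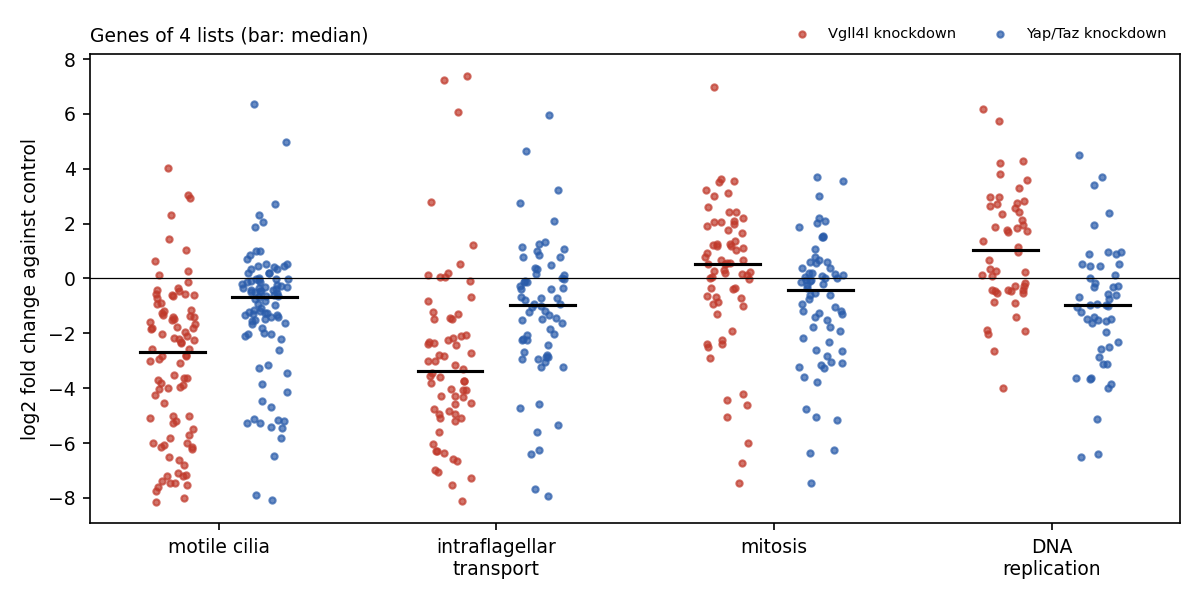
Log2 fold change against control of each gene of the motile cilia, intraflagellar transport, mitosis and DNA replication lists, after Vgll4l knockdown (red) and Yap/Taz knockdown (blue). Points are genes and bars the median of a list. The medians of the mitosis genes are 0.52 after Vgll4l and -0.42 after Yap/Taz knockdown.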

Amongst the 166 genes whose loss of function has been described resulting into phenotypic defects in DFCs or in KV (http://zfin.org/, phenotype section), we found 134 genes expressed in DFCs at late gastrula stage. Remarkably, 62% (83/134) and 50% (67/134) of these genes are respectively downregulated in loss of function of Vgll4l and Yap/Taz (Figure 5D, Supplementary file 3). This includes 75% (46/61) of genes involved in motile ciliogenesis and associated with defects of the KV function for Vgll4l depleted DFCs and 52% (32/61) for Yap/Taz loss of function (Supplementary file 4). 

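bmpr1aa (ENSDARG00000019728), a BMP receptor gene, had 3173 ± 344 (SD, n = 4) normalized counts in control clusters, 582 ± 32.3 after Vgll4l knockdown and 704 ± 32.3 after Yap/Taz knockdown and fell in both (log2 fold change -2.44, adjusted p = 1.9e-12 and log2 fold change -2.17, adjusted p = 5.5e-12). vangl2 (ENSDARG00000027397), of planar cell polarity, had 3007 ± 124 and 902 ± 70.6 and fell by 1.74 on the log2 scale after Vgll4l knockdown (adjusted p = 2.1e-12), with 2748 ± 82.0 after Yap/Taz knockdown (log2 fold change -0.13) and adjusted p = 5.9e-12 for the difference. tsc1a (ENSDARG00000026048), a regulator of Tor signaling, had 515 ± 57.2 in control and 71.4 ± 11.1 in Yap/Taz clusters (log2 fold change -2.84, adjusted p = 3.2e-10). gdf3 (ENSDARG00000037995), which encodes a partner ligand of Nodal, had 172 ± 22.9 and rose to 2834 ± 233 after Vgll4l knockdown (log2 fold change 4.04, adjusted p = 2.4e-13). klf8 (ENSDARG00000060661), a zinc finger factor gene, rose from 2.04 ± 2.79 to 359 ± 69.9 after Vgll4l knockdown (adjusted p = 9.5e-09). Of 134 genes with a known phenotype in DFCs or in Kupffer's vesicle (KV), 83 fell, 21 rose and 30 did not pass after Vgll4l knockdown (83 lower and 21 higher when adjusted over the list alone), with adjusted p = 5.5e-04 by camera, and adjusted p = 0.10 with an estimated correlation. In Yap/Taz clusters 63 fell, 15 rose and 56 did not pass (63 lower and 15 higher when adjusted over the list alone), with adjusted p = 0.0052 by camera, and adjusted p = 0.17 with an estimated correlation. Of all 17609 genes tested, 7202 fell after Vgll4l and 6813 after Yap/Taz knockdown. Markers of other cell types moved in the same clusters: 15 of 19 enveloping layer genes rose after Vgll4l knockdown, and 13 of 16 yolk syncytial layer genes rose after Vgll4l and 13 after Yap/Taz knockdown.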

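bbs7 (ENSDARG00000059911), which encodes a BBSome subunit, had 1089.9 ± 98.4 (SD, n = 4) normalized counts in control clusters, 65.9 ± 7.15 after Vgll4l knockdown and 116 ± 18.6 after Yap/Taz knockdown and fell in both (log2 fold change -4.03, adjusted p = 2.3e-12 and log2 fold change -3.23, adjusted p = 1.7e-11). arl13b (ENSDARG00000012763), a GTPase gene of the ciliary membrane, had 707 ± 44.7, 87.8 ± 12.5 and 96.9 ± 5.07 and fell in both (adjusted p = 1.1e-11 and adjusted p = 1.6e-11). dnaaf1 (ENSDARG00000012030), a dynein assembly factor gene, had 1097 ± 62.2, 70.6 ± 20.5 and 450.3 ± 9.01 (log2 fold change -3.98, adjusted p = 1.4e-11 and log2 fold change -1.28, adjusted p = 1.7e-06). ccdc103 (ENSDARG00000053455), which anchors dynein arms, had 1913 ± 36.0 in control clusters and fell by 1.67 on the log2 scale after Vgll4l knockdown (adjusted p = 3.0e-13), with 2193 ± 22.1 after Yap/Taz knockdown and adjusted p = 2.0e-13 for the difference. nphp4 (ENSDARG00000069014), of the ciliary transition zone, had 1702 ± 202 and fell by 2.07 on the log2 scale after Yap/Taz knockdown (adjusted p = 1.6e-11), with 1056 ± 72.7 after Vgll4l knockdown (log2 fold change -0.68). snx10a (ENSDARG00000004405), a sorting nexin gene, rose from 1.77 ± 0.995 to 158 ± 15.0 and 354 ± 18.1 (adjusted p = 7.2e-12 and adjusted p = 1.5e-12). Of 61 genes of motile ciliogenesis with a KV phenotype, 46 fell and 7 rose after Vgll4l knockdown (46 lower and 7 higher when adjusted over the list alone), with adjusted p = 1.6e-05 by camera, and adjusted p = 0.10 with an estimated correlation, and 31 fell and 6 rose after Yap/Taz knockdown (31 lower and 6 higher when adjusted over the list alone), with adjusted p = 0.0080 by camera, and adjusted p = 0.24 with an estimated correlation. These genes are part of the list of phenotype genes, and their counts too are to be read against those over all genes. In these libraries 15 of 19 genes of the enveloping layer were higher after Vgll4l knockdown, as were 13 of 16 of the yolk syncytial layer, and 13 of the latter list rose after Yap/Taz knockdown.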

Phenotypic analysis already revealed that these TcoFs are essential to proper formation of KV motile cilia (Figure 3). Altogether, our transcriptome analysis further reinforced the conclusion that these factors play a major role in the regulation of motile ciliogenesis during the formation of the LRO.

### Yap/Taz and Vgll4l regulate the activity of signaling pathways involved in LRO formation

The molecular and cellular processes leading to the formation of a functional LRO are known to be regulated by major signaling pathways including Nodal, FGF, non-canonical Wnt and Notch (reviewed in Matsui and Bessho, 2012). We investigated the impact of Vgll4l and Yap/Taz on the expression of essential components (ligands, receptors, signal transductors, regulators) of these different pathways in DFCs at late gastrula stage. We found a strong downregulation of *nodal related 1* (*ndr1*) expression in both Vgll4l (Figures 4C and 6A) and Yap/Taz (Figure 6A) loss of function. In Vgll4l, this loss of Ndr1 transcripts is associated with a strong decrease of the expression of *smad2a*, a R-Smad known to transduce Nodal signaling and with a strong upregulation of the expression of two Nodal feedback antagonists, *lefty1* (*lft1)* and *lefty2* (*lft2*) (Agathon et al., 2001). Both the decrease in Smad2a transcripts and the upregulation of Lft1 and Lft2 expression may disrupt the Nodal positive autoregulatory loop that is essential for the maintenance of *ndr1* transcription. In Yap/Taz loss of function, the strong decrease in *ndr1* expression is associated with a decrease in Smad3a transcripts, another R-Smad transducing Nodal signaling, but we did not observe an upregulation of Lft1 or Lft2 expression (Figure 6A).

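The Nodal ligand gene ndr1 (ENSDARG00000057096) had 522 ± 18.7 (SD, n = 4) normalized counts in control clusters, 5.97 ± 4.85 after Vgll4l knockdown, with 13.2 in replicate 2 and at most 3.91 in the others, and 46.8 ± 4.60 after Yap/Taz knockdown. It fell by 6.44 on the log2 scale (standard error 0.31, adjusted p = 1.6e-10) and fell by 3.45 on the log2 scale (standard error 0.31, adjusted p = 1.1e-07). smad2 (ENSDARG00000006389), an R-Smad gene, had 342 ± 12.8, 81.1 ± 24.1 and 273 ± 3.51 and fell after Vgll4l knockdown (log2 fold change -2.11, adjusted p = 2.3e-08), with adjusted p = 1.7e-07 for the difference between the knockdowns. smad3a (ENSDARG00000036096) had 189.6 ± 16.7, 211 ± 5.60 and 71.4 ± 11.8 and fell after Yap/Taz knockdown (log2 fold change -1.41, adjusted p = 6.2e-08), with adjusted p = 2.3e-08 for the difference. The Nodal antagonist gene lft1 (ENSDARG00000019920) had 48.1 ± 7.41 in control clusters and rose to 338 ± 45.0 after Vgll4l knockdown (log2 fold change 2.79, adjusted p = 8.7e-10). It had 73.2 ± 13.3 after Yap/Taz knockdown, a log2 fold change of 0.59 (adjusted p = 0.0035) that stayed under the fold threshold. lft2 (ENSDARG00000044059) had 1.24 ± 0.940 in control clusters and rose to 444 ± 41.5 after Vgll4l knockdown (adjusted p = 4.2e-10), with 0.699 ± 0.944 after Yap/Taz knockdown. tdgf1 (ENSDARG00000035095), the Nodal coreceptor gene, had 196 ± 17.7 and rose to 476 ± 23.9 after Yap/Taz knockdown (adjusted p = 2.0e-09). Its log2 fold change after Vgll4l knockdown was 0.86, and 1.06 and past the threshold with TMM scaling. Of 13 Nodal pathway genes, 5 rose and 6 fell after Vgll4l knockdown (6 lower and 5 higher when adjusted over the list alone), with adjusted p = 0.65 by camera, and adjusted p = 0.70 with an estimated correlation. Of that list, 1 rose and 5 fell after Yap/Taz knockdown (5 lower and 1 higher when adjusted over the list alone), with adjusted p = 0.68 by camera, and adjusted p = 0.73 with an estimated correlation.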

**Figure 6.**
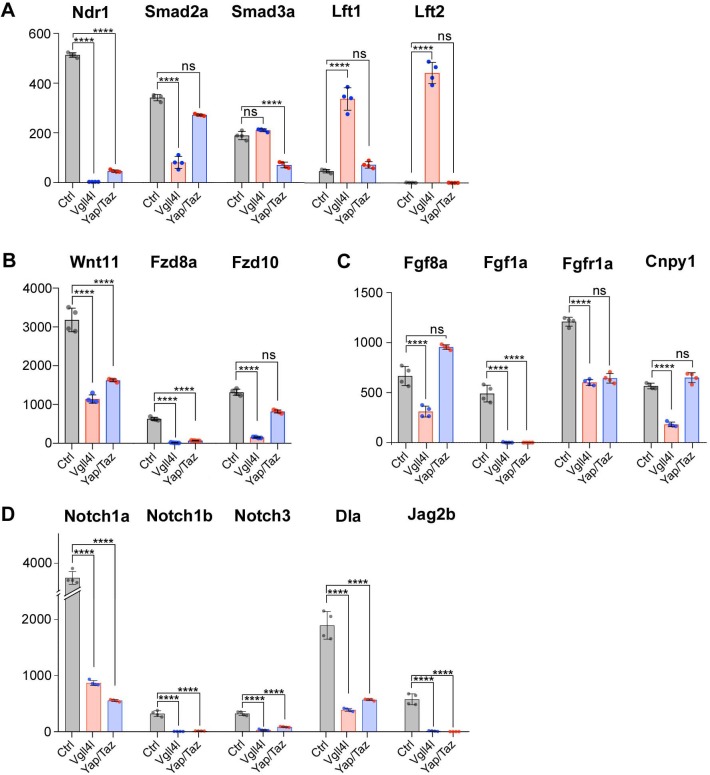
Regulation by Vgll4l or by Yap/Taz of critical genes from major signaling pathways controlling the formation of the KV. (**A**) Strong downregulation of *nodal related 1* (*ndr1*) expression in Vgll4l and Yap/Taz morphants. For Vgll4l, loss of Ndr1 transcripts is associated with a strong decrease of the expression of *smad2a*, a R-smad known to transduce Nodal signaling, as well as to a strong upregulation of the expression of Nodal feedback antagonists, *lefty1* (*lft1)* and *lefty2* (*lft2*). In Yap/Taz loss of function, the strong decrease in *ndr1* expression is associated with a decrease in expression of *smad3a*, another R-Smad transducing Nodal signaling, but not with an upregulation of *ltf1/2*. (**B**) There is a strong downregulation of expression of ligand (Wnt11) and receptors (Fzd8a and Fzd10 for Vgll4l, Fzd8a for Yap/Taz) of the non-canonical Wnt pathway. (**C**) Expression of ligands (Fgf8a and Fgf1a for Vgll4l; Fgf1a for Yap/Taz) and receptor (Fgfr1a) of the FGF signaling pathway is strongly downregulated in both Vgll4l and Yap/Taz loss-of-function conditions. Transcripts of the positive regulator (Cnpy1) are strongly decreased in Vgll4l loss of function. (**D**) The expression of ligands (Dla, Jag2b) and receptors (Notch1a, Notch1b and Notch3) of the Notch pathway is downregulated in DFCs lacking either Vgll4l or Yap/Taz. Bar graphs depict the mean expression of genes in DFCs of control (gray), Vgll4l (red) and Yap/Taz (blue) loss of function expressed as normalized counts with error bars indicating standard deviation. Dots indicate the individual value of each biological replicate (n = 4). Statistical significance between controls and the different loss-of-function conditions: two-tailed unpaired t-test. *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001. ns: not significant (either p>0.05 or |log2FoldChange| < 1). Numerical data are available in Supplementary file 1.

In addition to Nodal, the non-canonical Wnt, the FGF and the Notch pathways are also affected. We observed a strong downregulation of expression of ligand (Wnt11) and receptors (Fzd8a, Fzd10 for Vgll4l, Fzd10 for Yap/Taz) of the non-canonical Wnt pathway (Figure 6B). 

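The ligand gene wnt11 (ENSDARG00000004256) had 3181 ± 306 (SD, n = 4) normalized counts in control clusters, 1142 ± 105 after Vgll4l knockdown and 1622 ± 36.0 after Yap/Taz knockdown. It fell by 1.48 on the log2 scale in the first (standard error 0.07, adjusted p = 1.5e-10) and had a log2 fold change of -0.97 in the second (adjusted p = 1.2e-08), under the fold threshold, which it passed without control replicate 3 at -1.01. fzd8a (ENSDARG00000045444), a receptor gene, had 630.3 ± 40.6, 16.0 ± 7.70 and 68.0 ± 6.66 and fell in both knockdowns (log2 fold change -5.32, adjusted p = 9.4e-11 and log2 fold change -3.20, adjusted p = 1.8e-08). fzd10 (ENSDARG00000068213), another receptor gene, had 1317 ± 79.2, 151 ± 14.8 and 819 ± 38.5: it fell by 3.12 on the log2 scale after Vgll4l knockdown (adjusted p = 2.8e-13), and its log2 fold change of -0.68 after Yap/Taz knockdown (adjusted p = 9.7e-07) was under the threshold. The knockdowns differed in it (adjusted p = 3.6e-12). daam1b (ENSDARG00000009689), a formin gene downstream of the pathway, had 1595 ± 57.3, 339.5 ± 29.8 and 93.9 ± 10.3 and fell in both (adjusted p = 2.1e-11 and adjusted p = 1.2e-13), while its paralog daam1a (ENSDARG00000015059), which may share reads with it, had 22.8 ± 5.25, 576 ± 92.4 and 85.0 ± 6.76 and rose in both (adjusted p = 1.7e-11 and adjusted p = 1.7e-07). wnt11r (ENSDARG00000014796), a related ligand gene, was at 0 in control clusters and had 55.5 ± 7.42 after Vgll4l knockdown, at least 55.6-fold higher at a floor of 3 reads over the group. Of 32 genes of the non-canonical Wnt pathway and planar cell polarity, 10 rose and 9 fell after Vgll4l knockdown (9 lower and 10 higher when adjusted over the list alone), with adjusted p = 0.85 by camera, and adjusted p = 0.85 with an estimated correlation. Of that list, 8 rose and 8 fell after Yap/Taz knockdown (8 lower and 8 higher when adjusted over the list alone), with adjusted p = 0.67 by camera, and adjusted p = 0.70 with an estimated correlation.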

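The ligand gene fgf1a (ENSDARG00000017542) had 491 ± 83.7 (SD, n = 4) normalized counts in control clusters and 1.89 ± 3.78 after Vgll4l knockdown, all of it from replicate 2 (log2 fold change -8.15, adjusted p = 6.9e-09), and was at 0 in all 4 Yap/Taz libraries, at least 901-fold lower at a floor of 3 reads over the group. fgf8a (ENSDARG00000003399), another ligand gene, had 566 to 771 over the control libraries, 332 ± 47.0 in Vgll4l and 955 ± 23.3 in Yap/Taz clusters. Its log2 fold change of -1.01 after Vgll4l knockdown (adjusted p = 9.6e-07) lay at the threshold: it was -0.81 with TMM scaling, -0.99 with a pseudocount of 10, and -0.90, -0.93 and -0.97 without Vgll4l replicate 2, control replicate 1 or control replicate 2, none of which passed. fgfr1a (ENSDARG00000011027), a receptor gene, had 1209.8 ± 44.0, 602 ± 28.8 and 643 ± 47.9. Its log2 fold change was -1.01 after Vgll4l knockdown (adjusted p = 1.4e-09) and -0.91 after Yap/Taz knockdown (adjusted p = 4.1e-09). The first was -0.81 with TMM scaling, and without control replicate 1 or 4 or Vgll4l replicate 1 or 2 it was just under the threshold, at -0.98 without Vgll4l replicate 1. cnpy1 (ENSDARG00000003757), a positive feedback gene of the pathway, had 566 ± 28.1, 182 ± 23.4 and 677 ± 20.9 and fell by 1.64 on the log2 scale after Vgll4l knockdown (adjusted p = 2.5e-10), with adjusted p = 7.6e-11 for the difference between the knockdowns. fgf24 (ENSDARG00000037677), a ligand gene, rose from 18.0 ± 6.04 to 612 ± 95.8 after Vgll4l knockdown (log2 fold change 5.05, adjusted p = 8.1e-11), and etv5a (ENSDARG00000069763), a transcription factor gene induced by the pathway, rose from 529 ± 15.3 to 3928 ± 57.6 after Yap/Taz knockdown (log2 fold change 2.89, adjusted p = 7.9e-12). Of 22 FGF pathway genes, 6 rose and 9 fell after Vgll4l knockdown (9 lower and 6 higher when adjusted over the list alone), with adjusted p = 0.92 by camera, and adjusted p = 0.92 with an estimated correlation. Of that list, 5 rose and 6 fell after Yap/Taz knockdown (6 lower and 5 higher when adjusted over the list alone), with adjusted p = 0.68 by camera, and adjusted p = 0.70 with an estimated correlation.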

Expression of ligands (Fgf8a and Fgf1a for Vgll4l; Fgf1a for Yap/Taz) of the FGF signaling pathway is downregulated in both Vgll4l and Yap/Taz loss-of-function conditions and the amount of transcripts of the Fgf receptor, Fgfr1a, and of the positive Fgf feedback regulator, Cnpy1, is strongly decreased in DFCs lacking Vgll4l (Figure 6C). As well the expression of ligands (Dla, Jag2b) and receptors (Notch1a, Notch1b and Notch3) of the Notch signaling pathway (Figure 6D) is downregulated in DFCs lacking either Vgll4l or Yap/Taz. 

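The ligand gene dla (ENSDARG00000010791) had 1896 ± 247 (SD, n = 4) normalized counts in control clusters, 389 ± 25.5 after Vgll4l knockdown and 569.8 ± 14.7 after Yap/Taz knockdown and fell in both (log2 fold change -2.27, standard error 0.08, adjusted p = 1.1e-11, and log2 fold change -1.72, standard error 0.08, adjusted p = 1.5e-10). jag2b (ENSDARG00000021389), another ligand gene, had 576 ± 97.8, 11.6 ± 6.21 and 0.167 ± 0.333 and fell in both (adjusted p = 2.5e-09 and adjusted p = 2.6e-11). The receptor gene notch1a (ENSDARG00000103554) had 3742 ± 114, 869 ± 44.6 and 555 ± 18.1, a log2 fold change of -2.11 and -2.75. Its paralog notch1b (ENSDARG00000052094), which may share reads with it, had 322 ± 50.8, 4.21 ± 1.11 and 12.4 ± 1.86, a log2 fold change of -5.97 and -4.59. notch3 (ENSDARG00000052139) had 323 ± 34.9, 30.0 ± 10.9 and 84.1 ± 7.90, a log2 fold change of -3.44 and -1.93, and for the receptors the adjusted p was at most 5.8e-07. Rises were seen in the same pathway for dld (ENSDARG00000020219), a ligand gene, from 23.7 ± 9.89 to 308 ± 12.6 and 164 ± 16.4 (log2 fold change 3.74, adjusted p = 2.0e-09 and log2 fold change 2.83, adjusted p = 4.1e-08), and for her9 (ENSDARG00000056438), a repressor gene, from 1.28 ± 0.993 to 42.3 ± 12.2 and 571 ± 27.2 (log2 fold change 4.34, adjusted p = 1.2e-08 and log2 fold change 8.10, adjusted p = 2.4e-11). dll4 (ENSDARG00000070425), a ligand gene of vessels, had 2.21 ± 2.68 in control clusters and rose to 757 ± 174 after Vgll4l knockdown (log2 fold change 8.21, adjusted p = 1.3e-09). Of 23 Notch pathway genes, 7 rose and 12 fell after Vgll4l knockdown (12 lower and 7 higher when adjusted over the list alone), with adjusted p = 0.57 by camera, and adjusted p = 0.70 with an estimated correlation. Of that list, 6 rose and 12 fell after Yap/Taz knockdown (12 lower and 6 higher when adjusted over the list alone), with adjusted p = 0.64 by camera, and adjusted p = 0.76 with an estimated correlation.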

Altogether, these observations provide evidence that Vgll4l and Yap/Taz are essential upstream regulators of the major signaling pathways controlling the formation of the LRO.

### Yap/Taz and Vgll4l control expression of TFs known to be required for LRO formation

The precise temporal order by which TFs selectively activate gene expression during development is critical to ensure proper lineage commitment, cell fate determination, and ultimately organogenesis.So far, only a small number of TFs has been shown to be necessary for the formation of the LRO, either for the specification of its progenitors [Dharma (Fekany et al., 1999), Sox32 (Essner et al., 2005), Sox17 (Aamar and Dawid, 2010)] or for the formation and function of the KV [FoxJ1a (Yu et al., 2008), Tbx16 (Amack et al., 2007), Tbxta (Amack et al., 2007) and Rfx2 (Bisgrove et al., 2012)]. We investigated the impact of loss of function of Vgll4l or Yap/Taz on the expression in LRO progenitors of these TFs. Because *dharma* is not expressed in DFCs at gastrula stage it is therefore not regulated in these cells by Vgll4l or Yap/Taz. However, transcripts of *sox32*, *sox17*, *tbxta*, *tbx16*, *foxj1a* and *rfx2* are expressed in DFCs during gastrulation and we found they are all significantly downregulated in Vgll4l and Yap/Taz loss of function (Figure 7). These observations strongly support that Vgll4l and Yap/Taz act upstream of the TFs known to be essential to the formation of the LRO and are involved in the regulation of their expression.

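dharma (ENSDARG00000040955), a homeobox gene of the early organizer, was at 0 in all 4 control libraries and in all 4 Yap/Taz libraries, so no fold can be given between them. In the Vgll4l libraries it had 6.45 ± 2.65 (SD, n = 4) normalized counts, at least 6.46-fold higher than control at a floor of 3 reads over the group (adjusted p = 6.8e-08), from 3.06 to 8.79 per library. This low level no longer passed with a pseudocount of 10, at a log2 fold change of 0.70. gsc (ENSDARG00000059073), a homeobox gene of the prechordal plate, had 0.687 ± 0.818 in control clusters, 7.04 ± 1.86 after Vgll4l knockdown and 208 ± 18.8 after Yap/Taz knockdown (adjusted p = 1.3e-10). Of 8 prechordal plate genes, 5 rose and 2 fell after Vgll4l knockdown (2 lower and 5 higher when adjusted over the list alone), with adjusted p = 0.31 by camera, and adjusted p = 0.43 with an estimated correlation. Of that list, 4 rose and 2 fell after Yap/Taz knockdown (2 lower and 4 higher when adjusted over the list alone), with adjusted p = 0.35 by camera, and adjusted p = 0.48 with an estimated correlation.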

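foxj1a (ENSDARG00000101919), the master gene of motile cilia, had 22546 ± 1111 (SD, n = 4) normalized counts in control clusters, 4299.7 ± 99.6 after Vgll4l knockdown and 5206 ± 73.2 after Yap/Taz knockdown (log2 fold change -2.39, standard error 0.03, adjusted p = 1.5e-15, and log2 fold change -2.11, standard error 0.03, adjusted p = 6.9e-15). rfx2 (ENSDARG00000013575), a second regulator of cilia genes, had 2608 ± 117, 776 ± 46.3 and 1184 ± 35.7. It fell by 1.75 on the log2 scale (adjusted p = 1.4e-12) and fell by 1.14 on the log2 scale (adjusted p = 6.6e-11), the latter at the threshold and not passing with edgeR without a filter. tbxta (ENSDARG00000101576), of the mesoderm and notochord, had 27409 ± 2117, 8341 ± 347 and 11524 ± 106 and fell in both (log2 fold change -1.71, adjusted p = 6.2e-13 and log2 fold change -1.25, adjusted p = 1.1e-11). tbx16 (ENSDARG00000007329), a T-box gene of the mesoderm, had 5303 ± 657, 2284 ± 71.6 and 479 ± 28.5 (log2 fold change -1.21, adjusted p = 1.9e-09 and log2 fold change -3.46, adjusted p = 1.3e-13), and its fall after Vgll4l knockdown was -0.99 with edgeR without a filter. sox32 (ENSDARG00000100591), which specifies endoderm and DFCs, had 27536 ± 363, 12952 ± 378 and 12884 ± 193. Its log2 fold changes of -1.09 and -1.10 (adjusted p = 4.8e-14 and adjusted p = 5.6e-14) passed, and those of -0.89 and -0.96 under TMM scaling did not. sox17 (ENSDARG00000101717), its target, had 18140.0 ± 821, 8628 ± 407 and 9686 ± 100.3. It fell by 1.07 on the log2 scale after Vgll4l knockdown (adjusted p = 5.0e-12), which was -0.87 and under the threshold with TMM scaling, and had a log2 fold change of -0.90 after Yap/Taz knockdown (adjusted p = 2.3e-11), under the threshold. In all 6 genes every knockdown library lay below every control library, where libraries lay apart in either direction in 79.2% (Vgll4l) and 80.9% (Yap/Taz) of all genes tested. With dharma the list holds 7 genes, of which 6 fell after Vgll4l knockdown (6 lower and 1 higher when adjusted over the list alone), with adjusted p = 0.028 by camera, and adjusted p = 0.37 with an estimated correlation, and 5 fell after Yap/Taz knockdown (5 lower and 0 higher when adjusted over the list alone), with adjusted p = 0.0084 by camera, and adjusted p = 0.29 with an estimated correlation. Against this fall, 15 of 19 enveloping layer genes and 13 of 16 yolk syncytial layer genes rose after Vgll4l knockdown, and 13 of the latter list after Yap/Taz knockdown. Of 12 notochord genes, a list that holds tbxta as well, 4 rose and 3 fell after Vgll4l knockdown (3 lower and 4 higher when adjusted over the list alone), with adjusted p = 0.58 by camera, and adjusted p = 0.63 with an estimated correlation. Of that list, 2 rose and 3 fell after Yap/Taz knockdown (3 lower and 2 higher when adjusted over the list alone), with adjusted p = 0.85 by camera, and adjusted p = 0.85 with an estimated correlation.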

**Figure 7.**
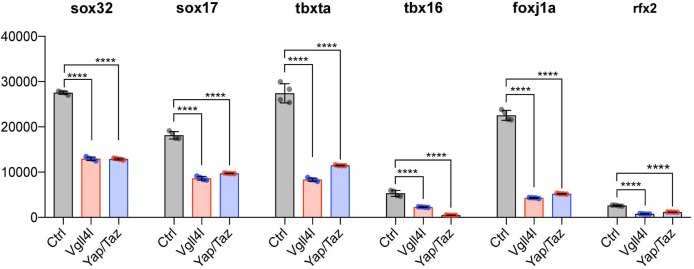
Vgll4l and Yap/Taz regulate expression of TFs required for KV formation. Transcripts of Sox32, Sox17, Tbxta, Tbx16, Foxj1a and Rfx2 are expressed in DFCs and are all significantly downregulated in Vgll4l and Yap/Taz morphants. The bar graphs depict the mean expression of genes in DFCs of control (gray), Vgll4l (red) and Yap/Taz (blue) loss of function expressed as normalized counts with error bars indicating standard deviation. Dots indicate the individual value of each biological replicate (n = 4). Statistical significance between controls and loss of function conditions: two-tailed unpaired t-test. *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001. ns: not significant (p>0.05 and/or |log2 fold change| < 1). Numerical data are available in Supplementary file 1.

### Vgll4l regulates expression of writers and readers of DNA methylation marks in LRO progenitors

Lineage commitment, cell fate determination and ultimately organogenesis are also regulated by epigenetic mechanisms. 

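prmt7 (ENSDARG00000051902), an arginine methyltransferase gene, had 1109 ± 127 (SD, n = 4) normalized counts in control clusters and fell to 13.5 ± 10.3 after Vgll4l knockdown and 94.0 ± 9.90 after Yap/Taz knockdown (log2 fold change -6.57, adjusted p = 2.4e-09 and log2 fold change -3.54, adjusted p = 1.9e-06), with 27.4 in Vgll4l replicate 2 and at most 13.8 in the other Vgll4l libraries. hdac5 (ENSDARG00000075139), a histone deacetylase gene, had 179 ± 36.1, 5.52 ± 3.48 and 14.5 ± 1.13 and fell in both (adjusted p = 3.3e-08 and adjusted p = 1.6e-06). sirt7 (ENSDARG00000060645), another deacetylase gene, had 715 ± 129, 89.7 ± 11.2 and 13.3 ± 3.27 and fell in both (log2 fold change -2.97, adjusted p = 1.7e-09 and log2 fold change -5.65, adjusted p = 3.9e-12). kat2a (ENSDARG00000104734), an acetyltransferase gene, rose from 4.54 ± 4.02, of which control replicate 4 held 9.47 and the others at most 5.64, to 335 ± 34.8 and 62.2 ± 3.90 (log2 fold change 6.35, adjusted p = 3.8e-08 and log2 fold change 3.95, adjusted p = 6.6e-06). jarid2a (ENSDARG00000060925), of the Polycomb complex, had 272 ± 27.9, 502 ± 109 and 3.12 ± 0.848 and fell by 6.07 on the log2 scale after Yap/Taz knockdown (adjusted p = 3.3e-12). Its log2 fold change after Vgll4l knockdown was 0.86 (adjusted p = 7.7e-04), and 1.02 without Vgll4l replicate 2 and 1.06 with TMM scaling, both past the threshold. Of 92 genes that write or erase histone marks, 33 fell and 19 rose after Vgll4l knockdown (33 lower and 19 higher when adjusted over the list alone), with adjusted p = 0.65 by camera, and adjusted p = 0.63 with an estimated correlation. After Yap/Taz knockdown 32 fell and 25 rose (32 lower and 25 higher when adjusted over the list alone), with adjusted p = 0.85 by camera, and adjusted p = 0.82 with an estimated correlation. Neither list test found a shift of these genes in one direction against the other genes tested. Such a test does not measure how many genes changed in either direction. After Vgll4l knockdown 40 of the 92 did not pass, where 12570 of all 17609 genes tested passed.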

Transcriptome analysis revealed that depletion of Vgll4l affects expression of genes involved in covalent chromatin modification (Figures 5C and 8). Indeed, in DFCs, Vgll4l loss of function leads to a strong downregulation of the expression of genes coding for writers of the DNA methylation marks: the de novo DNA methyltransferases Dnmt3ba, Dnmt3bb.1, Dnmt3bb.2 (Chédin, 2011) (Figures 4Q–R and 8) and the maintenance DNA methyltransferase Dnmt1 (Mohan and Chaillet, 2013) (Figure 8). In addition we found that Vgll4l also regulates the expression of the readers of DNA methylation marks, the Methyl-CpG-Binding Domain proteins: Mbd1b, Mbd2, Mbd3a (Figure 8), Mbd3b (Figures 4S, 8) (note that while in mammals the methyl binding domain of MBD3 harbors critical mutations - K30H and Y34F - preventing it to bind to methylated DNA (Saito and Ishikawa, 2002), the methyl binding domain of Mbd3 in lower vertebrates retains the K30 and Y34 amino acids and binds to methylated DNA (Bogdanović and Veenstra, 2011) and Mbd6 (Figure 8). 

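dnmt3bb.1 (ENSDARG00000036791) had 1632 ± 98.4 (SD, n = 4) normalized counts in control clusters and 48.9 ± 35.5 after Vgll4l knockdown, with 101 in replicate 2 and 26.0 to 42.0 in the others (log2 fold change -5.26, standard error 0.31, adjusted p = 1.2e-09). Its paralog dnmt3bb.2 (ENSDARG00000057830), which may share reads with it, had 4832 ± 241 and 872 ± 132 and fell by 2.48 on the log2 scale (standard error 0.08, adjusted p = 3.5e-12). dnmt3ba (ENSDARG00000052402) had 1039.8 ± 16.1 in control clusters and 612 ± 30.0 after Vgll4l knockdown, a log2 fold change of -0.77 (adjusted p = 7.4e-10) that stayed under the fold threshold, although every Vgll4l library lay below every control library. Vgll4l and control libraries did not overlap in 79.2% of all genes tested. The maintenance methyltransferase gene dnmt1 (ENSDARG00000030756) had 88.0 ± 18.7 and 39.0 ± 14.2, 2.26-fold lower by the means (adjusted p = 1.7e-04). With edgeR its log2 fold change was -0.99, under the threshold, and with near-identical libraries averaged its adjusted p was 0.085. Uncertainty from shared reads applies to the dnmt3bb genes as a group, which lie among close paralogs and were counted from 50-bp reads. Of 19 writers, readers and erasers of DNA methylation, 10 fell and 3 rose after Vgll4l knockdown (10 lower and 3 higher when adjusted over the list alone), with adjusted p = 0.31 by camera, and adjusted p = 0.66 with an estimated correlation.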

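mbd1b (ENSDARG00000025699) had 633 ± 43.7 (SD, n = 4) normalized counts in control clusters and 40.4 ± 16.9 after Vgll4l knockdown (log2 fold change -4.01, standard error 0.20, adjusted p = 2.1e-10). mbd2 (ENSDARG00000075952), whose product recruits a remodelling complex to methylated DNA, had 137 ± 12.4 and 2.90 ± 2.77 (log2 fold change -5.48, standard error 0.46, adjusted p = 4.9e-08). mbd6 (ENSDARG00000086980) had 101 ± 11.1 and 3.18 ± 2.97, with 7.55 in replicate 2 and at most 2.29 in the others (log2 fold change -4.83, adjusted p = 7.0e-09). mbd3b (ENSDARG00000042029) had 2991 ± 122 and 1230.0 ± 90.6 and fell by 1.28 on the log2 scale (adjusted p = 1.6e-11). Its paralog mbd3a (ENSDARG00000061774), which may share reads with it, had 1152 ± 28.7 and 532 ± 18.6. The log2 fold change of -1.11 (adjusted p = 4.6e-11) was -0.91 and under the threshold with TMM scaling. mbd6 rose after Yap/Taz knockdown to 366 ± 25.1 (log2 fold change 1.85, adjusted p = 1.5e-04), mbd1b fell to 262 ± 20.3 (log2 fold change -1.27, adjusted p = 3.7e-05) and mbd2 fell to 42.1 ± 9.59 (log2 fold change -1.70, adjusted p = 0.0034). With near-identical libraries averaged, the log2 fold changes were 1.85, -1.27 and -1.68 in that order. That setting leaves 1 value for the Yap/Taz group, so its own spread cannot be estimated there. After Yap/Taz knockdown mbd3b had 3640.2 ± 43.9 and a log2 fold change of 0.28, under the threshold, and it differed between the knockdowns (adjusted p = 3.8e-12).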

The other Dnmts and Mbds encoded by the zebrafish genome are either not expressed or expressed at low level in DFCs at late gastrula stage (Supplementary file 1).

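dnmt3bb.3 (ENSDARG00000057863), a further de novo methyltransferase gene that may share reads with its paralogs, had 114 ± 19.9 (SD, n = 4) normalized counts in control clusters and 198 ± 37.3 after Vgll4l knockdown, a log2 fold change of 0.79 (adjusted p = 0.0012) that stayed under the threshold and reached 1.00 with edgeR. mbd5 (ENSDARG00000059581), a gene of the methyl-CpG-binding domain family, was at 0 in control clusters and had 70.6 ± 4.91 after Yap/Taz knockdown, at least 70.7-fold higher at a floor of 3 reads over the group. Among the erasers of the mark, tet2 (ENSDARG00000076928) had 1612 ± 296, 6.23 ± 8.47 and 0.909 ± 0.360, and fell in both knockdowns (adjusted p = 2.5e-09 and adjusted p = 5.6e-10), with 18.9 in Vgll4l replicate 2 and at most 2.76 in the other Vgll4l libraries. tet1 (ENSDARG00000075230) had 155 ± 47.9, 3.84 ± 2.16 and 2.26 ± 1.69 and fell in both (log2 fold change -5.05, adjusted p = 2.0e-08 and log2 fold change -5.64, adjusted p = 6.3e-09). The repair gene tdg.2 (ENSDARG00000086450), which removes oxidized methylcytosine, rose from 106 ± 22.7 to 255 ± 24.7 after Vgll4l knockdown (log2 fold change 1.27, adjusted p = 1.8e-06). A level under about 1 normalized count in a group rests on a few reads, at which a difference from 0 was not detectable.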

**Figure 8.**
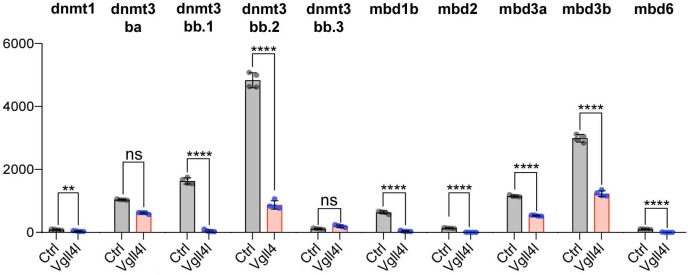
Vgll4l regulates expression of epigenetic factors writers and readers of DNA methylation marks. The bar graphs depict the mean expression of genes in DFCs of control (gray), Vgll4l (red) loss of function expressed as normalized counts with error bars indicating standard deviation. Dots indicate the individual value of each biological replicate (n = 4). Statistical significance between controls and loss of function conditions: two-tailed unpaired t-test. *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001. ns: not significant (p>0.05 and/or |log2 fold change| < 1). Numerical data are available in Supplementary file 1.

We investigated the possible role of these writers and readers of DNA methylation marks in the establishment of LR asymmetry by examining cardiac jogging defects in loss-of-function conditions (Figure 9A). Depletion of the de novo DNA methyltransferase, Dnmt3bb.1 has been previously shown to affect the establishment of the LR asymmetry (Wang et al., 2017). We confirmed this observation with a TALEN induced mutant that affects only the catalytic site of Dnmt3bb.1. Similarly, we found that loss of function of other de novo Dnmts expressed in DFCs (Dnmt3bb.2 and Dnmt3ba) or depletion of the readers of the DNA methylation marks, Mbd3a and Mbd3b also affect the establishment of the LR asymmetry (Figure 9A).

**Figure 9.**
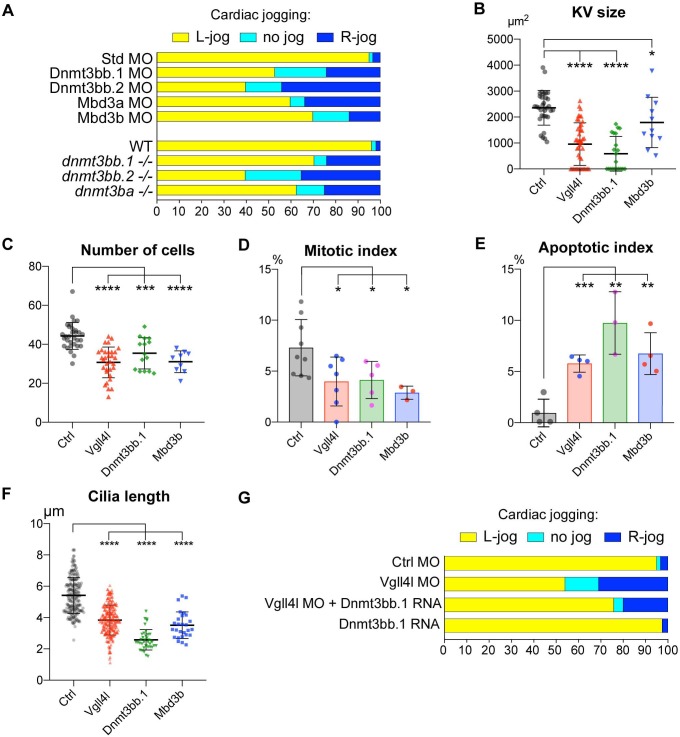
Similarity between phenotypes of Dnmt3bs, Mbd3s and Vgll4l loss of function in DFCs. (**A**) Loss of function of writers (*dnmt3s*) and readers (*mbds*) of DNA methylation marks strongly disrupt embryo laterality, analyzed by examining cardiac jogging at 25 hpf. Graphs indicate the percentage of embryos with normal Left jog (L jog - yellow), Right jog (R jog – dark blue) or no jog (light blue), at 25 hpf in control embryos (injected with 8 ng Standard - Std - MO), MO KDs (8 ng each MO) or in homozygous mutant embryos (-/-). (**B–F**) Phenotype analysis of LRO defects in morphants. (**B**) Size of the KV expressed in surface area of the planar projection of its lumen, (**C**) number of DFCs at the end of gastrulation, (**D**) Mitotic index at 80% epiboly, (**E**) Apoptotic index at gastrulation and (**F**) Length of KV cilia in : control (Ctrl) embryos (gray), Vgll4l (red), Dnmt3bb.1 (green) or Mbd3b (blue) MO knockdowns. Statistical significance between controls and loss of function conditions: two-tailed unpaired t-test. *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001. Numerical data (**A–H**) and details of statistical analysis for (**B–F**) are provided in Figure 9—source data 1. (**G**) Injection of 100 ng of in vitro synthesized Dnmt3bb.1 RNA partially rescues laterality defects of Vgll4l morphants (8 ng Vgll4l MO), scored on cardiac jogging at 25 hpf. 10.7554/eLife.45241.023Figure 9—source data 1.Numerical data for Figure 9A, B, C, D, E, F and G.

Phenotypic analyses of KV formation in embryos depleted for one de novo Dnmt (Dnmt3bb.1) or for one Methyl-CpG-Binding Domain protein (Mbd3b) reveals striking similarities with Vgll4l loss-of-function phenotype: reduction of KV size (Figure 9B), decreased number of DFCs at late gastrulation (Figure 9C) associated with a moderate decrease of DFC mitotic index (Figure 9D), an increased apoptotic index (Figure 9E) as well as a significant reduction in length of KV motile cilia (Figure 9F).

These observations strongly support that defects in KV organogenesis observed in Vgll4l loss of function may result, at least in part, from the decreased expression of Dnmt3bs and Mbd3s in DFCs. In strong agreement with this hypothesis, we found that laterality defects of Vgll4l loss of function can be partially rescued by gain of function of Dnmt3bb.1 (Figure 9G).

Because Vgll4l is necessary for Dnmt3bs expression we predict that its loss of function should impact DNA methylation of KV progenitors. To test this hypothesis we quantified DNA methylation in DFCs through an antibody-based detection of global nuclear DNA methylation using an anti 5-methylcytosine antibody (Beaujean et al., 2018). We found a significant decrease in DNA methylation of DFC nuclei in both Vgll4l morphants and in homozygous *vgll4l* mutants (Figure 10). This shows that Vgll4l regulates epigenetic programming in LRO progenitors by controlling in the DFCs the expression of epigenetic modifying enzymes.

**Figure 10.**
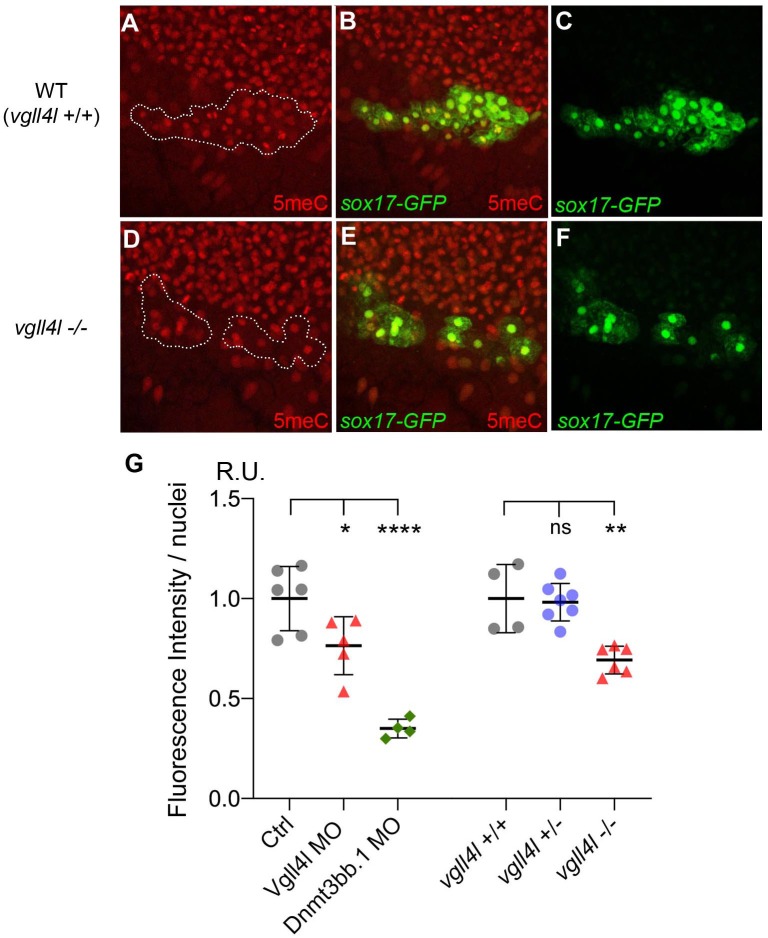
Effect of Vgll4l and Dnmt3bb.1 loss of function on DNA methylation in DFC nuclei. (**A–F**) Immunolabeling of DFC nuclei of embryos of the *Tg(Sox17:GFP)* strain with antibodies to five methyl Cytosine (5meC) in (**A–C**) WT and (**D–F**) *vgll4l* homozygous mutant. Dotted lines delimit the DFC clusters. (**G**) Quantification of DNA methylation measured by immunofluorescence intensity. The values on the graph correspond to the mean of 5meC fluorescence intensity per nuclei (FI/nuclei) quantified with the ImageJ software on all nuclei of DFC clusters in morphants for Vgll4l and Dnmt3bb.1 and in embryos from a cross between two heterozygous Vgll4l mutants that have been individually genotyped after measurement of FI/nuclei of their DFCs. Fluorescence intensity per nuclei is expressed in relative units (R.U.). Statistical significance between controls (standard MO or *vgll4l* +/+) and loss of function conditions: two-tailed unpaired t-test. ns, not significant (p>0.05), *p≤0.05, **p≤0.01, ***p≤0.001, ****p≤0.0001. Numerical data and details of statistical analysis for (**G**) are provided in Figure 10—source data 1. 10.7554/eLife.45241.025Figure 10—source data 1.Numerical data for Figure 10G.

## Discussion

Formation of organs during embryonic development requires both epigenetic modification that restricts lineage potential and the activation of tissue specific genes during the process of cell differentiation. Using the formation of the first functional organ of the zebrafish, the KV, as a model system we addressed the question of the transcriptional regulation of organ formation. Because this transient organ acting as the LRO in fish is very simple and is functional in just a few hours and from a well characterized population of progenitors, this model is particularly suitable to characterize how TFs and epigenetic modification control the differentiation of a ciliated epithelium during organogenesis. Since its description by Kupffer in 1867 (Warga and Kane, 2018) the KV has been studied in much details at the cellular and molecular levels. Genetic screens have identified 166 genes to be required for its formation and/or function (http://zfin.org/, phenotypes, Kupffer’s vesicle). Surprisingly only 6 TFs: Rfx2, Foxj1a, Sox17, Sox32, Tbxta, Tbx16 have been reported to be necessary to the formation and function of the LRO. In the current study we identified six additional TFs and TcoFs required for this process. Our functional analyzes (morpholino knockdowns, drug treatment and Crispr-Cas9 mutants) reveal that the TcoFs known to mediate the transcriptional outcome of the Hippo signaling pathway (Yap and Taz), the DNA binding transcription factors they associate to (Tead1a and Tead3a) as well as Vgll4b and Vgll4l, two homologs of the mammalian Vgll4 that has been shown to negatively regulate Yap and Taz transcriptional activity, act as upstream regulators controlling the formation of the LRO of the zebrafish embryo. Each of these six genes is therefore essential for the establishment of the LR asymmetry of the embryo. Hippo TFs/TcoFs are not involved in the specification of LRO progenitors but are crucial for the regulation of their number at the end of gastrulation. However, while there is an effect on proliferation and viability of DFCs, most of the KV progenitors survived past gastrulation. The impact of Yap/Taz, Vgll4s and TEADs on the formation of the KV is not restricted to the final number of cells available for the formation of the vesicle but they also control the formation of the epithelium of the KV as well as cilia organization and motility.

Based on previous studies, mainly performed in pathological conditions, Vgll4 family members have been proposed to compete with Yap/Taz for TEADs, therefore inhibiting Yap/Taz function (Jiao et al., 2014; Zhang et al., 2014). However, during the process of differentiation of LRO progenitors, we found that Vgll4b and Vgll4l act similarly to Yap and Taz, regulating the number of DFCs and controlling motile ciliogenesis. This strongly suggests that Vgll4s do not act as antagonists of Yap/Taz activity during formation of the LRO but that they rather function in the same or in parallel pathways.

Investigation of the impact of loss of function for Yap/Taz and for Vgll4l on the transcriptional network of the precursors of the LRO (both using a candidate gene approach and transcriptome analyzes) reveals that these transcription cofactors control expression of a large fraction (50% and 62% respectively) of the genes previously shown to be necessary for the formation and/or function of the LRO. This includes most of the genes required in the LRO for motile ciliogenesis (75% of them for Vgll4l, 52% for Yap/Taz). To the best of our knowledge, our study describes the first transcriptional networks during the formation of a ciliated epithelium. We also found that Hippo TFs/TcoFs regulate essential factors of major signaling pathways that have been shown to regulate KV precursor cell behaviors (clustering, collective migration, rosette formation, luminogenesis) during gastrulation and early somitogenesis until the formation of the fully functional LRO [reviewed in Matsui and Bessho (2012)].

Amongst the genes whose expression requires Yap/Taz and Vgll4l activities are essential factors (ligands, receptors, positive or negative regulators) of the major signaling pathways (Nodal, FGF, non-canonical Wnt and Notch/Delta) known to be critical to the formation of the LRO. This observation therefore places Yap/Taz and Vgll4l upstream of these signaling pathways and strongly supports that these TcoFs are master regulators of the formation and function of the LRO.

The activity of the Nodal signaling pathway has been shown to be modulated through DNA methylation of the regulatory sequences of the Nodal antagonist Lefty (Dai et al., 2016) (Wang et al., 2017). In WT embryos, *lefty* genes are not expressed in the precursors of the LRO. However, our transcriptome analysis revealed expression of *lft1* and *lft2* in DFCs of Vgll4l morphant embryos associated with a strong reduction of *ndr1* expression (Figure 6). In these Vgll4l depleted embryos, we also found strong downregulation of genes coding for the ‘de novo’ DNA methyltransferases that establish the initial DNA methylation pattern (Figure 8). Expression of Nodal is also strongly downregulated in embryos devoid of Yap/Taz activity. However, expression of *lft1* and *lft2* is not observed in the DFCs of Yap/Taz morphant embryos and genes coding for Dnmts were not downregulated in Yap/Taz loss of function. These observations show (1) that *ndr1* expression and activity are controlled in the DFCs by Vgll4l and Yap/Taz and (2) strongly suggest that distinct mechanisms are used by Vgll4l and Yap/Taz to regulate Nodal signaling in the DFCs, with Vgll4l repressing *lft1* and *lft2* expression likely through a positive control of the expression of de novo DNA methyltransferases in the progenitors of the LRO. 

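After Yap/Taz knockdown dnmt3bb.1, the de novo methyltransferase gene, had 1518 ± 47.6 (SD, n = 4) normalized counts, a log2 fold change of -0.10 (adjusted p = 0.78), and it differed from Vgll4l knockdown by -5.16 on the log2 scale (adjusted p = 1.9e-09). dnmt3bb.2 had 2643 ± 13.9, a log2 fold change of -0.87 (adjusted p = 1.2e-07) under the fold threshold. dnmt3bb.3 fell to 46.5 ± 9.18 (log2 fold change -1.28, standard error 0.18, adjusted p = 1.7e-05). dnmt3ba had 1937 ± 28.4 and a log2 fold change of 0.90 (adjusted p = 1.5e-10), which was 1.03 and past the threshold with TMM scaling. dnmt1, which maintains the mark, rose to 321 ± 11.1 (log2 fold change 1.88, standard error 0.22, adjusted p = 2.1e-06). The antagonist gene lft1 was higher after Vgll4l than after Yap/Taz knockdown (adjusted p = 1.4e-08), with 59.1 to 90.9 normalized counts per Yap/Taz library, and for lft2 the difference had adjusted p = 3.1e-10. Of the 19 writers, readers and erasers of DNA methylation, 5 fell and 4 rose after Yap/Taz knockdown (5 lower and 4 higher when adjusted over the list alone), with adjusted p = 0.92 by camera, and adjusted p = 0.96 with an estimated correlation.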

The effect of Vgll4l loss of function on DNA methylation of DFC nuclei strongly support this interpretation.

The role of DNA methylation in chromatin modifications associated with cell differentiation has been extensively analyzed. However, the upstream regulation of this process is far less understood. Our study reveals that one transcription cofactor, Vgll4l, is required in the progenitors of the LRO for the expression of epigenetic factors, writers (the de novo DNA methyltransferase 3) and readers (Methyl-CpG binding domain proteins) of DNA methylation marks. This identifies another level of regulation of epigenesis during embryonic development through the tissue specific control of the expression of major epigenetic actors. The demonstration that Vgll4l regulates epigenetics in a temporal and spatial manner by affecting the expression of some of its major actors opens a new field of exploration for the understanding of the regulation of gene expression during cell differentiation.

## Materials and methods

### Zebrafish line and husbandry

Zebrafish lines used in this study are the *AB/Tü* WT line, *Tg(sox17:GFP)^S870^* (Chung and Stainier, 2008) and *Tg(dusp6:GFP)^pt19^* (Wang et al., 2011). *vgll4l^va1^* (an allele carrying a deletion of 7 nucleotides in the second exon resulting in a frame shift after amino-acid 36), *vgll4b^va2^* (an allele carrying an INDEL - ∆4,+6 - resulting in a frame shift after amino-acid 109), *yap1^va3^* (an allele of yap carrying a deletion of 8 nucleotides resulting in a frame shift after amino-acid 124), *wwtr1^va4^* (an allele of taz carrying a deletion of 4 nucleotides resulting in a frame shift after amino-acid 85), *dnmt3bb.1^mk24^* (an allele carrying a deletion of 6 nucleotides removing Ser 612 and Pro 613, two amino-acids of the catalytic site), *dnmt3bb.2^mk23^* (an allele carrying an InDel - ∆5+13 – resulting in a frame shift after amino-acid 1237 and that lack the catalytic site) and dnmt3bamk26 (an allele carrying a 12 nucleotides deletion in the catalytic domain). Position and sequence of the different mutations are presented in Supplementary files 6–9.

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals and all steps were taken to minimize animal discomfort. The University of Virginia Institutional Animal Care and Use Committee approved all protocols.

### In situ hybridization

In situ hybridization on whole-mount embryos have been performed as described in Thisse and Thisse (2014); Thisse and Thisse (2008). Conditions for the synthesis of antisense RNA probes for the following cDNA clones : *abcc6a* (Li et al., 2010) ; *atp6ap1b* (MGC:103523) ; *cdc14aa* (MGC:63654) ; *cldn5a* (MGC:85723) ; *daw1* (IMAGE:6904039) ; *dhrs13a.1* (cb464) ; *dnaaf4* (MGC:77853) ; *dnmt3bb.1* (cb633) ; *mbd3a* (IMAGE:7139207), *mbd3b* (cb99) ; *nme5* (MGC:92812) ; *quo* (cb9) ; *rasgef1ba* (MGC:66487) ; *rassf7b* (cb262) ; *si:ch73-364h19* (cb911) ; *slc35d1a* (IMAGE:7156746) ; *sox17* (MGC:91776) ; *sypl2b* (IMAGE:7136581) ; *tead1a* (MGC:63696) ; *tead3a* (CB882) ; *tekt1* (MGC :101797) ; *ttc25* (MGC:56362) ; *vgll4l* (cb747) and *yap1* (cb194) are available at http://zfin.org/ in the gene expression section.

The cDNAs of *ndr1* (Agathon et al., 2003) and *dand5* were inserted in the pBS-IISK+ vector, the cDNA of *cftr* (MGC:198381) was inserted in the pCR-XL-TOPO reverse vector as well as of *vgll4b* and *wwtr1* (*taz*) that were inserted in pCR2.1 TOPO vectors, PCR amplified using M13 forward and reverse primers and their antisense RNA synthesized using the T7 RNA polymerase. cDNA for dnmt3bb.2 inserted in pCR2.1 TOPO vector was PCR amplified using M13 forward and 5’- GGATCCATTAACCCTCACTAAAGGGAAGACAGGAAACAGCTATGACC-3’ primers and its RNA synthesized using the T3 RNA polymerase. cDNAs for *cfap45* (MGC: 158569), *tnfrsf21* (IMAGE:2602431) inserted in pME18S-FL3 vector were PCR amplified using 5'-TGTACGGAAGTGTTACTTCTGCTC-3' and 5'-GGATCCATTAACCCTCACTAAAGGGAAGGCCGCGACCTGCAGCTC-3' primers and the antisense RNAs synthesized using the T3 RNA polymerase.

Representative images were acquired using a coolsnap camera on a Leica macroscope.

### Morpholino knockdowns

Morpholinos (Gene Tools) were resuspended in sterile water as a 4 mM stock solution and diluted in 0.2% Phenol Red and 0.1M KCl before use to the appropriate concentration. Embryos were dechorionated at the one-cell stage using Pronase E and injected with 1 nl of morpholino solution, using an Eppendorf 5426 microinjector.

For knockdowns in the whole embryo, morpholino solutions were injected in the yolk in a position close to the blastomeres at the 1- to 4 cell stages. For DFC specific knockdown, injections were performed in the yolk close to the blastomeres at the 256- to 1 K-cell stage as described in Wang et al. (2013). Names, sequences and amounts of MO injected in knockdowns and DFC specific knockdowns are provided in Table 1. In all experiments control embryos were injected with 8 ng of standard MO.

**Table 1.** Name, sequence and amount of MO used in knockdown and in DFC targeted knockdown.

MO name	Sequence	References	Amounts injected for knockdown	Amounts injected for DFC targeted knockdown
Vgll4l MO1	TGTAGTGGAAATTAGTGACCGCCAT	This study	8 ng	
Vgll4l MOsp	TTGGGCTGTCCTGTGAAAAGATGAG	This study	6 ng	
Vgll4b MO1	ACAGGTCCATTTTGGTAAAAAGCAT	(Melvin et al., 2013)	4 ng	8 ng
Vgll4b MO2	AATCGCAGAAAGAGCAGCTTCTCTT	This study	4 ng	
Yap MO1	CTCTTCTTTCTATCCAACAGAAACC	(Hu et al., 2013; Jiang et al., 2009)	6 ng	
Yap MOsp	AGCAACATTAACAACTCACTTTAGG	(Skouloudaki et al., 2009)	4 ng	
Taz MO1	CTGGAGAGGATTACCGCTCATGGTC	(Hong et al., 2005)		8 ng
Taz MOsp1	TGTATGTGTTTCACACTCACCCAGG	This study	6 ng	
Taz MOsp2	ATGTGACTGCACAACAAACACAGAA	This study	6 ng	
Tead1a MO1	CATGGCAATGGATGTGATCTCAGAG	This study	8 ng	
Tead1a MO2	TGAGCCTGGAGAACTCAAGGCACAC	This study	8 ng	
Tead3a MO1	CGTCCATTCCGGTTTTGTCCATCCC	This study		2 ng
Tead3a MOsp1	CAGCTTTCTGTTACTCACCATACAT	This study	8 ng	
Tead3a MOsp2	GGGTCTGAAATACTCACTCCTGAGA	This study	8 ng	
Dnmt3bb.1 MO1	TTATTTCTTCCTTCCTCATCCTGTC	(Huang et al., 2013; Shimoda et al., 2005)	8 ng	8 ng
Dnmt3bb.1 MOsp	CTCTCATCTGAAAGAATAGCAGAGT	(Gore et al., 2016)	6 ng	6 ng
Dnmt3bb.2 MO1	CTCCGATCTTTACATCTGCCACCAT	(Huang et al., 2013; Shimoda et al., 2005)	6 ng	6 ng
Dnmt3bb.2 MOsp	GCACCTGAAAAAGTGTAAACACCAT	This study	6 ng	6 ng
Mbd3a MO	CCACCTTTTCCTCTCCATGATTTTC	(Huang et al., 2013)	8 ng	4 ng
Mbd3b MO	TCGTTTTTCTCCATCTCGCATTCTC	This study	8 ng	4 ng
Standard control MO	CCTCTTACCTCAGTTACAATTTATA	Gene tools	8 ng	8 ng

### Antisense oligonucleotides (ASO) knockdowns

Two non overlapping 2' O-Methyl RNA antisense oligonucleotides targeting the 5’ end of Vgll4l coding sequence were synthesized by Integrated DNA Technologies.

Vgll4l 2’OMe ASO-1: mG*mU*mG*mG*mA*A*A*T*T*A*G*T*G*A*C*mC*mG*mC*mC*mA

Vgll4l 2’OMe ASO-2 : mC*mU*mG*mC*mU*C*A*T*C*C*T*G*G*T*T*mA*mU*mG*mU*mA mA,mU,mC,mG: 2’O-Methyl(2’OMe)-modified RNA nucleotides; * phosphorothioate bond. ASO-1 and ASO-2 are respectively complementary to nucleotides 2–22 and 23–43 of the *vgll4l* open reading frame.

Knockdowns were performed as described in Pauli et al. (2015) by injection of 75 ng of each ASO into WT embryos at the 1- to 2 cell stage.

### Sense RNA synthesis and injection

PCR amplified fragments containing the complete open reading frame of Vgll4l, Vgll4b, Yap, Taz or Dnmt3bb.1 were cloned into the pCS2+ vector. For mRNA synthesis, constructs were linearized with NotI and transcribed using SP6 RNA polymerase using the mMESSAGE mMACHINE kit (Ambion). In vitro synthesized sense RNAs were injected either alone or in combination with MOs in rescue experiments. DFCs specific gain of function have been performed by injecting 0.4 µg of in vitro synthesized mRNA in the yolk of embryos at the 256–512 cell stages as described in Esguerra et al. (2007); Matsui et al. (2011).

### Crispr/Cas9 mutagenesis

Target sequences for CRISPR/Cas9 were identified using the optimized CRISPR Design – MIT (http://crispr.mit.edu/). Complementary primers for the target sites were annealed and ligated into BSA1-cleaved pDR274 plasmid (Hwang et al., 2013) (plasmid # 42250 from Keith Joung, obtained from Addgene). Plasmids for sgRNAs were linearized using Dra1 enzyme and sgRNAs synthesized with the Maxiscript-T7 kit from Ambion. As described in Burger et al. (2016) RNP complexes were formed by incubating 900 ng/µl of Cas9 protein (New England Biolabs) with 150 ng/µl of sgRNA in 300 mM KCl for 5 min at 37°C. The complexes were then injected into 1 cell stage embryos. Adult F0 fish were outcrossed to WT fish. Then, genomic DNA was extracted from fin clips of adult F1 individuals (Meeker et al., 2007). Targeted region was amplified by PCR and analyzed for INDELs using an heteroduplex mobility assay (Ota et al., 2013). Sequence of oligonucleotides used is provided in Supplementary file 4. Position and sequence of mutants is provided in Supplementary files 6–9.

### TALEN mutagenesis

TALEN sequences for mutagenesis of Dnmt3bb.1, Dnmt3bb.2 and Dnmt3ba were selected using Targeter 2.0 software (Doyle et al., 2012). TAL repeat assembly was achieved using the Golden Gate assembly method, and assembled repeats were integrated into the GoldyTALEN scaffold (Bedell et al., 2012; Cermak et al., 2011). Assembled vectors served as templates for in vitro mRNA transcription using the T3 mMessage mMachine kit (Ambion) according to manufacturer’s instructions. 50–100 pg mRNA was injected into WT embryos at the one-cell stage. Position and sequences of mutants is provided in Supplementary files 8 and 9.

### Immunohistochemistry and imaging

Embryos were fixed overnight at 4°C in 4% paraformaldehyde then washed 3 times for 20 min in a PBS medium containing 1% Triton X100 (PBS-1%Triton) for 20 min. Embryos were incubated for 1 hr in the blocking buffer (PBS-1%Triton, sheep serum 10%) then overnight at 4°C in a medium containing the primary antibody: anti-Acetylated Tubulin (Sigma-Aldrich T7451), anti Phospho Histone H3 (Ser10) (Cell Signaling, 9701) or anti Cleaved Caspase 3 (Asp175) (Cell Signaling, 9661) used at 1:400 dilution, anti Sox17 (Novus, NBP2-24568), anti Yap (Cell Signaling, 4912) used at 1:200 dilution and anti 5-methyl-cytosine (abcam, ab10805) used at 1:10,000 dilution in the blocking buffer. Embryos were then washed 3 × 20 min with PBS-1%Triton and incubated 2 hr at room temperature in a medium containing the secondary antibody: a goat anti-rabbit Alexa Fluor 488 (Thermofisher, A11008) or a goat anti-mouse Alexa Fluor 546 (Thermofisher, A11030) used at a 1:800 dilution in the blocking buffer, and 2% Hoechst 33342 (Sigma-Aldrich) to label the nuclei. After three final washes of 20 min in PBS-1%Triton, embryos were mounted in 2% low melting agarose. Representative images were acquired using a Leica TCS LSI confocal macroscope. Images were analyzed using Image J software.

### Quantitative analysis of Kupffer’s vesicle size, cilia length and number of DFCs

KV size, cilia length and DFCs were quantified as described in Gokey et al. (2015); Gokey et al. (2016). Embryos were observed in brightfield using a Leica macroscope and the area of the KV lumen was measured using the ImageJ software (NIH). For cilia, embryos immunostained with acetylated-tubulin antibodies were imaged using a Leica TCS LSI confocal macroscope and the length of cilia was measured using ImageJ software. The number of DFCs was determined using the *Tg(sox17:GFP)^S870^* by manually counting the number of Hoechst 33342 labeled nuclei of GFP+ DFCs in a Z-series of images collected using a Leica TCS LSI confocal macroscope.

For statistical analyses, P values were calculated with Graphpad prism eight software using two-tailed unpaired t-test. All raw data are available in Figure 2—source data 1, Figure 3—source data 1 and Figure 9—source data 1.

### Pharmacological treatments

Verteporfin treatment: a 2 mg/ml stock solution of Verteporfin (SML0534, Sigma) was prepared in dimethylsulfoxide (DMSO). Embryos were incubated from the 1 cell stage to 24 hpf with verteporfin diluted in 0.3 x Danieau buffer at a final concentration of 2.5 µM.

### RNA extraction, cDNA library preparation and RNA-Seq

DFCs were dissected out in DMEM/F-12 medium (Gibco Dulbecco's Modified Eagle Medium: Nutrient Mixture F-12) from embryos of the Tg(sox17:GFP) line at the 90% epiboly stage injected at the 1 cell stage with 8 ng of standard MO (Control), 4 ng of Vgll4l MOsp or together with 4 ng of Yap MO1 and 4 ng of Taz MOsp1. Individual samples were transferred in a 0.5 ml Eppendorf tube with 2 µl of DMEM/F12. Total RNA was extracted and purified using SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing from Clontech. Purified RNA samples were then reverse transcribed into cDNA and amplified. Libraries were constructed using a NEB DNA Ultra library construction kit (New England Biolabs), with standard TruSeq-type adapters. Libraries size and concentration were assessed using an Agilent 2100 Bioanalyzer. Libraries were multiplexed and 50 bp single-end were sequenced (Beijing Genomics Institute) on illumina Hiseq 2000 sequencer generating a minimum of 20 million reads per sample. Genome-wide transcriptome were produced from quadruplicate biological replicates.

### Bioinformatics

Bioinformatic analysis was performed by UVA bioinformatics core facility. Sequences alignment was done using STAR. Reads were mapped to GRCz10 Ensembl genes using the featureCounts software. DESeq2 Bioconductor package was used to normalize count data, estimate dispersion, and fit a negative binomial model for each gene. The Benjamini-Hochberg False Discovery Rate procedure was used to re-estimate the adjusted p-values for Ensembl gene IDs mapping to known genes. GO-term analysis was done in cytoscape 3.2.2 using the cluego plugin (Bindea et al., 2009). Heatmap was generated using heatmap.2 plugin in R.

## Data Availability

RNA sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE119623 and are also provided in Supplementary file 1. All data generated or analysed during this study are included in the manuscript and supporting files. Source data for Figure 1, 2, 3, 9, Figure 1—figure supplement 2 and Figure 2—figure supplement 2 has been provided. The following dataset was generated: FillatreJThisseCThisseB2018RNA-seq of zebrafish embryo dorsal forerunner cells lacking Vestigial like 4 like (Vgll4l) or Yes associated protein 1 (Yap1)/ WW domain containing transcription regulator 1 (Wwtr1/Taz) activitiesNCBI Gene Expression OmnibusGSE119623

## Additional files

Supplementary file 1. Transcriptome of DFCs at 80% epiboly in Control (Ctrl), Vgll4l and Yap/Taz loss-of-function.

Supplementary file 2. Regulation of the expression by Vgll4l and Yap/Taz of zebrafish homologs of Yap direct target genes in mammals. Table summarizing the variation of expression (fold change) of genes differentially expressed (normalized counts > 1, llog2foldchangel ≥ 1, adjusted P value ≤ 0,05) between control and Vgll4l or Yap/Taz morphants for 143 zebrafish homologs of Yap direct target genes in mammals. Reference source for the set of Yap direct target genes: (1) (Zanconato et al., 2015), (2) (Wang et al., 2018), (3) (Lin et al., 2015)

Supplementary file 3. Expression of genes known to be required for DFCs and/or KV development in control and in Vgll4l or Yap/Taz loss-of-function condition.

Supplementary file 4. Expression of genes coding for proteins involved in ciliogenesis and known to be required for proper function of the LRO in control and in Vgll4l or Yap/Taz loss-of-function condition.

Supplementary file 5. Sequence of primers used to generate sgRNAs and for screening Crispr/Cas9 mutants.

Supplementary file 6. Position of MO, ASO target sequences and of mutations in *vgll4l*, *vgll4b*, *yap*, *taz*, *tead1a* and *tead3a*.

Supplementary file 7. Sequences of mutations in *vgll4l*, *vgll4b*, *yap*, *taz*, *tead1a* and *tead3a*.

Supplementary file 8. Position of MO target sequences and mutations in *dnmt3bb.1*, *dnmt3bb.2*, *dnmt3ba*, *mbd3a* and *mbd3b*.

Supplementary file 9. Sequence of *dnmt3bb.1*, *dnmt3bb.2* and *dnmt3ba* mutants.

Transparent reporting form

# Supplementary material for: TEADs, Yap, Taz, Vgll4s transcription factors control the establishment of Left-Right asymmetry in zebrafish
**Source:** eLife. 2019 Sep 12;8:e45241. doi: 10.7554/eLife.45241

Supplementary file 8: Position of MO target sequences and mutations (red) in dnmt3bb.1, dnmt3bb.2,

dnmt3ba, mbd3a and mbd3b

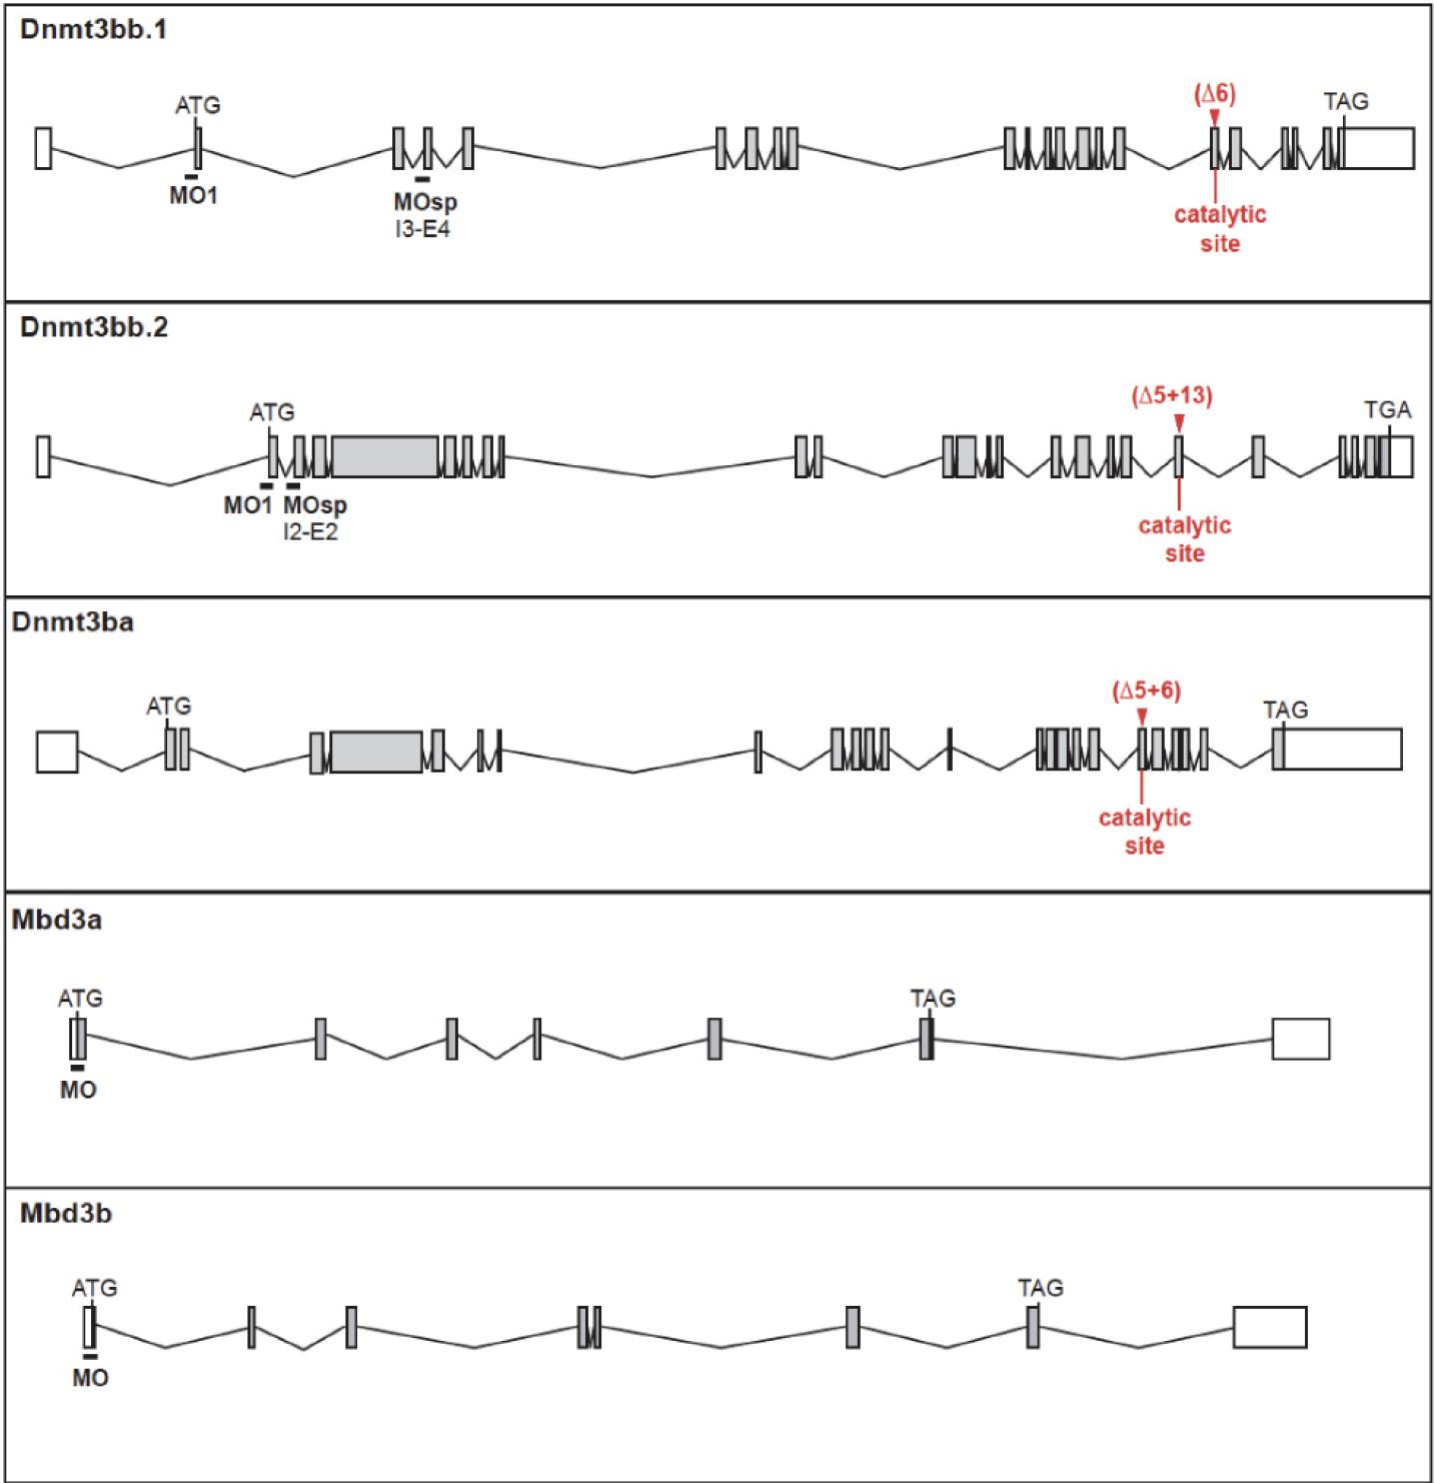

**Supplement:** Supplementary file 8.

# Supplementary material for: TEADs, Yap, Taz, Vgll4s transcription factors control the establishment of Left-Right asymmetry in zebrafish
**Source:** eLife. 2019 Sep 12;8:e45241. doi: 10.7554/eLife.45241
**Supplement:** Supplementary file 9.

Supplementary File 9: Sequence of Dnmt3bb.1, Dnmt3bb.2 and Dnmt3ba mutants. Catalytic site is underlined. TALEN target sequences are in green. Aminoacids coded on the wrong reading frame after the mutation site are italicized and red.

<u>**DNMT3BB.1 E17 (Δ6)**</u>			
	W G P <u>F D M V I G G S</u> **P C** N D L S I V N P A R		
**Dnmt3bb.1**	TGGGGGCCCT <u>TTGACATGGTGATT</u> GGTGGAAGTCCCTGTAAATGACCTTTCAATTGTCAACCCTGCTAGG	1940	
**Dnmt3bb.1 (Δ6)**	TGGGGGCCCT <u>TTGACATGGTGATT</u> GGTGGA-----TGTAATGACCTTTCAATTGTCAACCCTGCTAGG	1934	
	W G P <u>F D M V I G G</u> C N D L S I V N P A R		
Dnmt3bb.1	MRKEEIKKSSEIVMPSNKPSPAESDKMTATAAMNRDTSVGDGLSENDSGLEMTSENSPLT	60	
Dnmt3bb.1 (Δ6)	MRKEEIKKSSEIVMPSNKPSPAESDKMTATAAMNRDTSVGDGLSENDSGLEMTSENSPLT	60	
Dnmt3bb.1	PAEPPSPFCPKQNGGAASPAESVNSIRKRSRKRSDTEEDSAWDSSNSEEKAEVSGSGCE	120	
Dnmt3bb.1 (Δ6)	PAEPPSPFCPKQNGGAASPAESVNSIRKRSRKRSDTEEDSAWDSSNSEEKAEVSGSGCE	120	
Dnmt3bb.1	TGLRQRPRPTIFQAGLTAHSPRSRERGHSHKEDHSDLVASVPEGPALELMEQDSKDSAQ	180	
Dnmt3bb.1 (Δ6)	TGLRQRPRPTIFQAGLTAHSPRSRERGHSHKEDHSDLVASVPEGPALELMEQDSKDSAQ	180	
Dnmt3bb.1	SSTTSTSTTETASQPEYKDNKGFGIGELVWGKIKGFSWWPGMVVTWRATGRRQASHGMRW	240	
Dnmt3bb.1 (Δ6)	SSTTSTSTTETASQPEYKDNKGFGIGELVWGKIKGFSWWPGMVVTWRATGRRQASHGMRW	240	
Dnmt3bb.1	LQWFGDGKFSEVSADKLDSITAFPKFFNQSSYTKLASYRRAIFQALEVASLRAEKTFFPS	300	
Dnmt3bb.1 (Δ6)	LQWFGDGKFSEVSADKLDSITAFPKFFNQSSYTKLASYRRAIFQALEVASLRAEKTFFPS	300	
Dnmt3bb.1	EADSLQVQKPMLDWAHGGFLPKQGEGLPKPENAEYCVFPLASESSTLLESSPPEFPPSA	360	
Dnmt3bb.1 (Δ6)	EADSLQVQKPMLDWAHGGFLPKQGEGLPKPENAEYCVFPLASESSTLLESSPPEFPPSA	360	
Dnmt3bb.1	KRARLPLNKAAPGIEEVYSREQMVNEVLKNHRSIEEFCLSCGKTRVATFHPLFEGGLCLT	420	
Dnmt3bb.1 (Δ6)	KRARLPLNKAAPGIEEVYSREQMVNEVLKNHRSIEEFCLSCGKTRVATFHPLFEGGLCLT	420	
Dnmt3bb.1	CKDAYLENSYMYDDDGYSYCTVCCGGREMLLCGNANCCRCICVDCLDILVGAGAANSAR	480	
Dnmt3bb.1 (Δ6)	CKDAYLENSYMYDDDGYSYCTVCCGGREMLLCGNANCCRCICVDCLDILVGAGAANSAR	480	
Dnmt3bb.1	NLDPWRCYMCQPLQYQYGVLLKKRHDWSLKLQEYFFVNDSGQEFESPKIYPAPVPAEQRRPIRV	540	
Dnmt3bb.1 (Δ6)	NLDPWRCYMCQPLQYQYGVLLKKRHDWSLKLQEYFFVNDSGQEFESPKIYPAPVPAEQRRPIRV	540	
Dnmt3bb.1	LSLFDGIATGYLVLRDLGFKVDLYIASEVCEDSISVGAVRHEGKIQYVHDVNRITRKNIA	600	
Dnmt3bb.1 (Δ6)	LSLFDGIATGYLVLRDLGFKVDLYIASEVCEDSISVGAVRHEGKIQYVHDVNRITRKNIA	600	
Dnmt3bb.1	EWGPFDMVIGGS **PC** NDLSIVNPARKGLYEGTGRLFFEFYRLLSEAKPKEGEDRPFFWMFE	660	
Dnmt3bb.1 (Δ6)	EWGPFDMVIGG--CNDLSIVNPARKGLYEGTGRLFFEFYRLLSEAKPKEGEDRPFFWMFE	660	
Dnmt3bb.1	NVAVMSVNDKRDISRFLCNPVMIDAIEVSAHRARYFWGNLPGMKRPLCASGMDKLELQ	720	
Dnmt3bb.1 (Δ6)	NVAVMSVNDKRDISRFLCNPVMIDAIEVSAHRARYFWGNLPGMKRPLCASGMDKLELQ	720	
Dnmt3bb.1	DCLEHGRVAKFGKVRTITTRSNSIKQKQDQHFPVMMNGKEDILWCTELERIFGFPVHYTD	780	
Dnmt3bb.1 (Δ6)	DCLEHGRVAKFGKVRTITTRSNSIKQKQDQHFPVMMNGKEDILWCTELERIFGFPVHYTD	780	
Dnmt3bb.1	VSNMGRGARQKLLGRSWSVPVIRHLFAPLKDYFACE	816	
Dnmt3bb.1 (Δ6)	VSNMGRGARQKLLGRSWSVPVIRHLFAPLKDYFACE	816	

DNMT3BB.2 E20 (Δ5+13)

	W G P F D L L I G G	S P C N D L S I V N P A R	
Dnmt3bb.2	TGGGGTCCATTGATCTTCTCATTTGGTGGG	-----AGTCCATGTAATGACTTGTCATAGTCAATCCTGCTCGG	3949
Dnmt3bb.2 (Δ5+13)	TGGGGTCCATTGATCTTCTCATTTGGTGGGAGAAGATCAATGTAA	-----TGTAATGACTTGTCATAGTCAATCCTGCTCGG	3957
	W G P F D L L I G G E D Q C N	V M T C P *	

Dnmt3bb.2	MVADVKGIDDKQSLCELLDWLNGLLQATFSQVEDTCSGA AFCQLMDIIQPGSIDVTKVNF	60
Dnmt3bb.2 (Δ5+13)	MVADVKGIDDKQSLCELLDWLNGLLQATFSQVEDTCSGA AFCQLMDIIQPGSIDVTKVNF	60
Dnmt3bb.2	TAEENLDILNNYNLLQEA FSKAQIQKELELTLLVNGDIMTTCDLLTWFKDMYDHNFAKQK	120
Dnmt3bb.2 (Δ5+13)	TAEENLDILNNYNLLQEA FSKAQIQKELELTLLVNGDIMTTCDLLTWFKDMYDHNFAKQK	120
Dnmt3bb.2	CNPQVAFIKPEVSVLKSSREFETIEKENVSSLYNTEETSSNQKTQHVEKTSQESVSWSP	180
Dnmt3bb.2 (Δ5+13)	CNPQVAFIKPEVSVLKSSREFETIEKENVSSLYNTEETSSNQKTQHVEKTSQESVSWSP	180
Dnmt3bb.2	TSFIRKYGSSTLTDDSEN NVNSKDCPGQKSF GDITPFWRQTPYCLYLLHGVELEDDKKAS	240
Dnmt3bb.2 (Δ5+13)	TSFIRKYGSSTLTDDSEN NVNSKDCPGQKSF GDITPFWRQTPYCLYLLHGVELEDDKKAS	240
Dnmt3bb.2	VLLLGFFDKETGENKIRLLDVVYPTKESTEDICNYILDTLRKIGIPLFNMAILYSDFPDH	300
Dnmt3bb.2 (Δ5+13)	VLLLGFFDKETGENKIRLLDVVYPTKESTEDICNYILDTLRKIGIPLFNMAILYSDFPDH	300
Dnmt3bb.2	EHLVAGLQLMKA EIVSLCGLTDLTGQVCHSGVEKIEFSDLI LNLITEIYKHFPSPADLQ	360
Dnmt3bb.2 (Δ5+13)	EHLVAGLQLMKA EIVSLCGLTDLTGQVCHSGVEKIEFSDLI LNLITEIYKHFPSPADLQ	360
Dnmt3bb.2	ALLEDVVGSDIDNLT SQCSLFWRI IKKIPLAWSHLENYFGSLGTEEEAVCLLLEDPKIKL	420
Dnmt3bb.2 (Δ5+13)	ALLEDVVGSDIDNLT SQCSLFWRI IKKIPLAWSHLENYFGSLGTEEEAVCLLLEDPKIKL	420
Dnmt3bb.2	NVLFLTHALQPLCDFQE I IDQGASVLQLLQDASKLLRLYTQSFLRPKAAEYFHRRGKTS	480
Dnmt3bb.2 (Δ5+13)	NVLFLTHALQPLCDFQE I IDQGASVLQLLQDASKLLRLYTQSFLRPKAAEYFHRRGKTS	480
Dnmt3bb.2	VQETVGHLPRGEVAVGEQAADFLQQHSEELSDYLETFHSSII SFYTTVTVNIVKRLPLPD	540
Dnmt3bb.2 (Δ5+13)	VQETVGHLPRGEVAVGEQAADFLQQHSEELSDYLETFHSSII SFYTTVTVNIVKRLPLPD	540
Dnmt3bb.2	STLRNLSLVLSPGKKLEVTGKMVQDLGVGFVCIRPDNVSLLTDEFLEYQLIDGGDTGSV	600
Dnmt3bb.2 (Δ5+13)	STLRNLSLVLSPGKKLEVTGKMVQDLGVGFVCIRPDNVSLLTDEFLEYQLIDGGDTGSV	600
Dnmt3bb.2	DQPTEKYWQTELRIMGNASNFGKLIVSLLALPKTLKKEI IFKQMFQQT DYLKMMRKEDCE	660
Dnmt3bb.2 (Δ5+13)	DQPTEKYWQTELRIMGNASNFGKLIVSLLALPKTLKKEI IFKQMFQQT DYLKMMRKEDCE	660
Dnmt3bb.2	EKDMMEDDVT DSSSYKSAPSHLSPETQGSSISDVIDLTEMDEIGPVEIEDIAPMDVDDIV	720
Dnmt3bb.2 (Δ5+13)	EKDMMEDDVT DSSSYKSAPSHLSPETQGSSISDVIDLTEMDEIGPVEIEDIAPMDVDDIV	720
Dnmt3bb.2	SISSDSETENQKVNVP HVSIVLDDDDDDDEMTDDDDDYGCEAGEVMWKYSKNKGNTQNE	780
Dnmt3bb.2 (Δ5+13)	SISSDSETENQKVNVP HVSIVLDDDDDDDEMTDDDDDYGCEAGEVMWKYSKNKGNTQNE	780
Dnmt3bb.2	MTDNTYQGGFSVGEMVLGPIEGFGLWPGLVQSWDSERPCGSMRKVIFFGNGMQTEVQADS	840
Dnmt3bb.2 (Δ5+13)	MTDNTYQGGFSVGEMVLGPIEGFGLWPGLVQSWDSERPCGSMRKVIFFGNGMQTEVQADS	840
Dnmt3bb.2	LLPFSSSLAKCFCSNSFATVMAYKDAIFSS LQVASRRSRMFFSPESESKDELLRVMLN WAF	900
Dnmt3bb.2 (Δ5+13)	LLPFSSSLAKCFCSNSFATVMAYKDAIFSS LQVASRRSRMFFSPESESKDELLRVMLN WAF	900
Dnmt3bb.2	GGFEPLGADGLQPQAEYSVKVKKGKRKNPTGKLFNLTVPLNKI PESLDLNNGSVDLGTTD	960

Dnmt3bb.2 (Δ5+13)	 GGFEPLGADGLQQA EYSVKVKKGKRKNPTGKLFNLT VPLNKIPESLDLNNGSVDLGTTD	960
Dnmt3bb.2	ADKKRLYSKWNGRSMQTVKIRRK YKQRNKNI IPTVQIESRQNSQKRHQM VHEFLKNKRKI	1020
Dnmt3bb.2 (Δ5+13)	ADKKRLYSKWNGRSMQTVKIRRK YKQRNKNI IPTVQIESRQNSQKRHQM VHEFLKNKRKI	1020
Dnmt3bb.2	EDFCLSCGSM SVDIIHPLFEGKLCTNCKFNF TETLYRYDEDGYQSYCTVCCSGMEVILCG	1080
Dnmt3bb.2 (Δ5+13)	EDFCLSCGSM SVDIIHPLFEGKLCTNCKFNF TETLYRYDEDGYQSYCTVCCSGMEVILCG	1080
Dnmt3bb.2	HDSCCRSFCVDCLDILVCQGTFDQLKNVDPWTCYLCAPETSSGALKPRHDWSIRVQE FFA	1140
Dnmt3bb.2 (Δ5+13)	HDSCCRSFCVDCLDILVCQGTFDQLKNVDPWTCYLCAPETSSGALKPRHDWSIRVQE FFA	1140
Dnmt3bb.2	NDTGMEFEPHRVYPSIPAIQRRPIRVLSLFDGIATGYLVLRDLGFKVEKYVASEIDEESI	1200
Dnmt3bb.2 (Δ5+13)	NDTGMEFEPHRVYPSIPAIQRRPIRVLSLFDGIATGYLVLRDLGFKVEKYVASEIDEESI	1200
Dnmt3bb.2	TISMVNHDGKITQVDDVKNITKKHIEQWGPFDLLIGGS **PC** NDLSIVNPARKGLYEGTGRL	1260
Dnmt3bb.2 (Δ5+13)	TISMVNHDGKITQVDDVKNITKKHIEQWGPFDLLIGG <u>EDCNVMTCP</u>	1246
Dnmt3bb.2	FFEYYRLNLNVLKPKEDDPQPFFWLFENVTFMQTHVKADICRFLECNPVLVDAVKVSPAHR	1320
Dnmt3bb.2	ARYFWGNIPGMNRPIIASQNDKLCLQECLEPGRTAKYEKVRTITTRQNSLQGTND AHP	1380
Dnmt3bb.2	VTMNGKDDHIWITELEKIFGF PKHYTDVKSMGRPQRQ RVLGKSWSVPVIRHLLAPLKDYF	1440
Dnmt3bb.2	ACDEFPVK 1448	

DNMT3Ba E20 (Δ5+6)

	G P F D L L I G G S P C N D L S M V N P A R K G	
Dnmt3ba	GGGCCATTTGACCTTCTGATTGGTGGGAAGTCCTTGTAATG-----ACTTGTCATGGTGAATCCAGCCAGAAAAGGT	3839
Dnmt3ba (Δ5+6)	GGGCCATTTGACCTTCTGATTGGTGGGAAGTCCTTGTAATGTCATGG-----TCCATGGTGAATCCAGCCAGAAAAGGT	3840
	G P F D L L I G G S P C N V M V H G E S S Q K R	

Dnmt3ba	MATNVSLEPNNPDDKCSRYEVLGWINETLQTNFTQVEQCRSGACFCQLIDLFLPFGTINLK	60
Dnmt3ba1	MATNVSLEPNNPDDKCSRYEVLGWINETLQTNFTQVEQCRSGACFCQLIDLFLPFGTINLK	60
Dnmt3ba	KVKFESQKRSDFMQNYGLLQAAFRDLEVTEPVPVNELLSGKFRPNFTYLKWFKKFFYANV	120
Dnmt3ba	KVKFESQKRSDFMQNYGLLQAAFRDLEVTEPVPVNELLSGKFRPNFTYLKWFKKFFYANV	120
Dnmt3ba	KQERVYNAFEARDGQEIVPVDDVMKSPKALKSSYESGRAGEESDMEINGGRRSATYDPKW	180
Dnmt3ba	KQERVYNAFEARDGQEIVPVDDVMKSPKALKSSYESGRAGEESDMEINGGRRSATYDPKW	180
Dnmt3ba	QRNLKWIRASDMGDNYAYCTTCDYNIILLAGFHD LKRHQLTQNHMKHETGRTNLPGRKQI	240
Dnmt3ba	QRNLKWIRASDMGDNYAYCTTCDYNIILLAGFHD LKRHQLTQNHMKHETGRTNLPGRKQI	240
Dnmt3ba	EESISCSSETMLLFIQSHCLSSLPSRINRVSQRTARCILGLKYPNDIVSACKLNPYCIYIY	300
Dnmt3ba	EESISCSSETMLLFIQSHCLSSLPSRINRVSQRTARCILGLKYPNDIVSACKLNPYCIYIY	300
Dnmt3ba	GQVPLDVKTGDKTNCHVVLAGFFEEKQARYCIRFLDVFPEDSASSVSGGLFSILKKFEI	360
Dnmt3ba	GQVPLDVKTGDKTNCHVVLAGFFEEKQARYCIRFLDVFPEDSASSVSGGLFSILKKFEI	360
Dnmt3ba	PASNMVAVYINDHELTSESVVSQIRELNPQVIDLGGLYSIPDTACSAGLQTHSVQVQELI	420
Dnmt3ba	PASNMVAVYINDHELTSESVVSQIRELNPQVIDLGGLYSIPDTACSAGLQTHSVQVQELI	420
Dnmt3ba	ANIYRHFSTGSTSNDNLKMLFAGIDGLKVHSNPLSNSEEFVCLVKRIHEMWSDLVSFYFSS	480
Dnmt3ba	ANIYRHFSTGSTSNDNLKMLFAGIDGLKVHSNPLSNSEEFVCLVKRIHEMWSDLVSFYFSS	480
Dnmt3ba	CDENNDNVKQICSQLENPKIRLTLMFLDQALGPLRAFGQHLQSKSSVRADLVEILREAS	540
Dnmt3ba	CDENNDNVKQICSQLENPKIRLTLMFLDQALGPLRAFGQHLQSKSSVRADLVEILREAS	540
Dnmt3ba	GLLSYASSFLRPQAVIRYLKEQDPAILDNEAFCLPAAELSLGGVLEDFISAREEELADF	600
Dnmt3ba	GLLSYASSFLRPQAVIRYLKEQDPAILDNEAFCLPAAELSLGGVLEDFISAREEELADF	600
Dnmt3ba	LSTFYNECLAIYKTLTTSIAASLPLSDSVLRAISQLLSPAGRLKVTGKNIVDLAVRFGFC	660
Dnmt3ba	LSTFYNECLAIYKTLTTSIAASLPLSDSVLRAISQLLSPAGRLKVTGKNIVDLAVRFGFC	660
Dnmt3ba	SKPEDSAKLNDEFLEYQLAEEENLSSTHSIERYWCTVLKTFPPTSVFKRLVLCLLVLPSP	720
Dnmt3ba	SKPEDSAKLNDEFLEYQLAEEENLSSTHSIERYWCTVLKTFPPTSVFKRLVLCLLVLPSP	720
Dnmt3ba	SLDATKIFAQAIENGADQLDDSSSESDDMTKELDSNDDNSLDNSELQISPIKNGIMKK	780
Dnmt3ba	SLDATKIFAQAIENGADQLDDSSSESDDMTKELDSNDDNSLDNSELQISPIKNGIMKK	780
Dnmt3ba	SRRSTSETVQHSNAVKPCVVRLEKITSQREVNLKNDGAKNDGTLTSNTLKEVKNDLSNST	840
Dnmt3ba	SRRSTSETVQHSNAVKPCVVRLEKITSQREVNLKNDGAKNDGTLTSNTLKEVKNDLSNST	840

Dnmt3ba	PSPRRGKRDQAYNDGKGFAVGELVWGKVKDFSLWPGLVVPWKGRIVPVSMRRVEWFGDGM	900
Dnmt3ba		
Dnmt3ba	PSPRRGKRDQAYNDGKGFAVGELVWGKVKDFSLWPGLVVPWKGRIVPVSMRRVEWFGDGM	900
Dnmt3ba	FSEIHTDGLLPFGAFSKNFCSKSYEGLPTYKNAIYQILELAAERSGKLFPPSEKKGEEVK	960
Dnmt3ba		
Dnmt3ba	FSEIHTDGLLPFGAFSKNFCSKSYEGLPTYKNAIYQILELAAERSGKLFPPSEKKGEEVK	960
Dnmt3ba	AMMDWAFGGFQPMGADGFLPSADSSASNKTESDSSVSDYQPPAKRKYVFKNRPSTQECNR	1020
Dnmt3ba		
Dnmt3ba	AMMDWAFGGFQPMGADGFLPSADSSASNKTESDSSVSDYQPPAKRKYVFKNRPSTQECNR	1020
Dnmt3ba	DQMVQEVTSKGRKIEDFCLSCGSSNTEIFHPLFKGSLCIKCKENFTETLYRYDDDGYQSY	1080
Dnmt3ba		
Dnmt3ba	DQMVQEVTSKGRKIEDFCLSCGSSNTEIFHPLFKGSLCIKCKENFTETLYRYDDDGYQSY	1080
Dnmt3ba	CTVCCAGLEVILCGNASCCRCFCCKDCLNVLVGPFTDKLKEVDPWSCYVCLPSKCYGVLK	1140
Dnmt3ba		
Dnmt3ba	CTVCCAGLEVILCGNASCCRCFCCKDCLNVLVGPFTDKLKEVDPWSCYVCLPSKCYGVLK	1140
Dnmt3ba	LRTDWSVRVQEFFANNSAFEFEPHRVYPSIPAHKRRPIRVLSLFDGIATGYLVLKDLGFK	1200
Dnmt3ba		
Dnmt3ba	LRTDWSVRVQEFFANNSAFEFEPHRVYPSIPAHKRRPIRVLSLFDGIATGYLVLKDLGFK	1200
Dnmt3ba	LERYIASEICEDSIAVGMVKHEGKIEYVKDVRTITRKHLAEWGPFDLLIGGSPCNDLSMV	1260
Dnmt3ba		
Dnmt3ba	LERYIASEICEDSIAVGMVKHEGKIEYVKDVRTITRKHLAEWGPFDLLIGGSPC <i>NVMVHG</i>	1260
Dnmt3ba	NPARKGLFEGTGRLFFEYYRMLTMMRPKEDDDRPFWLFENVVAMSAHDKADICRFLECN	
Dnmt3ba	<i>ESSQKRSF</i> * 1268	
	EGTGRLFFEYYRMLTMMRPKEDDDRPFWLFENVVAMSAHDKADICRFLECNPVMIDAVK	
	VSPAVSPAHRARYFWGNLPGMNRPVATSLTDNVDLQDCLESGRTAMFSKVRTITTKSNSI	
	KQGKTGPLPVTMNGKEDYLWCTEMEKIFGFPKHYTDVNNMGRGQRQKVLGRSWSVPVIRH	
	LFAPLKDYFACE*

How the deposited data were processed for this re-analysis (not part of the article)

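RNA of dissected clusters of dorsal forerunner cells from Tg(sox17:GFP) embryos was measured in 3 groups of 4 libraries each, injected at the 1-cell stage with a standard control morpholino, with the Vgll4l morpholino, or with the Yap and Taz morpholinos together. The authors extracted RNA and amplified cDNA with the SMART-Seq v4 kit, sequenced 50-bp single-end reads, aligned them with STAR to GRCz10, counted them per gene with featureCounts and Ensembl genes, and tested them with DESeq2, with adjusted p-values re-estimated over the IDs of known genes. The methods give no versions for these steps.

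The deposited table holds a normalized count signal per gene and library, a log2 fold change of each knockdown against control by the authors, and the authors' adjusted p-value for it. Its headers name the signal TPM, but the columns do not sum to one fixed total and each value above 0 is a whole multiple of the step of its column, so the values are reads divided by a size factor per library, and reads were recovered from them. Of 31953 genes, 13507 have no usable symbol in the table, of which 8398 were named by their Ensembl ID from a reference table of gene names and 5109 were not; 18 symbols had been turned into dates. No coordinates were used, since the reference at hand is of another assembly, GRCz12tu.

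The main comparison used limma 3.58.1 in R 4.3.3: limma-trend on log2(normalized count + 1) in one fit of the 12 libraries, over genes with a mean of at least 1 normalized count, with Benjamini-Hochberg adjustment per comparison. A gene passed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The knockdowns were also compared with each other in that fit. Its estimate of the spread is shared by the 3 groups, so a standard error or adjusted p also depends on the group not compared. Means are given with the SD over 4 libraries. Where a group was at 0 in all its libraries, the fold is a bound at a floor of 3 reads over the group. Gene lists were tested with camera, with a preset correlation of 0.01 between genes and with a correlation estimated from the data, adjusted over the 32 fixed lists and both comparisons (64 tests) and apart from these over the 4 lists of the study and both comparisons (8 tests), and counted again with adjustment over the list alone. Counts of list members are to be read against all 17609 genes tested. Of these, 7202 fell and 5368 rose after Vgll4l knockdown, and 6813 fell and 5287 rose after Yap/Taz knockdown. The lists of motile cilia, intraflagellar transport, mitosis, DNA replication, histone writers, DNA methylation, signaling pathways, stress and cell types were written from general knowledge before the deposited table was examined, and 4 lists are the study's own. A part of Supplementary file 1, which holds values of these libraries, had been read before the analysis was planned. The plan was therefore not made without sight of any of these values. edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for the alternatives, tables and figures.

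A median of 5248938 reads per control library, 9247686 per Vgll4l library and 9939483.5 per Yap/Taz library were assigned to genes. The fit was tested on simulated data for 17609 genes with the mean levels, depths and within-group spread of these libraries, where 200 genes with a mean of at least 20 were changed in the Vgll4l group: limma recovered 64 of 66 genes changed by a log2 of 1.5, 67 of 67 at 2 and 67 of 67 at 3, and called 7 genes that had not been changed, against 6 for edgeR.

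Genes named in the text are the knocked-down genes, the genes that the paper names for its transcriptome, the 5 largest rises and 5 largest falls per knockdown among genes with a mean of at least 500 in the higher group whose libraries lie beyond all control libraries, and up to 2 rises and 2 falls per list among members that passed with a mean of at least 50. The 3 genes of the enveloping layer list that were most abundant in Vgll4l clusters were added after their level was seen. Some values of the named genes in the paper's tables and figures had been seen when the rule was written. Of the 297 genes taken in this way, 146 are named in the text.

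Alternatives were pseudocounts of 0.5 and 10, no filter, a mean of at least 10, a filter on the control mean, TMM scaling, edgeR with and without a filter, DESeq2, the authors' own fold changes, a fit of the groups compared alone, a replicate block, averages of near-identical libraries, no fold threshold, a log2 fold change of at least 2, and each library left out in turn. Near-identical libraries were chosen from the values of these libraries in the part of Supplementary file 1 at hand. For the principal components 2000 genes, all genes and unit variance were tried, and for the spread between libraries the median and pairs of at least 200 reads. Gene Ontology terms, imaging and in situ data were not analysed here.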

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

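Every test of a technical explanation below was chosen after its pattern was seen, while the other divisions of the libraries into groups of 4, the gene lists and the rule for a library apart from its group were set before the deposited table was examined. Values of these libraries in a part of Supplementary file 1 had been read before the analysis was planned. Vgll4l replicate 2 stood apart from the other libraries of its group in 16615 genes detected, against 13908 to 14179 in the other Vgll4l libraries, and in its mean distance of 0.960 to them. A gap to the nearest library that takes over 0.829 of the range of a group of 4 occurs by chance in about 1 in 20 groups, and among 24 sets of library measures, 2 showed it where 1.2 are to be had by chance. Of the genes named in the text, 18 of 146 examined had such a gap among the Vgll4l libraries (1 in replicate 1 and 17 in replicate 2), 2 of 141 among the control libraries (1 in replicate 1 and 1 in replicate 2) and 21 of 142 among the Yap/Taz libraries (5 in replicate 1, 6 in replicate 2, 6 in replicate 3 and 4 in replicate 4), where chance gives about 1 in 20 of the genes examined. That rate is for continuous values. A gene with reads in a single library of a group has such a gap by construction, so these counts of genes include some near the floor and are no measure of excess.

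Lists of genes outside those the paper discusses passed by camera with a preset correlation, and none passed with an estimated correlation at the filter used throughout (7 of 64 list tests did with a filter on the control mean, and 10 without Vgll4l replicate 2). The lists are of DNA replication (25 genes higher after Vgll4l knockdown), ribosome biogenesis (41 higher after Vgll4l and 38 after Yap/Taz knockdown), cytosolic chaperonin and proteasome (32 and 23 higher), stress and immediate early genes (17 higher after Vgll4l knockdown), the enveloping layer (15 and 5 higher), the yolk syncytial layer (13 and 13 higher), paraxial and ventrolateral mesoderm (11 higher after Vgll4l knockdown), epidermal ectoderm (7 higher after Vgll4l knockdown), ribosomal proteins (26 higher after Vgll4l and 5 lower after Yap/Taz knockdown) and mitochondrially encoded genes (3 and 6 higher).

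Most genes differed between the groups while the libraries within a group were alike. The counts were 12570, 12100 and 11131 genes (Vgll4l against control, Yap/Taz against control and Vgll4l against Yap/Taz). In each comparison 1 of 35 divisions of the 8 libraries, the true one, reached the count, and the highest other division gave 1, 0 and 0. That is the smallest share these divisions can give, and it speaks against chance in the grouping only if the libraries of a group are independent samples. A mixed division puts the difference between groups into the spread within them, so it calls hardly any gene where the groups lie this far apart. The divisions thus add little to that separation. A candidate explanation is that the libraries of one group were made from 1 amplified cDNA sample: at most 0.116% of genes at 100 to 300 normalized counts in one library were under a twentieth of that in another library of its group, against 14.8 to 34.4% between groups. Another is the loss of transcripts present in a few molecules before amplification, since the share of genes under a twentieth of their control level after Vgll4l knockdown was 38.8% at 10 to 30 normalized counts, 5.97% at 1000 to 3000 and 1.31% above 3000, and the share at 1000 to 3000 was at most 0.185 of that at 10 to 30 for any group against another. Less in line with it, genes above 3000 in Vgll4l clusters were under a twentieth in control (4.26%) and Yap/Taz clusters (3.59%) about as often as those at 1000 to 3000 (4.77 and 2.88%). Such a loss alone would strike all kinds of genes. Among genes at 50 or more in some group, 36 of 87 motile cilia genes (41.4%) were under a twentieth in one group, near the 44.2% of all genes, while 9 of 71 genes of ribosome biogenesis, chaperonin and proteasome at 100 to 1000 (12.7%) were under a twentieth in one group, against 45.7% of 7606 genes at that level. An effect of the knockdowns stays open beside both, since the groups differ in the morpholino too. Against 1 shared cDNA sample, the paper describes 4 isolated clusters per condition, individual samples transferred to tubes before RNA extraction, and biological replicates. Also less in keeping with it, control replicates 1 and 2 varied against replicates 3 and 4 by 4.21 to 5.33 times counting noise. Pairs with Vgll4l replicate 2 varied by 8.97 to 12.7 times. The Yap/Taz pairs stayed at 1.66 to 2.43 times.

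Vgll4l replicate 2 held more genes than the other Vgll4l libraries and was further from them than they were from each other. Reads of the other groups in this library may account for the genes that the other Vgll4l libraries lack: 207 genes present in both other groups stood at 4.20% of their level there, 639 genes present in control clusters alone at 1.48% and 244 genes present in Yap/Taz clusters alone at 2.69%. The tables argue against such reads as the whole cause, since 248 genes found almost only in Vgll4l libraries kept a median of 75.7% of their level in it where added reads of a few percent would leave over 90%. A difference between the clusters themselves stays open and was not tested.

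Markers of the enveloping layer, the yolk syncytial layer and the epidermal ectoderm were higher in Vgll4l clusters. A lower share of DFCs would raise the markers of all other cell types alike only if those cells came along in like shares. The median log2 fold changes of the lists other than endoderm, which sox17:GFP also labels, lay up to 3.84 apart after Vgll4l knockdown, from 0.21 to 4.05. This spread does not speak to a lower share of DFCs beside more of some tissues only. The lists also differ in control clusters, with 1 of 8 prechordal plate genes at 100 or more against 16 of 19 of the enveloping layer. More RNA of the enveloping layer is a candidate explanation that its list does not settle: 15 of 19 genes were higher and 1 lower, with krt4 from 11207 to 148290, krt18 from 8001 to 80454 and krt8 from 5509 to 54481 normalized counts for the most abundant in Vgll4l clusters (named for their level after it was seen) and the gene that fell, cldnf from 528 to 258. The log2 fold change of cldnf, -1.03, lay at the threshold. It did not pass with TMM scaling or edgeR (-0.83 in each), without control replicate 2 (-0.98) or without Vgll4l replicate 3. Of the 19 genes 16 were at 100 or more in control clusters as well, and none is in a list of the study, which describes dissection of the clusters and no sort that would remove such cells. A change of the DFCs' own expression by the knockdown stays open and was not tested apart from this.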

How the results depend on the processing

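The tests that count only genes with a symbol in the deposited table were chosen after the values were seen. The averages of near-identical libraries were chosen from values of these libraries in a part of Supplementary file 1. The other alternatives were set after that part had been read and before the deposited table was examined. Without the tests by symbol, the Vgll4l comparison gave 9365 to 14881 genes and the Yap/Taz comparison 8893 to 14600. The share of genes passing in both that went the same way was 85.6%, and 89.6% with a pseudocount of 10, 83.8% with a mean of at least 10, 84.7% with edgeR, 90.9% with near-identical libraries averaged, 79.2% with no fold threshold and 93.6% at a log2 fold change of at least 2. It was 84.6% over genes with a symbol and 83.9% over these by the authors' own values. For the Yap target homologs it was 83.6%, 89.2% with a pseudocount of 10 and 94.8% at a log2 fold change of at least 2. At that threshold 15 of the in situ genes were lower after Vgll4l and 8 after Yap/Taz knockdown, and the fixed lists held 796 calls instead of 1237. A higher threshold calls fewer genes by its construction; for the other settings the cause was not tested.

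Leaving out each library in turn gave 12484 to 12608 genes for Vgll4l, 11994 to 12121 for Yap/Taz and 11055 to 11135 between the knockdowns, and 84.7 to 86.2% in the same direction, the lowest without Vgll4l replicate 2. For the Yap target homologs the share was 83.0 to 85.3%. In the same way 24 (in each case) and 14 to 15 in situ genes, 80 to 84 and 63 to 65 phenotype genes and 45 to 47 and 31 to 32 cilia genes were lower after Vgll4l and Yap/Taz knockdown, the fixed lists held 1230 to 1244 calls and all genes taken for naming 475 to 481. The first component held 51.0 to 78.6% of the variance, and 52.1, 51.4, 51.4 and 51.0% without control replicates 1 to 4; the cause was not tested. With a replicate block 12563 and 12106 genes passed. The replicates share numbers only: deviations from the group means correlated by -0.0939 to 0.0404 between libraries with one number and by -0.0749 to 0.0900 between others.

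Of 292 comparisons of the named genes, 276 to 292 kept their call and direction under the settings that leave the fold threshold as it was and test all of these genes (the fewest with edgeR without a filter), and none reversed. With a filter on the control mean it was 270 of 270, and with a mean of at least 10 288 of 288. TMM scaling shifted the median log2 fold change by 0.18 (Vgll4l) and 0.13 (Yap/Taz). Of 64 list tests 22 passed with the preset correlation, 19 to 25 over the settings. With an estimated correlation 0 passed (lowest adjusted p 0.07), 7 with a filter on the control mean and 10 without Vgll4l replicate 2 (lowest 0.0034); over the settings the lowest adjusted p ran up to 0.67. Control libraries hold a median of 5248938 reads against 9247686 in Vgll4l libraries, so a gene at 1 normalized count rests on fewer reads there.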

Differences from the paper's values

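The tests that count only genes with a symbol were chosen after the values were seen. The paper gives 7925 genes that passed after Yap/Taz knockdown, and 12100 passed here at the paper's stated thresholds over all genes tested, while its methods re-estimate adjusted p-values over Ensembl IDs of known genes. Of the alternatives set before the deposited table was examined, a pseudocount of 10 (9878), a mean of at least 10 (9431), a mean of at least 1 over the control libraries (10623), near-identical libraries averaged (10566, chosen from values of these libraries in a part of Supplementary file 1) and a log2 fold change of at least 2 (8893) lay within 1.5 times the paper's count, and the others, with 11965 to 14600, did not. Chosen after seeing the values, a count over genes with a symbol gave 8894, and 8834 by the authors' own fold changes and adjusted p values, with 9286 and 9173 for Vgll4l knockdown. By the authors' values over genes with a symbol 6410 genes passed in both knockdowns, 5381 in the same and 1029 in opposite directions, where the paper gives 6423, 5394 and 1029. This choice drops 0 of 104 genes that the paper names for its transcriptome and 1 of its 134 phenotype genes. Of the 11968 and 12359 genes that the authors' values call over all genes tested after Yap/Taz and Vgll4l knockdown, it keeps 8834 and 9173.

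For cfap45 the paper's bars stand at about 22% of control after Vgll4l knockdown and about 76% after Yap/Taz knockdown in Figure 4—figure supplement 2, read by eye, where its level here was 0.728% and 39.7%. None of the alternatives set before the deposited table was examined that could change it reached the paper's values, with 0.129 to 0.970% and 38.6 to 43.8%. The level of ttc25 here was 22.3% of control after Vgll4l and 75.5% after Yap/Taz knockdown. The paper states a minimum of 20 M reads sequenced per sample, and the smallest library holds 4.49 M reads assigned to genes, a narrower measure that no alternative changes.

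The figure marks wnt11 as changed after Yap/Taz knockdown, where its log2 fold change was -0.97 and under the threshold here, and -1.01 and past it without control replicate 3. The text counts fzd10 among the receptors lowered after Yap/Taz knockdown, with a log2 fold change of -0.68 here, while the figure and its legend show fzd8a, which fell by 3.20 on the log2 scale. The legend gives fgfr1a as lower in both knockdowns, and after Yap/Taz knockdown its log2 fold change was -0.91, under the threshold, as the figure marks it. The figure marks sox17 as changed after Yap/Taz knockdown, where it was -0.90 and under the threshold. The text counts dnmt3ba among the genes strongly lowered after Vgll4l knockdown, where it was -0.77 and under the threshold, as the figure marks it. The text holds that the Dnmt genes are not lowered after Yap/Taz knockdown: dnmt3bb.3 fell by 1.28 on the log2 scale, while dnmt3bb.1 (-0.10), dnmt3bb.2 (-0.87), dnmt3ba (0.90) and dnmt1 (1.88) did not fall past the threshold. The text calls dharma not expressed, and it had 6.45 ± 2.65 normalized counts after Vgll4l knockdown and 0 in control and Yap/Taz clusters; its rise missed the threshold with a pseudocount of 10 (log2 fold change 0.70). With no fold threshold wnt11, fzd10, fgfr1a and sox17 after Yap/Taz knockdown and dnmt3ba after Vgll4l knockdown pass (adjusted p = 1.2e-08, 9.7e-07, 4.1e-09, 2.3e-11 and 7.4e-10).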

Other observations

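No test in this part was chosen after its result was seen. imp3 (ENSDARG00000069287), which encodes a part of the machinery that processes ribosomal RNA, had 0 to 4.51 normalized counts over the control libraries, 599 ± 27.7 after Vgll4l knockdown and 304 ± 14.6 after Yap/Taz knockdown and rose in both (adjusted p = 3.1e-10 and adjusted p = 1.3e-09). riok2 (ENSDARG00000035264), a kinase gene of the small ribosomal subunit, had 11.9 ± 1.99, 1717 ± 266 and 569 ± 4.15 (adjusted p = 1.9e-14 and adjusted p = 2.4e-13), and npm1b (ENSDARG00000037675), a nucleolar gene, fell from 930.0 ± 21.6 to 138 ± 36.2 and 211 ± 14.2 (adjusted p = 3.4e-10 and adjusted p = 5.3e-09). Of 96 ribosome biogenesis genes, 41 rose and 9 fell after Vgll4l knockdown (9 lower and 41 higher when adjusted over the list alone), with adjusted p = 2.5e-05 by camera, and adjusted p = 0.07 with an estimated correlation, and 38 rose and 17 fell after Yap/Taz knockdown (17 lower and 38 higher when adjusted over the list alone), with adjusted p = 0.0035 by camera, and adjusted p = 0.16 with an estimated correlation. psmd7 (ENSDARG00000102417), a proteasome gene, had 2.38 ± 2.22, 237 ± 43.9 and 259.5 ± 6.58 and rose in both (adjusted p = 3.5e-09 and adjusted p = 2.9e-09). Of 42 chaperonin and proteasome genes, 32 rose and 1 fell after Vgll4l knockdown (1 lower and 32 higher when adjusted over the list alone), with adjusted p = 2.7e-10 by camera, and adjusted p = 0.16 with an estimated correlation, and 23 rose and 0 fell after Yap/Taz knockdown (0 lower and 23 higher when adjusted over the list alone), with adjusted p = 6.3e-07 by camera, and adjusted p = 0.24 with an estimated correlation. rpl12 (ENSDARG00000006691), a ribosomal protein gene, had 7584 ± 365, 6814 ± 294 and 2803 ± 88.8 and fell after Yap/Taz knockdown (log2 fold change -1.43, adjusted p = 1.1e-12). Of 74 ribosomal protein genes, 26 rose and 0 fell after Vgll4l knockdown (0 lower and 26 higher when adjusted over the list alone), with adjusted p = 6.4e-12 by camera, and adjusted p = 0.37 with an estimated correlation, and 2 rose and 5 fell after Yap/Taz knockdown (5 lower and 2 higher when adjusted over the list alone), with adjusted p = 0.043 by camera, and adjusted p = 0.77 with an estimated correlation. mt-nd2 (ENSDARG00000063899), of the respiratory chain, rose from 8666 ± 410.0 to 23463 ± 898 and 21714 ± 252 (log2 fold change 1.44, adjusted p = 2.0e-13 and log2 fold change 1.33, adjusted p = 4.8e-13). Of 13 mitochondrially encoded genes, 3 rose and 0 fell after Vgll4l knockdown (0 lower and 3 higher when adjusted over the list alone), with adjusted p = 1.4e-04 by camera, and adjusted p = 0.26 with an estimated correlation, and 6 rose and 0 fell after Yap/Taz knockdown (0 lower and 6 higher when adjusted over the list alone), with adjusted p = 7.1e-05 by camera, and adjusted p = 0.24 with an estimated correlation. These 13 are the listed genes and not all mitochondrial RNA, so they do not show whether mitochondrial RNA as a whole rose. The most abundant gene of every library (ENSDARG00000080337), outside the list, took 8.69 to 9.23% of the counts per control library. Its share was 4.54 to 4.94% per Vgll4l library and 6.05 to 6.14% per Yap/Taz library. Beside the lists named here, 15 of 19 enveloping layer genes rose after Vgll4l knockdown, and 13 of 16 yolk syncytial layer genes rose after each knockdown.

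hsp70l (ENSDARG00000055723), a heat shock gene, had 22.2 ± 9.68, 3252 ± 187 and 60.2 ± 7.21 and rose in both (log2 fold change 7.25, adjusted p = 1.5e-11 and log2 fold change 1.51, adjusted p = 1.3e-04). dnajb1b (ENSDARG00000041394), a cochaperone gene, had 8.52 ± 3.55, 2766 ± 348 and 539 ± 15.3 and rose in both (adjusted p = 5.3e-13 and adjusted p = 1.1e-11), while egr1 (ENSDARG00000037421), an immediate early gene, fell from 236 ± 59.9 to 13.0 ± 5.30 and, over the Yap/Taz libraries, 17.3 to 23.8 (adjusted p = 4.6e-09 and adjusted p = 3.9e-08). Of 29 stress and immediate early genes, 17 rose and 4 fell after Vgll4l knockdown (4 lower and 17 higher when adjusted over the list alone), with adjusted p = 4.9e-05 by camera, and adjusted p = 0.07 with an estimated correlation, and 13 rose and 4 fell after Yap/Taz knockdown (4 lower and 13 higher when adjusted over the list alone), with adjusted p = 0.12 by camera, and adjusted p = 0.27 with an estimated correlation. mdm4 (ENSDARG00000057513), a p53 inhibitor gene, rose from 9.58 ± 3.52 to 232 ± 12.0 and 168 ± 7.22 (adjusted p = 1.5e-10 and adjusted p = 4.2e-10). Of 21 p53 response genes, 8 rose and 7 fell after Vgll4l knockdown (7 lower and 8 higher when adjusted over the list alone), with adjusted p = 0.35 by camera, and adjusted p = 0.42 with an estimated correlation, and 8 rose and 8 fell after Yap/Taz knockdown (8 lower and 8 higher when adjusted over the list alone), with adjusted p = 0.27 by camera, and adjusted p = 0.34 with an estimated correlation. bik (ENSDARG00000045549), a gene that promotes cell death, rose from 10.6 ± 6.48 to 447 ± 26.0 and 189 ± 13.9 (adjusted p = 5.2e-10 and adjusted p = 8.0e-09). Of 20 apoptosis genes, 10 rose and 5 fell after Vgll4l knockdown (5 lower and 10 higher when adjusted over the list alone), with adjusted p = 0.12 by camera, and adjusted p = 0.24 with an estimated correlation, and 5 rose and 5 fell after Yap/Taz knockdown (5 lower and 5 higher when adjusted over the list alone), with adjusted p = 0.35 by camera, and adjusted p = 0.41 with an estimated correlation.

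irf7 (ENSDARG00000045661), an interferon regulator gene, had 131 ± 28.3, 92.0 ± 13.9 and 0.347 ± 0.401 and fell after Yap/Taz knockdown (adjusted p = 1.8e-11), with adjusted p = 4.7e-11 for the difference between the knockdowns. Of 14 interferon response genes, 2 rose and 6 fell after Vgll4l knockdown (6 lower and 2 higher when adjusted over the list alone), with adjusted p = 0.79 by camera, and adjusted p = 0.83 with an estimated correlation, and 4 rose and 8 fell after Yap/Taz knockdown (8 lower and 4 higher when adjusted over the list alone), with adjusted p = 0.57 by camera, and adjusted p = 0.70 with an estimated correlation. dazl (ENSDARG00000036214), a germ plasm gene, rose from 0.701 ± 0.828 to 82.2 ± 16.2 and 337 ± 10.7 (adjusted p = 3.8e-10 and adjusted p = 2.1e-11), and bmp15 (ENSDARG00000037491), an oocyte gene, fell from 247 ± 32.8 to 0.708 ± 1.42 and 2.60 ± 1.13 (adjusted p = 7.4e-10 and adjusted p = 5.7e-09). Of 17 germ plasm and oocyte genes, 4 rose and 6 fell after Vgll4l knockdown (6 lower and 4 higher when adjusted over the list alone), with adjusted p = 0.85 by camera, and adjusted p = 0.85 with an estimated correlation, and 5 rose and 10 fell after Yap/Taz knockdown (10 lower and 5 higher when adjusted over the list alone), with adjusted p = 0.57 by camera, and adjusted p = 0.61 with an estimated correlation. atp6v0cb (ENSDARG00000036577), of the proton channel of the vacuolar ATPase, rose from 12.1 ± 7.33 to 427 ± 44.4 and 871 ± 26.1 (adjusted p = 3.2e-10 and adjusted p = 5.6e-11). Of 22 vacuolar ATPase genes, 9 rose and 6 fell after Vgll4l knockdown (6 lower and 9 higher when adjusted over the list alone), with adjusted p = 0.39 by camera, and adjusted p = 0.51 with an estimated correlation, and 13 rose and 6 fell after Yap/Taz knockdown (6 lower and 13 higher when adjusted over the list alone), with adjusted p = 0.05 by camera, and adjusted p = 0.24 with an estimated correlation. h2afx (ENSDARG00000029406), a histone variant gene, had 163 ± 19.7, 135 ± 12.3 and 45.0 ± 11.3 and fell after Yap/Taz knockdown (adjusted p = 2.0e-07). Of 22 histone genes, 6 rose and 6 fell after Vgll4l knockdown (6 lower and 6 higher when adjusted over the list alone), with adjusted p = 0.65 by camera, and adjusted p = 0.70 with an estimated correlation, and 6 rose and 6 fell after Yap/Taz knockdown (6 lower and 6 higher when adjusted over the list alone), with adjusted p = 0.85 by camera, and adjusted p = 0.85 with an estimated correlation.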
